# Single-cell analyses reveal early thymic progenitors and pre-B cells in zebrafish

**DOI:** 10.1084/jem.20220038

**Published:** 2022-08-08

**Authors:** Sara A. Rubin, Chloé S. Baron, Cecilia Pessoa Rodrigues, Madeleine Duran, Alexandra F. Corbin, Song P. Yang, Cole Trapnell, Leonard I. Zon

## Abstract

The zebrafish has proven to be a valuable model organism for studying hematopoiesis, but relatively little is known about zebrafish immune cell development and functional diversity. Elucidating key aspects of zebrafish lymphocyte development and exploring the breadth of effector functions would provide valuable insight into the evolution of adaptive immunity. We performed single-cell RNA sequencing on ∼70,000 cells from the zebrafish marrow and thymus to establish a gene expression map of zebrafish immune cell development. We uncovered rich cellular diversity in the juvenile and adult zebrafish thymus, elucidated B- and T-cell developmental trajectories, and transcriptionally characterized subsets of hematopoietic stem and progenitor cells and early thymic progenitors. Our analysis permitted the identification of two dendritic-like cell populations and provided evidence in support of the existence of a pre-B cell state. Our results provide critical insights into the landscape of zebrafish immunology and offer a foundation for cellular and genetic studies.

## Introduction

The zebrafish is a useful immunological model, but much remains unknown about zebrafish immune cell development (Trede et al., 2004). Although work has been done to characterize zebrafish TCR and B cell receptor loci (Haire et al., 2000; Meeker et al., 2010; Seelye et al., 2016) and track the seeding and development of the thymus (Bertrand et al., 2008; Kissa et al., 2008; Lam et al., 2002; Murayama et al., 2006; Willett et al., 1997b), literature on the intricacies of T- and B-cell development is sparse and these processes are often inferred from other teleosts (Bajoghli et al., 2019; Barraza et al., 2020; Liu et al., 2017; Page et al., 2013). Mutagenesis studies have proven fruitful for identifying conserved aspects of lymphocyte development (Schorpp et al., 2006), but functional assays in teleosts often lack specificity as few monoclonal antibodies exist for cell type purification and targeted stimulation or inhibition (Lugo-Villarino et al., 2010; Mitra et al., 2010). Creative use of existing technology in zebrafish can overcome these shortcomings to more precisely characterize immune cell populations and suggest more specific targets for downstream functional studies.

Single-cell RNA sequencing (scRNA-seq) has emerged as a powerful tool to reveal underappreciated cellular diversity and developmental trajectories. Great technological advances have enabled the capture and profiling of thousands of individual cells from varied tissues across different organisms (Svensson et al., 2018). Many computational structures and algorithms have been developed for extracting new biological insights from scRNA-seq data. This has afforded researchers opportunities to go beyond basic questions of cellular identification and tissue-specific population quantification to generate comprehensive organism-level cell atlases, discover novel subpopulations, and explore developmental processes. Trajectory-inferring algorithms, including graph-based methods like PAGA (Wolf et al., 2019), tree-based methods like Monocle (Cao et al., 2019; Qiu et al., 2017; Trapnell et al., 2014), and multifurcation methods like FateID (Herman et al., 2018), have further expanded our capability to explore questions relating to cellular ancestry. Although these methods cannot, on their own, provide definitive orderings of cellular development, their pseudotime predictions are powerful for identifying gene targets for future study. Overall, scRNA-seq provides vast opportunities to advance the field of zebrafish immunology.

Building upon the groundwork of transcriptional analyses of adult zebrafish hematopoiesis (Carmona et al., 2017; Hernandez et al., 2018; Macaulay et al., 2016; Moore et al., 2016; Tang et al., 2017), we capitalized on recent technological advances to take a deep dive into zebrafish immune cell development. We transcriptionally profiled the zebrafish kidney marrow and thymus, which uncovered new insights into zebrafish T- and B-cell development. Specifically, we observed evolutionarily conserved transcriptional regulation and developmental states, including populations consistent with early thymic progenitors (ETPs) and pre-B cells. We also identified previously uncharacterized immune cell populations in the zebrafish, including those resembling conventional type 1 dendritic cells (DCs) and plasmacytoid DCs. This knowledge builds upon our evolutionary understanding of T-cell development (Bajoghli et al., 2009), clarifies some discrepancies in the field, and better situates the zebrafish as an immunological model moving forward. Our findings reveal new genetic targets and populations prime for investigation to characterize zebrafish immunology.

## Results

### The adult zebrafish thymus exhibits rich cellular heterogeneity akin to the mammalian thymus

To characterize the transcriptional landscape of the adult zebrafish thymus, we performed droplet-based scRNA-seq (10x Genomics) on live cells sorted from whole thymi derived from four zebrafish at 3–4 mo post-fertilization (mpf). SoupX was used to mitigate the impact of ambient mRNA contamination before quality-control filtering and sample integration in Seurat (Stuart et al., 2019; Young and Behjati, 2020). A total of 14,394 cells meeting the inclusion criteria were normalized by scTransform, integrated using reciprocal principal component analysis (PCA), clustered with the nearest neighbor approach, and visualized by uniform manifold approximation and projection (UMAP; Fig. 1 A and Table S1). 

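The adult thymi came from 4 fish, each sequenced as 1 library, so the fish is the replicate. Fish 22 and fish 24 carried a GESTALT transgene, which records lineage, and fish lck1 and fish lck2 carried Tg(lck:eGFP), in which the lck promoter drives a fluorescent protein. The authors aligned the reads with Cell Ranger 3.1.0 to GRCz11 with transgenes added and deposited raw UMI counts, which are whole numbers and were used without correction. The authors' subtraction of free RNA was not repeated. The 4 libraries held 13304371 to 19820583 UMIs in 3309 to 4871 barcodes. Cells with 200 to 4000 genes, 500 to 25000 UMIs and under 15% mitochondrial UMIs were counted, and 14488 of 16075 barcodes passed. Classes were made after filtering adult and juvenile cells together at up to 30000 UMIs, which kept 14535 adult cells at a median of 1370 to 3675 UMIs per cell in a library. Clusters were named from fixed lists of marker genes, at thresholds chosen after their leading genes had been seen, and each name ends in "-like". Clusters that met no list's rule stayed unnamed. Levels in a class are counts per 1000000 UMIs (CPM), summed over the cells of 1 fish, and values are means with the SD over fish.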

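In the 4 adult thymi, lck and il2rb, which took no part in clustering or naming, differed in opposite directions between rag-positive and mature T-like cells. lck, which encodes a kinase of T cell receptor signalling, was at 2024 ± 950 CPM in rag-positive T-like cells (SD, n = 4 fish) and at 102 ± 19.3 CPM in mature T-like cells. il2rb, which encodes a chain of the interleukin 2 receptor, was at 386 ± 48.8 CPM in mature T-like cells and at 1.26 ± 1.38 CPM in rag-positive T-like cells. The recombinase genes rag1 and rag2 named the rag-positive class, which held 33.1% ± 1.38 of the cells of a fish. Cycling-like cells made up 9.21% ± 4.79, maturing T-like cells 9.58% ± 1.53, their ccr7-positive counterpart 14.0% ± 3.43 and mature T-like cells 5.61% ± 3.39. Cluster 6, led by dtnbp1a, anks1b and foxp3b, and cluster 7, led by nab1a, held a further 6.32% ± 1.59 and 4.49% ± 0.691 and stayed unnamed. A UMI of il2rb was found in 66.4% ± 14.0 of mature T-like cells, at a median of 4955 UMIs per cell. In B-like cells, at a median of 3086.5 UMIs, it was found in 0 of 520, which allows a share of up to 0.577%.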

Multiple stages of T cell development were evident: (1) rag1/2^+^ T cells, both cycling and non-cycling; (2) rag1/2^−^ cycling T cells; (3) *ipcef1*^+^ maturing T cells, with a distinct ccr7^+^ subpopulation; and (4) *il2rb*^+^ mature T cells (Fig. 1 B). Distinct subsets of T or T-like populations were also present: (1) T helper 2 (Th2) cells and/or type 2 innate lymphoid cells (ILC2s) expressing *gata3*, *il4*, and *il13*; (2) *gzmk*^+^, *gzma*^+^, *eomesa/b*^+^ cytotoxic T cells; and (3) γδ T cells expressing *sox13*, *trdc*, and *tcrg* (*si:dkeyp-13d12.23*). Additionally, many non-T cell populations were identified, including thymic epithelial cells (TECs; *epcam*^+^, *cdh1*^+^), dendritic-like (DC-like) cells (DC1, *spock3*^+^, *spi1a*^+^; DC2, *spock3*^+^, *ctsbb*^+^), macrophages *(havcr2*^+^, *mfap4*^+^), a mixed population composed largely of granulocytes (*mpx*^+^, *cpa5*^+^), natural killer–like (NK-like) cells (*eomesa*^+^, *fcer1gl*^+^), erythrocytes (*hbaa1*^+^, *hbaa2*^+^), and B cells (*pax5*^+^, *cd79a*^+^; Fig. S1 A). 

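Cluster 25, which was left unnamed, had the highest mean levels of the type 2 cytokine genes il4, at 238 ± 190 CPM (SD, n = 4 fish), and il13, at 119 ± 55.2 CPM. The cluster held 1.83% ± 0.935 of adult thymus cells. UMIs of il4 were found in 10.4% ± 6.14 of its cells and UMIs of il13 in 9.63% ± 6.18. gata3, which encodes a transcription factor of type 2 and early T cells and took no part in clustering, was at 76.1 ± 29.0 CPM there and in 18.7% ± 7.45 of its cells, at a median of 6285.5 UMIs. In B-like cells, at a median of 3086.5 UMIs, gata3 was found in 0.972% ± 1.19. Its highest level was in NK-like cells, at 449 ± 99.1 CPM. The granzyme genes gzma and gzmk were at 199 ± 36.2 and 269 ± 62.6 CPM in mature T-like cells, which were not parted into a cytotoxic class here. In the same class eomesa and eomesb, which encode T-box factors of cytotoxic cells, were at 32.3 ± 7.23 and 55.5 ± 33.8 CPM. trdc, the T cell receptor delta constant gene, was at 217 ± 55.1 CPM in γδ T-like cells and in 52.1% ± 17.4 of them, at a median of 4514 UMIs. si:dkeyp-13d12.23, the gamma constant gene, was at 1031 ± 182 CPM and in 162 of 231 γδ T-like cells. In B-like cells the shares were 0.299% ± 0.357 for trdc and 1.54% ± 1.01 for si:dkeyp-13d12.23. γδ T-like cells made up 1.47% ± 0.945 of adult thymus cells, and both constant genes were held out of their clustering, whereas il4, il13 and the granzyme genes were not.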

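TEC-like cells, the thymic epithelium, made up 4.41% ± 0.615 of adult thymus cells and B-like cells 3.84% ± 2.05 (SD, n = 4 fish). Rarer classes were NK-like cells at 0.965% ± 0.787, monocyte/macrophage-like cells at 0.519% ± 0.307, neutrophil-like cells at 0.450% ± 0.190 and DC2-like cells at 0.397% ± 0.321. Erythroid-like cells reached 0.975% ± 1.21, an SD above the mean. No class was named DC1-like. 3 genes of innate cells were held out of clustering. fcer1gl, which encodes the signalling chain of Fc receptors, was at 736 ± 241 CPM in NK-like cells and 1473 ± 446 CPM in neutrophil-like cells, and a UMI of it was found in 90.1% ± 10.1 of NK-like and 0.776% ± 1.01 of B-like cells. The median depth was 5665 UMIs in NK-like cells and 3086.5 in B-like cells. spi1a, which encodes a PU.1 transcription factor of myeloid cells, was at 453 ± 99.9 CPM in monocyte/macrophage-like cells and at 327 ± 72.7 CPM in cluster 25, the cluster nearest to the DC1 markers. A UMI of spi1a was found in 58.2% ± 14.4 of the cells of cluster 25, at a median of 6285.5 UMIs, and in 0.358% ± 0.414 of B-like cells. In DC2-like cells it was found in 0 of 55, which allows a share of up to 5.45%. spi1b, its paralogue, was at 632 ± 103 CPM in DC2-like cells of the 3 fish that had enough of them, at 434 ± 111 CPM in B-like cells and at 2.36 ± 1.24 CPM in rag-positive T-like cells.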

B cells were found to be predominately of the IgT isotype (previously named IgZ; Dornburg et al., 2021): 63% *ighz* cluster vs. 37% *ighd* cluster. 

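Among thymic B-like cells, the IgT heavy chain gene ighz gave more UMIs than the IgD heavy chain gene ighd in 74.3% ± 8.83 of the cells with unequal counts (SD, n = 4 fish). The share was 71.6% in fish 22, 85.1% in fish 24, 76.5% in fish lck1 and 64.1% in fish lck2. Of the 520 B-like cells, 330 had unequal counts and 242 of these had more ighz. Immunoglobulin genes were held out of clustering. Cells were counted by their own UMIs, so a cluster with cells of both isotypes adds to both.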

Finally, we identified an ETP population expressing genes consistent with progenitor identity, including *si:dkey-261h17.1*, a *CD34* ortholog, and *csf1rb*, previously reported to be expressed in monocytes, macrophages, and some granulocytes in addition to hematopoietic stem and progenitor cells (HSPCs; Hason et al., 2022). 

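csf1rb, which encodes a receptor for colony-stimulating factor 1, was at 208 ± 23.6 CPM in progenitor-like cells of the adult thymus (SD, n = 4 fish), its highest level among 19 classes. The next level was 79.5 ± 77.5 CPM, in monocyte/macrophage-like cells. A UMI of csf1rb was found in 63.9% ± 30.9 of progenitor-like cells, at a median of 12197 UMIs, and in 0 of 520 B-like cells, at a median of 3086.5 UMIs, which allows a share of up to 0.577%. si:dkey-261h17.1, the CD34 orthologue, was at 113 ± 26.7 CPM in progenitor-like cells and found in 54.5% ± 28.3 of them, and in 0.278% ± 0.195 of rag-positive T-like cells. It was higher in fibroblast-like cells, at 414 ± 222 CPM in the 2 fish with enough of them. The progenitor-like class held 195 adult cells, 24 of them in fish 22, 32 in fish 24, 72 in fish lck1 and 67 in fish lck2. Neither csf1rb nor si:dkey-261h17.1 took part in clustering or naming.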

Overall, these results reveal great cell type diversity within the zebrafish thymus, on par with mammalian thymic composition.

**Figure 1.**
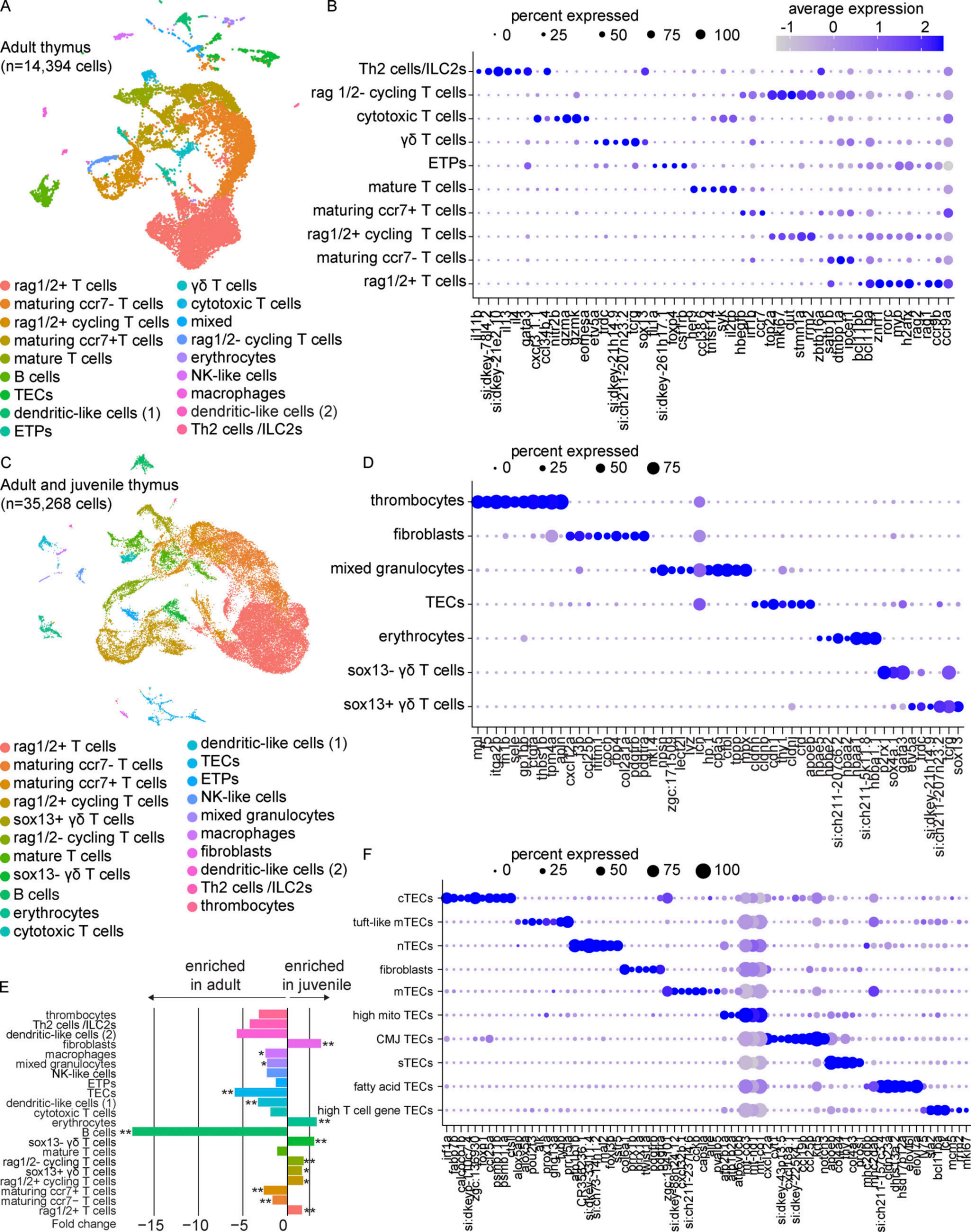
**Transcriptional characterization of the zebrafish thymus** **.** **(A)** UMAP visualization of 14,394 cells obtained from the thymi of four adult zebrafish (3–4 mpf). All thymi were dissected and processed within the same experiment. Cell type annotations were based on enriched markers (Table S1) that were identified by Wilcoxon rank sum test. **(B)** Dot plot of selected markers of the adult thymus showing expression across T cell populations. See Fig. S1 A for full dot plot. Dot size reflects the percentage of cells within a population expressing a given marker and dot color shows the average expression within that population. **(C)** UMAP visualization of 35,268 cells obtained from the thymi of four adult zebrafish and four technical replicates of juvenile zebrafish (4 wpf; pool of cells from 21 zebrafish). Cell type annotations were based on enriched markers (Table S2) that were identified by Wilcoxon rank sum test and nomenclature consistent with (A) was used when appropriate. The adult and juvenile thymi were dissected and processed in independent experiments. **(D)** Dot plot of selected markers of the adult and juvenile thymi highlighting the expression of newly/better-resolved clusters following integration. **(E)** Bar plot of the beta-binomial test comparing cell type composition of the juvenile and adult thymi (Table S3). The average fold change for each cell type is depicted by bar length and direction, with negative values enriched in the adult thymus and positive values enriched in the juvenile thymus. Statistical significance is shown for Benjamini-Hochberg adjusted P values: *, P < 0.05; **, P < 0.01. **(F)** Dot plot of selected markers distinguishing the epithelial and fibroblast-like populations from the subset analysis visualized by UMAP in Fig. S2 A and identified by the Wilcoxon rank sum test (Table S5). nTEC, neural TEC; mito, mitochondrial-gene expressing; CMJ, corticomedullary junction; sTEC, structural TEC.

**Figure S1.**
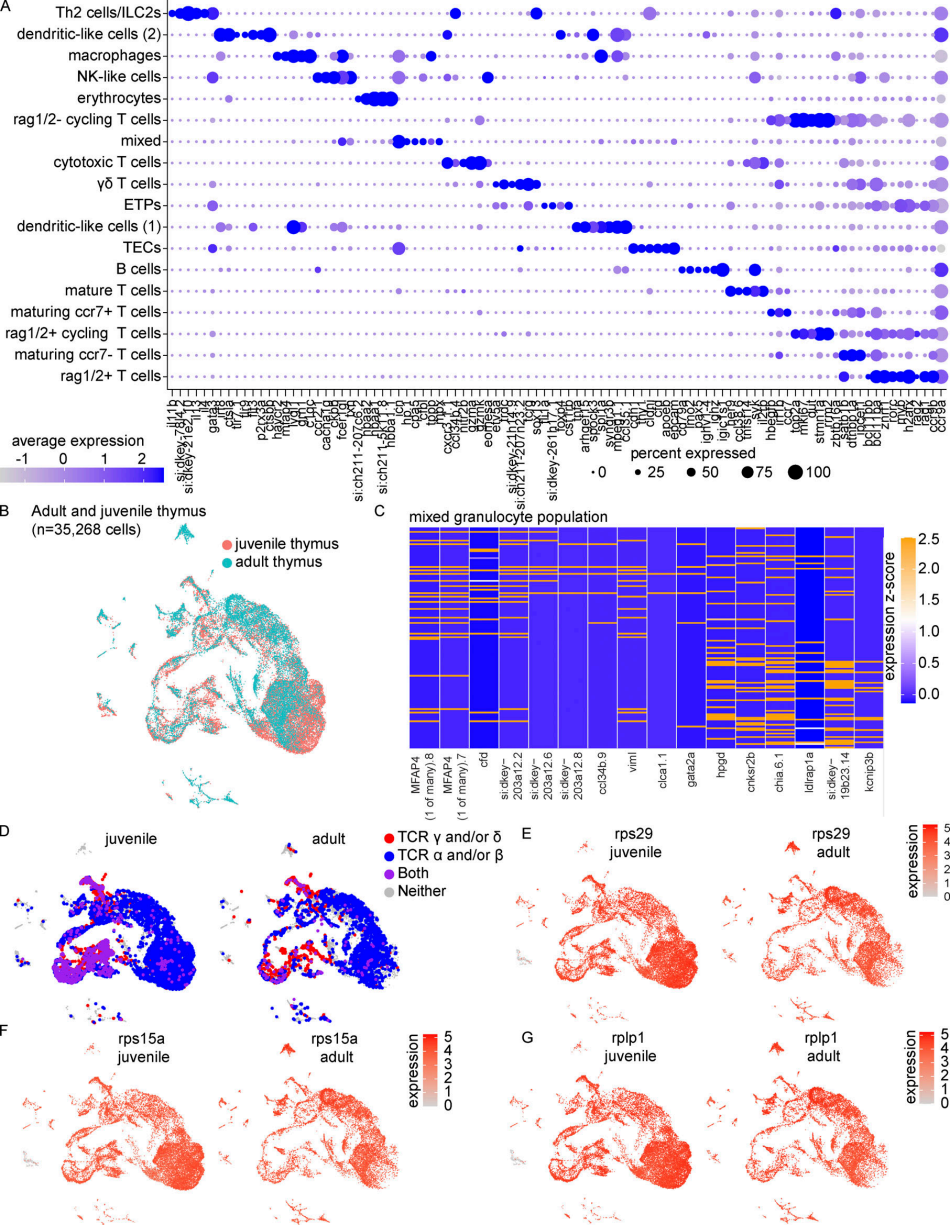
**Extended cell type characterizations of the zebrafish thymus. (A)** Dot plot of selected markers of the adult thymus showing expression across all cell populations, an expanded version of Fig. 1 B (see also Table S1). Dot size reflects the percentage of cells within a population expressing a given marker and dot color shows the average expression within that population. Similarly to Fig. 1, A and B, thymi were derived from four adult zebrafish (3–4 mpf) processed within the same experiment. **(B)** UMAP visualization by timepoint of the 35,268 adult and juvenile thymus cells integrated in Seurat. These cells were derived from the thymi of four adult zebrafish and four technical replicates of juvenile zebrafish (4 wpf; pool of cells from 21 zebrafish) processed in two independent experiments as in Fig. 1 C. **(C)** Heatmap visualization of selected genes to demonstrate heterogeneity within the mixed granulocyte population as determined by analysis of the integrated adult and juvenile thymus cells. **(D)** UMAP visualization of detection of TCR γ and/or δ (red), α and/or β (blue), or a combination of both sets of receptors (purple) in the integrated adult and juvenile thymi. **(E–G)** UMAP visualizations of the expression of ribosomal genes (E) *rps29*, (F) *rps15a*, and (G) *rplp1* that demonstrated differential expression in erythrocytes derived from juvenile vs. adult thymi as determined by Wilcoxon rank sum test in Seurat (Table S4).

### Juvenile and adult thymi are largely composed of the same cell types but exhibit developmental differences in cellular composition and states

To assess how thymic composition changes over time, we analyzed juvenile thymi at 4 wk post-fertilization (wpf). Live cells were sorted from a pool of dissected thymi from 21 zebrafish and four technical replicates were sequenced (Fig. 1 C, Fig. S1 B, and Table S2). 

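The juvenile thymi were a pool of 21 Tg(lck:eGFP) fish at 4 weeks after fertilization, loaded on 4 lanes. Lanes of 1 pool are technical replicates, so their cells were summed into 1 juvenile sample, and the spread between fish in every comparison of the ages comes from the 4 adult fish alone. Each lane held 35118624 to 37697862 UMIs, at a median of 2917 to 3137 UMIs per cell. Of 38373 adult and juvenile barcodes, 35440 passed the filters, 20905 of them juvenile. Cells of both ages were normalized with sctransform, integrated by reciprocal PCA with 3000 features and clustered at a resolution of 1.5 on 50 principal components. Numbers of cells per class were compared with edgeR's quasi-likelihood test, and expression was compared on UMIs summed over the cells of a class. The authors processed adult and juvenile thymi in separate experiments, and age also goes with pooling and, for 2 of the adult fish, with strain. The authors bled adult fish before dissection to lower the number of blood erythrocytes, and left the juveniles unbled. Age, experiment, bleeding and pooling cannot be told apart. Strain can be checked against the other adult fish, which are of the juvenile strain. The tests between the ages did not set strain apart. Intervals given for the pool are exact 95% intervals (Clopper-Pearson) and cover counting error only.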

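In the juvenile pool, 7 cells were thrombocyte-like and 101 fibroblast-like, against 18 and 18 in the 4 adult fish. The thrombocyte genes itga2b, an integrin, and thbs1b, a thrombospondin, were at 1080 and 3186 CPM in the juvenile thrombocyte-like cells. pdgfra, a receptor of growth factors for mesenchyme, was at 196 CPM in juvenile fibroblast-like cells and the cartilage collagen gene col2a1a at 3272 CPM. These genes served in naming or clustering. Cluster 16, left unnamed, held 678 juvenile and 170 adult cells and was led by tnfrsf9a, CR925817.1 and tnfrsf18. In its juvenile cells, at a median of 9244.5 UMIs, trdc was found in 10.9% and si:dkeyp-13d12.23 in 17.8%, against 44.4% and 80.9% of γδ T-like cells at a median of 7416 UMIs. The transcription factor gene sox13 was found in 0.590% of its juvenile cells and in 71.9% of juvenile γδ T-like cells. sox4a.1, another factor of the SOX family, was at 27.7 CPM in cluster 16, gata3 at 74.8 CPM and the ETS factor gene etv5a at 5.88 CPM, against 62.4, 70.06 and 278 CPM in γδ T-like cells. Among 44 juvenile B-like cells, at a median of 3499 UMIs, trdc, si:dkeyp-13d12.23, gata3 and sox13 were found in 0, which allows a share of up to 6.82%.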

By increasing cell number by integrating cells from juvenile and adult thymi, we improved resolution and identified the following: (1) thrombocytes (*itga2b*^+^, *thbs1b*^+^); (2) fibroblast-like cells (*pdgfra/b*^+^, *col2a1a*^+^); and (3) *sox13*^−^ γδ T cells (*sox4a.1*^+^, *gata3*^+^, *etv5a*^−^; Fig. 1 D). 

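Neutrophil-like cells of the thymus numbered 61 in the adult fish and 45 in the juvenile pool. The granule genes mpx, a myeloperoxidase, and npsn, a protease, named the class and were found in 100% and 91.1% of its juvenile cells. gata2a, which encodes a transcription factor of eosinophils, was at 13.6 ± 27.3 CPM in adult neutrophil-like cells (SD, n = 4 fish), and viml, which encodes an intermediate filament protein, at 6.81 ± 13.6 CPM. In the juvenile class, gata2a was found in 2.22% of cells and viml in 0 of 45, which allows a share of up to 6.67%, at a median of 9656 UMIs. In eosinophil-like cells of the adult marrow, gata2a was at 242 ± 33.1 CPM and viml at 358 ± 65.7 CPM (n = 5 fish). No cluster of the thymus was named eosinophil-like.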

Greater clarity was gained on the mixed granulocyte-rich population from the adult thymus composed of neutrophil-like granulocytes (*mpx*^+^, *npsn*^+^) and eosinophils (*gata2a*^+^, *viml*^+^; Fig. 1 D and Fig. S1 C). Seeing great overlap in the cell types present in the adult and juvenile thymi, we next asked whether cell type abundances were similar at both time points. We found the juvenile thymus was enriched in rag1/2^+^ T cells, rag1/2^+^ cycling T cells, and rag1/2^−^ cycling T cells (beta-binomial test; Fig. 1 E and Table S3). 

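rag-positive T-like cells made up 54.5% of the juvenile pool (95% interval 53.8% to 55.2%) and a mean of 33.1% of the cells of the 4 adult fish, each of which lay below the pool. The log2 fold change was 0.72 (standard error 0.105, adjusted p = 0.00103 from edgeR's quasi-likelihood test). The call ended when the ages were clustered without integration. Cycling-like cells, which include cells with and without rag1 and rag2, made up 12.8% of the pool (95% interval 12.3% to 13.2%), and 3 of 4 adult fish lay below it. Their log2 fold change of 0.47 (standard error 0.499, adjusted p = 0.444 from the same test) did not pass.

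**Figure D1:**
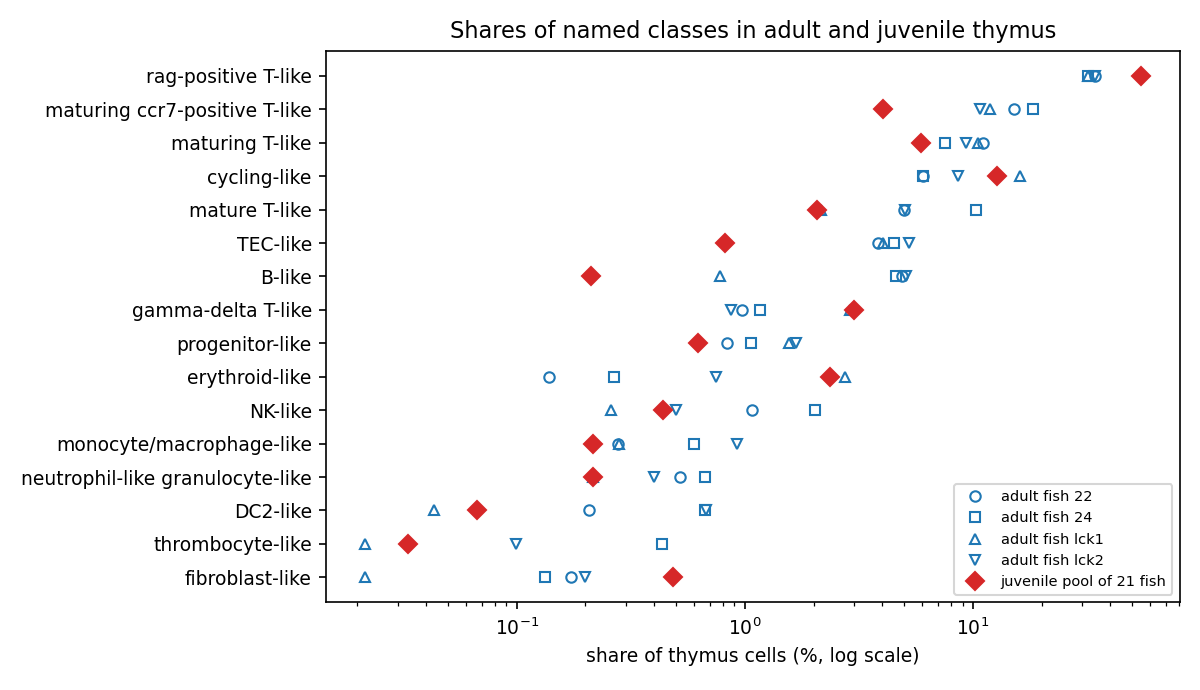
Share of thymus cells in each named class, on a log scale in %, for each of the 4 adult fish (open symbols) and for the juvenile pool of 21 fish (filled diamonds). The pool lies above all 4 adult fish for rag-positive T-like cells and below all 4 for ccr7-positive maturing, TEC-like and B-like cells.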

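T cell receptor features of the γδ and the αβ side were found together in 11.5% of juvenile thymus cells (95% interval 11.1% to 12.0%) and in 6.04% ± 1.93 of adult ones (SD, n = 4 fish). A cell counted as γδ with 1 UMI of trdc or 2 UMIs of si:dkeyp-13d12.23, and as αβ with a UMI of FP236356.1, which the paper describes as a wide region that includes the beta constant gene trbc1. All 4 adult fish lay below the pool (exact permutation test over 5 splits, p = 0.2, the smallest that 4 fish against 1 pool allow). In cycling-like cells the joint share was 34.5% in the pool and 21.4% ± 9.68 in adult fish, and in ccr7-positive maturing cells it was 8.21% and 2.96% ± 0.630. Within γδ T-like cells it was 71.1% and 74.1% ± 12.8. In B-like cells, which should lack both receptors, it was 0 of 44 and 0.181% ± 0.362. TEC-like cells, which should lack them too, had it in 2.92% of the pool and 3.81% ± 2.62 of adult fish. Their median depth was 5511 UMIs in the pool and 1056 to 6754 in adult fish. FP236356.1 alone was found in 38.8% ± 4.79 of adult TEC-like and 14.2% ± 6.29 of adult B-like cells, so no 1 class gives the background. The median depth was 3013 UMIs in all juvenile and 2368 in all adult cells, and 3499 and 3086.5 UMIs in B-like cells. It was 14241.5 UMIs in juvenile cycling-like cells (1278 to 10307 in adult fish), 7621 in ccr7-positive maturing cells (3515.5 to 4659) and 7416 in γδ T-like cells (3612 to 6237). Among cells with at least 1000 UMIs, 19853 juvenile and 11847 adult ones, thinned to that depth, the pool no longer lay above the adult fish, at 0.912% (95% interval 0.784% to 1.05%) against 1.26% ± 0.408, with 0 of 4 adult fish below the pool and 2 of 4 within its interval. Thinned in this way, the share was 1.62% in the pool and 4.14% ± 2.68 in adult fish for cycling-like cells, 0.605% and 0.450% ± 0.394 for ccr7-positive maturing cells, and 7.48% and 24.5% ± 8.43 for γδ T-like cells, where all 4 adult fish lay above the pool.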

The juvenile thymus displayed greater joint expression of TCR α/β and γ/δ (Fig. S1 D). 

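γδ T-like cells, which express sox13, made up 3.01% of the juvenile pool (95% interval 2.78% to 3.25%), above all 4 adult fish. The log2 fold change of 1.03 (standard error 0.876, adjusted p = 0.444 from edgeR's quasi-likelihood test) did not pass. Fish lck1 had 2.88% and the other adult fish 0.871% to 1.16%. Cluster 16, which holds few cells with sox13, made up 3.24% of the pool and 1.26% ± 0.798 of adult cells (SD, n = 4 fish), a log2 fold change of 1.37 (standard error 0.882, adjusted p = 0.335 from the same test). Fibroblast-like cells made up 0.483% of the pool (95% interval 0.394% to 0.587%) and 0.132% ± 0.0783 of adult cells, a log2 fold change of 1.89 (standard error 1.26, adjusted p = 0.335). A beta-binomial test that took the 4 lanes as replicates, as in the paper, called all 3 higher in juvenile thymus.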

We also noted juvenile enrichments of sox13^+^ γδ T cells, sox13^−^ γδ T cells, and fibroblasts. Conversely, the adult thymus was enriched in maturing ccr7^−^ and ccr7^+^ T cells, TECs, and other non-T cell populations, including B cells, DC-like cells (1), mixed granulocytes, and macrophages. 

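The ccr7-positive maturing class made up 4.02% of the juvenile pool (95% interval 3.76% to 4.29%), 3.49-fold below the adult mean, with a log2 fold change of −1.80 (standard error 0.374, adjusted p = 0.00763 from edgeR's quasi-likelihood test). TEC-like cells were 0.818% of the pool (95% interval 0.700% to 0.950%), a log2 fold change of −2.43 (standard error 0.667, adjusted p = 0.0318). B-like cells were 0.210% (95% interval 0.153% to 0.282%), a log2 fold change of −4.18 (standard error 1.23, adjusted p = 0.0356). All 4 adult fish lay above the pool for these 3 classes. The calls ended without integration, that for TEC-like cells also without fish 22 or fish lck2, and that for B-like cells without fish lck2. Maturing T-like cells without ccr7 made up 5.92% of the pool, below all 4 adult fish, and did not pass (log2 fold change −0.70, standard error 0.355, adjusted p = 0.318). Nor did DC2-like cells at −2.53 (adjusted p = 0.343), monocyte/macrophage-like cells at −1.27 (adjusted p = 0.444) or neutrophil-like cells at −1.04 (adjusted p = 0.471).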

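rps29, rps15a and rplp1 encode proteins of the small and large ribosomal subunits. In erythroid-like cells TMM-normalized rps29 was at 1644 ± 964 CPM in adult thymus (SD, n = 3 fish) and 1531 CPM in the juvenile pool, a log2 fold change of −0.11 (standard error 1.11, adjusted p = 0.999 from edgeR's quasi-likelihood test). The log2 fold change was −0.34 (standard error 1.11) for rps15a and −0.64 (standard error 1.16) for rplp1, and neither passed the test. The direction of rps29 turned without fish lck1 or fish lck2 and in 5 further settings, and that of rps15a without fish lck1 and without the filter on low counts. Of 80 genes of ribosomal proteins, 0 passed in edgeR or in DESeq2, 0 had an unadjusted p under 0.05 and 0 passed when adjusted over the list alone. Without TMM normalization ribosomal protein genes took 3.21% of the UMIs of the pool, below the 5.56%, 15.8% and 5.59% of fish 24, lck1 and lck2. Per UMIs outside globins the pool lay below all 3 fish for rps15a (1089 against 1424 to 3440 CPM) and rplp1 (1835 against 2706 to 7968 CPM) and not for rps29 (1892 against 1638 to 5401 CPM). Embryonic globin genes differed. TMM-normalized hbbe2, which encodes an embryonic beta globin, was at 9.44 ± 16.3 CPM in adult and 68195 CPM in juvenile cells (log2 fold change 14.67, standard error 1.79, adjusted p = 2.9e-13). hbae5, an embryonic alpha globin gene, had a log2 fold change of 8.68 (adjusted p = 4.9e-08), calls that DESeq2 did not make, and AL935210.1 was at least 636-fold higher, since adult cells had 0 UMIs of it. All 8 embryonic globin genes tested were higher, as they were over the list alone. rps15a was found in 75.4% of juvenile erythroid-like cells, at a median of 5640 UMIs, and in 62.5%, 89.8% and 86.7% of those of fish 24, lck1 and lck2, at medians of 1444.5, 796 and 3248.5 UMIs. Ribosomal genes are expressed in every class, so no class gives a background for them. The comparison used 495 juvenile cells and 8, 127 and 30 cells of the 3 adult fish. Fish 22, with 4, was left out. Only the adult fish had been bled before dissection, so the share of blood erythrocytes may differ between the ages, which was not tested. Of the juvenile cells, 130 formed cluster 34, which held no adult cell and in which embryonic globins took 68.0% of UMIs. Cluster 38 held 96 of the 127 cells of fish lck1 and 2 juvenile cells. Subtracting free RNA at the paper's shares called rplp1 lower in juvenile cells, at a log2 fold change of −8.05.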

Examining global and cell-type specific gene expression between timepoints, we observed a striking difference in normalized expression of ribosomal subunit genes within adult and juvenile thymus erythrocytes, including that of *rps29*, *rps15a*, and *rplp1,* detected in <3–10% of juvenile erythrocytes vs. >85–91% of adult erythrocytes, with an average expression 12 to 20-fold higher in adult thymus erythrocytes (Fig. S1, E–G; and Table S4). These data show that although cell populations are similar between the adult and juvenile thymi, the cellular composition and transcriptional landscape of the zebrafish thymus does change over time, with adult thymi enriched in later-stage T cells and non-T cell populations and relatively fewer rag1/2^+^ T cells and γδ T cells.

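Between the ages, rag-positive T-like cells differed most in genes outside recombination. tsc22d3, which encodes a leucine zipper protein induced by glucocorticoids, was at 1336.5 ± 88.1 CPM in adult (SD, n = 4 fish) and 259 CPM in juvenile cells (log2 fold change −2.36, standard error 0.210). b2m, the light chain of MHC class I, was at 647 ± 101 and 103 CPM (log2 fold change −2.65, standard error 0.292), and mhc1uka, a class I heavy chain gene, at 116 ± 18.2 and 2.65 CPM (log2 fold change −5.45, standard error 0.393). ndrg2, a gene of differentiation, rose from 64.6 ± 17.9 to 605 CPM, dctn1b, of the dynactin complex, from 5.90 ± 1.66 to 57.2 CPM, and imp4 and bysl, of ribosome assembly, from 10.3 ± 1.29 to 69.8 CPM and from 33.204 ± 1.37 to 117 CPM. The adjusted p was 0.0390 for mhc1uka and 0.0445 for b2m (edgeR quasi-likelihood). rag1 itself had a log2 fold change of 0.84 (adjusted p = 0.343) and rag2 of 0.23 (adjusted p = 0.898), which turned direction without fish 22. Of 10282 genes tested, 9 were higher and 5 lower in juvenile cells, while DESeq2 called 784. In edgeR 0 passed without fish lck1 or fish lck2, 2 without fish 24, 20 without fish 22 and 1 once doublets were removed. Over the list alone, 81 of 92 ribosomal protein genes were higher and 2 lower, whereas 0 passed over all genes in edgeR, 83 had an unadjusted p under 0.05 and 75 passed in DESeq2. Of 23 heat shock and immediate early genes, 1 was higher and 17 lower over the list alone, as many had an unadjusted p under 0.05, 0 passed over all genes in edgeR, and 1 higher and 16 lower passed in DESeq2. The adjusted p with an estimated correlation was 0.371 for each of these 2 lists (camera). The clusters behind the class differed in age: clusters 1 and 10 held 67 and 76 adult but 2693 and 998 juvenile cells, and cluster 22, led by hsp90aa1.2, hsp70.3 and dnajb1b, held 435 adult and 63 juvenile cells. From the shares of the classes and the expression data, the paper concludes that composition and transcription of the thymus change with age.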

### Zebrafish TECs share mammalian gene expression programs

To characterize the epithelial and stromal cells in greater detail, we re-integrated, clustered, and visualized the subset of *epcam*^+^ TECs and fibroblast-like cells (Fig. 1 F and Fig. S2, A and B; and Table S5). Analysis revealed 10 clusters, which we named in accordance with the mammalian literature (Baran-Gale et al., 2020). These populations included the following: (1) cortical TECs (cTECs; *psmb11a/b*^+^, *ccl25a*^+^); (2) medullary TECs (mTECs; *aire*^+^, *pvalb5*^+^); (3) structural TECs (*pros1*^+^, *col4a3*^+^); (4) neural TECs (*sstr5*^+^, *mal2*^+^); and (5) tuft-like mTECs (*prr15la*^+^, *fybb*^+^). 

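TEC-like and fibroblast-like cells were clustered again, 662 from the 4 adult fish and 272 from the juvenile pool. aire, the regulator of medullary epithelium, was at 58.2 ± 45.4 CPM in mTEC-like cells (SD over the 4 adult fish and the pool) and pvalb5, a parvalbumin gene, at 8815 ± 10551 CPM. The thymoproteasome genes psmb11a and psmb11b, which mark cortical epithelium, were highest in the same sub-cluster, at 121 ± 117 and 136 ± 199 CPM, and no cortical class was named. At a higher resolution 45 cells, 28 adult and 17 juvenile, led by psmb11b and psmb11a, were named cortical. pros1, for protein S, and col4a3, for a collagen of basement membranes, were at 216 ± 69.9 and 882 ± 330 CPM in structural TEC-like cells. sstr5, for a somatostatin receptor, and mal2, for a membrane protein, were at 428 ± 258 and 402 ± 329 CPM in sub-cluster 8, which stayed unnamed. prr15la was at 462 ± 275 CPM in tuft-like cells, and fybb, for an adaptor protein, at 222 ± 102 CPM there and 490 ± 418 CPM in sub-cluster 10. These genes helped to build or name the sub-clusters.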

We also noted fatty acid TECs (*elovl7a*^+^, *elovl6l*^+^) and a cluster consistent with corticomedullary junction TECs (*notch3*^+^, *krt5*^high^), expressing both medullary (*ccl19b*) and cortical chemokines (*ccl25a*, *cxcl12a*; Kadouri et al., 2020). 

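elovl7a and elovl6l, which encode fatty acid elongases, were at 835 ± 237 and 338 ± 192 CPM in fatty acid TEC-like cells (SD over the 4 adult fish and the pool). In corticomedullary TEC-like cells, the receptor gene notch3 was at 453 ± 310 CPM and the keratin gene krt5 at 3658.5 ± 1761 CPM, against 1077 CPM of krt5 in mTEC-like cells. The chemokine gene ccl19b was at 1793 ± 1636 CPM in the corticomedullary class, ccl25a at 1091 ± 1202 CPM and cxcl12a at 1881 ± 943 CPM. Both classes were small, with 80 and 79 cells, and their genes helped to name them.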

Fibroblasts were distinguished from TECs by the lack of *epcam* expression and enrichment in *pdgfra/b*, *twist1a*, and *prrx1a/b*. 

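epcam, for an adhesion molecule of epithelia, was found in 3.26% of the 92 fibroblast-like cells of the sub-clustering, at a median of 5401 UMIs, and in 72 of 80 fatty acid TEC-like cells, at a median of 4527.5 UMIs. The receptor genes pdgfra and pdgfrb were found in 57.6% and 48.9% of fibroblast-like cells and each in 0 of them, which allows a share of up to 3.75%. Their levels were 229 ± 14.93 and 156 ± 27.3 CPM (SD, n = 2, the pool and 1 adult fish with enough cells). The mesenchymal transcription factor genes twist1a, prrx1a and prrx1b were found in 33.7%, 40.2% and 23.9% of fibroblast-like cells. These genes were not held out of the clustering.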

By beta-binomial test, we observed an enrichment of fibroblasts in the juvenile thymus, consistent with our unsubsetted results, in addition to a smaller but significant enrichment of cTECs in the juvenile thymus (Fig. S2 C and Table S6). 

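Fibroblast-like cells made up 28.3% of the juvenile cells of the sub-clustering (95% interval 23.0% to 34.1%) and 2.33% ± 1.33 of the adult ones (SD, n = 4 fish), a log2 fold change of 3.60 (standard error 0.543, adjusted p = 2.4e-06 from edgeR's quasi-likelihood test). Sub-cluster 7, unnamed and led by cst14b.2, gpm6ab and stmn1b, was also higher, at 15.1% against 3.34% ± 0.807 (log2 fold change 2.16, adjusted p = 1.1e-04). Fatty acid TEC-like cells were lower, at 2.57% against 11.0% ± 3.48 (log2 fold change −2.07, adjusted p = 0.0296), a call that ended without fish lck2, at a higher cluster resolution and without integration. mTEC-like cells, where the cortical genes psmb11a and psmb11b were highest, were at 10.3% and 10.7% ± 5.20 (log2 fold change −0.06, adjusted p = 0.929), a direction that turned without fish lck1 and in 4 other settings. The shares are of the sub-clustered cells, so a rise of 1 class lowers the others.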

Our analysis highlights comparable diversity between zebrafish and mammalian TECs, with many putatively orthologous epithelial and stromal cell subtypes recognizable by conserved marker genes.

**Figure S2.**
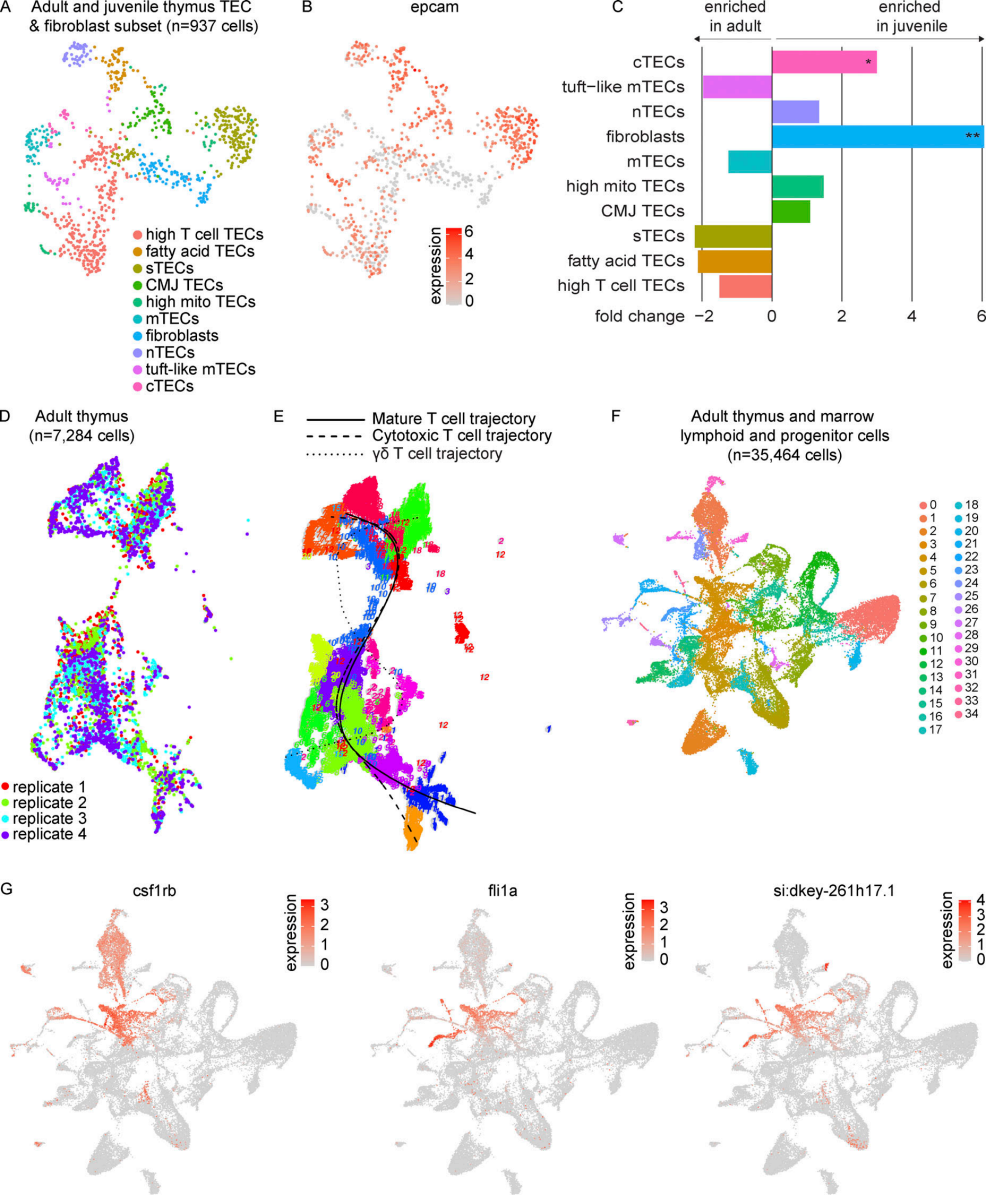
**Zebrafish TECs and T cell developmental trajectories. (A)** UMAP visualization of the 937 cells within the TEC and fibroblast populations of the combined adult and juvenile thymi as subsetted and re-analyzed to improve resolution of cell populations. Cell type annotations were based on differential expression analysis as determined by Wilcoxon rank sum test in Seurat (Table S5). **(B)** UMAP visualization of the expression of the epithelial marker, *epcam*, within the TEC and fibroblast subset. **(C)** Bar plot of beta-binomial test comparing composition of epithelial and fibroblast subset between juvenile and adult thymi (Table S6). Average fold change for each subpopulation is depicted by bar length and direction, with negative values enriched in the adult thymus and positive values enriched in the juvenile thymus. Statistical significance is shown for Benjamini-Hochberg adjusted P values: *, P < 0.05; **, P < 0.01. **(D)** UMAP visualization of RaceID3 clustering of cells derived from four adult thymi (*n* = 7,284 cells, independent analysis from Seurat) by replicate. **(E)** FateID principal curves fitted to mature T cell, cytotoxic T cell, and γδ T cell trajectories. **(F)** UMAP visualization of adult thymus and lymphoid and progenitor marrow fraction integrated together in Seurat (*n* = 35,464 cells) colored by cluster. These cells were derived from seven adult zebrafish dissected and processed in three independent experiments; paired marrow and thymi were obtained from two zebrafish as in Fig. 5, A–C. Cluster 4 is where the majority of thymus ETPs were highlighted in Fig. 5 C. **(G)** UMAP visualizations of marker genes used to identify the HSPC cluster (cluster 4). nTEC, neural TEC; mito, mitochondrial-gene expressing; CMJ, corticomedullary junction; sTEC, structural TEC.

### Zebrafish T-cell development involves the equivalent of a CD4-CD8 double-positive state

To investigate T-cell developmental trajectories, we performed FateID analysis (Herman et al., 2018) on a RaceID3 clustering of the adult thymus T cell populations in addition to Monocle 3 trajectory analysis (Cao et al., 2019). FateID analysis resolved three trajectories: trajectory 1 of the mature T cells, enriched in *il2rb* and *gata3* expression; trajectory 19 of the cytotoxic T cells, enriched in *gzma* and *eomesa* expression; and trajectory 5 of the γδ T cells (Fig. 2, A–E; and Fig. S2, D and E). We focused our downstream analysis on the more robustly inferred mature T cell (t1) and cytotoxic T cell (t19) trajectories. Self-organizing maps (SOMs) for t1 and t19 along with pseudotime plots of notable genes in T cell development revealed that the peak detection of *CD4* and *CD8* orthologs occurred within the rag1/2^+^ T cells with reduced levels of expression in both mature and cytotoxic T cells (Fig. 2, D and E, middle and right panels; and Table S7). Both trajectories demonstrated relatively high levels of *csf1rb* expression in the cluster assigned earliest in pseudotime (cluster 7, ETPs) and elevated levels of *il2rb* in the most mature populations (Fig. 2, D and E, right panels). These results were consistent with an independent trajectory analysis of the mature and cytotoxic T cells in Monocle 3 (Fig. 3, A–E). Furthermore, we identified cells that expressed at least one ortholog of *CD4* concomitantly with at least one ortholog of *CD8*, reminiscent of the CD4-CD8 double-positive state in mammals (Fig. 3, D and E). These “double-positive” cells were identified predominantly within the rag1/2^+^ T cells, rag1/2^+^ cycling T cells, and maturing ccr7^−^ T cells. 

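In the adult thymus the 4 coreceptor genes tested were higher in rag-positive than in mature T-like cells in 4 of 4 fish. cd4-1 was at 774 ± 155 CPM in rag-positive and 12.4 ± 1.27 CPM in mature T-like cells (SD, n = 4 fish), a log2 fold change of −5.96 (standard error 0.209, adjusted p = 6.0e-14 from edgeR's quasi-likelihood test with fish as a block). cd4-2.1 was at 238 ± 67.7 and 6.37 ± 1.12 CPM (log2 fold change −5.24, adjusted p = 2.4e-12), cd8a at 1663.5 ± 652 and 58.1 ± 25.0 CPM (−4.88, adjusted p = 5.9e-13), and cd8b at 1707 ± 439 and 45.9 ± 9.09 CPM (−5.21, adjusted p = 2.4e-13). cd4-2.2 was too low to be tested. ccr9b, for a chemokine receptor of the thymus, fell by 4.19 on the log2 scale (adjusted p = 2.3e-11). Of 8 genes of V(D)J recombination, 5 were lower in mature T-like cells, and of 7 cytotoxic effector genes all were higher, with adjusted p = 0.0720 for each set with an estimated correlation. The samples held 956 to 1478 rag-positive and 100 to 309 mature T-like cells. cd4-1, cd4-2.1, cd8a, cd8b and ccr9b took no part in clustering, whereas effector genes such as gzma did. The list of V(D)J recombination includes rag1 and rag2, which named the rag-positive class. Its count and p are therefore partly set by the naming.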

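il2rb rose from 1.09 ± 1.19 CPM in rag-positive to 456 ± 72.6 CPM in mature T-like cells of the adult thymus (SD, n = 4 fish), a log2 fold change of 8.68 (standard error 0.303, adjusted p = 6.0e-14 from edgeR's quasi-likelihood test). csf1rb was low in both classes, at 1.93 ± 2.36 and 15.4 ± 14.0 CPM (log2 fold change 2.88, standard error 0.539, adjusted p = 2.1e-04). nitr5, for an immune-type receptor, was at 50.1 ± 17.8 CPM in mature T-like cells and at least 162-fold higher than in rag-positive ones, which had 0 UMIs of it. gata3 had a log2 fold change of −0.28 (adjusted p = 0.452) and turned direction without fish lck2, at a higher cluster resolution and without integration. Cells were compared by class and not ordered in pseudotime.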

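A UMI of a CD4 gene (cd4-1, cd4-2.1 or cd4-2.2) and a UMI of a CD8 gene (cd8a or cd8b) were found together in 76.5% ± 6.66 of rag-positive T-like cells (SD, n = 4 fish), at a median of 1346 UMIs. In B-like cells, which should lack both, the share was 1.08% ± 0.920 at a median of 3086.5 UMIs. In rag-positive T-like cells a CD4 gene was found in 77.8% ± 6.90 and a CD8 gene in 95.3% ± 1.84. If CD4 and CD8 genes were found independently within a fish, 74.2% ± 7.33 of these cells would have both, and the observed share lay above this in 4 of 4 fish, 1.03-fold on average. With 2 UMIs required the share was 54.3% ± 8.62. In all adult cells, double-positive cells made up 37.6% in fish 22, 34.2% in fish 24, 30.1% in fish lck1 and 38.0% in fish lck2.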

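Rag-positive T-like cells held 72.4% ± 2.30 of the cells with both a CD4 and a CD8 gene (SD, n = 4 fish). Cycling-like cells held 8.64% ± 3.02, maturing T-like cells without ccr7 4.79% ± 0.926 and cluster 7 4.77% ± 0.694. Within maturing T-like cells 17.9% ± 5.02 had both, below the 22.5% given by independent detection in 4 of 4 fish. In the ccr7-positive maturing class 4.58% ± 2.05 had both, and in mature T-like cells 1.66% ± 0.571. TEC-like cells, which should lack CD4 and CD8 genes, had both in 23.8% ± 5.75, at a median of 3931.5 UMIs, so a share of this size need not mean expression. That was 2.51-fold the share that independent detection gives. Of the named classes outside the T lineage that were counted, TEC-like cells had the highest share. B-like cells had the lowest, at 1.08% ± 0.920, so no 1 class gives the background.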

To our knowledge, these results provide the first demonstration of *CD4*-*CD8* ortholog co-expression in zebrafish thymus at the single-cell level.

**Figure 2.**
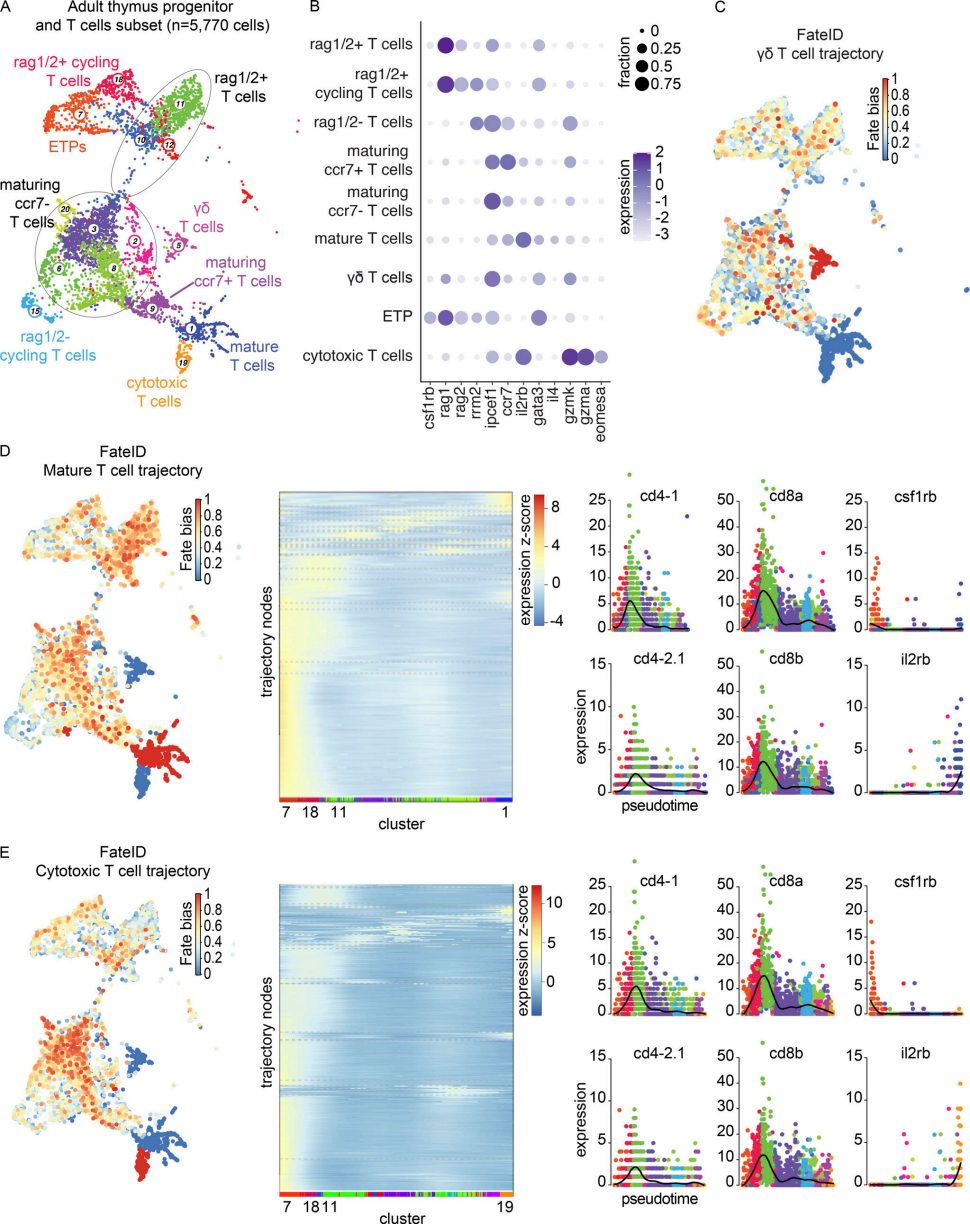
**Trajectory analysis of the adult thymus using FateID. (A)** RaceID3 UMAP visualization of the adult thymus progenitor and T cell subset. This subset of cells was derived from four adult zebrafish (3–4 mpf) dissected and processed within the same experiment. Cell type annotations were based on enriched markers and nomenclature consistent with Seurat clustering was used when appropriate. Circle outlines group multiple RaceID3 clusters falling within one Seurat-assigned cell type. **(B)** Dot plot of selected markers of the adult thymus progenitor and T cell subset showing expression across T cell populations. Dot size reflects the percentage of cells within a population expressing a given marker and dot color shows the log_2_ transformation of expression within that population. **(C)** Fate bias visualization depicts in color (red = high, blue = low) the probability that a cell will be assigned to the γδ T cell trajectory. Fate bias is 1 for the γδ T cell lineage-defining cluster, cluster 5, whereas clusters 1 and 19, lineage-defining clusters for the mature T cell and cytotoxic T cell trajectories, respectively, have a fate bias of 0. **(D)** Left: Fate bias visualization depicts in color (red = high, blue = low) the probability that a cell will be assigned to the mature T cell trajectory. Fate bias is 1 for the mature T cell lineage-defining cluster, cluster 1, whereas clusters 5 and 19, lineage-defining clusters for the γδ T cell and cytotoxic T cell trajectories, respectively, have a fate bias of 0. Middle: SOM for the mature T cell trajectory demonstrating pseudotime expression, grouping genes into nodes with RaceID3 cluster labeling along the x axis. Expression z-score is reflected by the color bar, with red being the highest and blue being the lowest. See also Table S7. Right: Pseudotime plots of the expression of *cd4-1*, *cd4-2.1*, *cd8a*, *cd8b*, *csf1rb*, and *il2rb* in the mature T cell trajectory. **(E)** Left: Fate bias visualization depicting in color (red = high, blue = low) the probability that a cell will be assigned to the cytotoxic T cell trajectory. Fate bias is 1 for the cytotoxic T cell lineage-defining cluster, cluster 19, whereas clusters 1 and 5, lineage-defining clusters for the mature T cell and γδ T cell trajectories, respectively, have a fate bias of 0. Middle: SOM for the cytotoxic T cell trajectory demonstrating pseudotime expression, grouping genes into nodes with RaceID3 cluster labeling along the x axis. Expression z-score is reflected by the color bar, with red being the highest and blue being the lowest. See also Table S7. Right: Pseudotime plots of the expression of *csf1rb*, *cd4-1*, *cd4-2.1*, *cd8a*, *cd8b*, *csf1rb*, and *il2rb* in the cytotoxic T cell trajectory.

**Figure 3.**
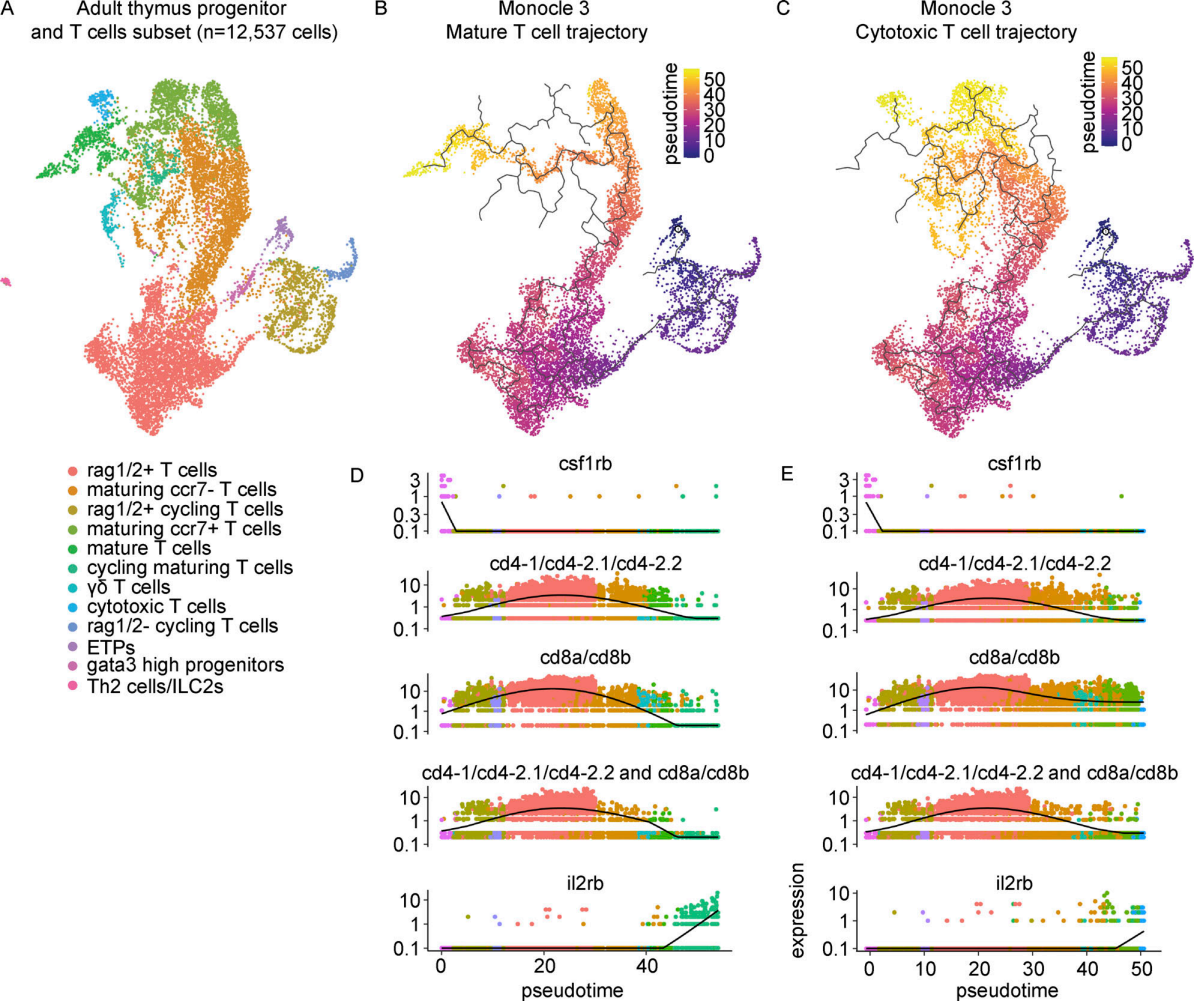
**Trajectory analysis of the adult thymus using Monocle 3. (A)** Monocle 3 UMAP visualization of the adult thymus progenitor and T cell subset. This subset of cells was derived from four adult zebrafish (3–4 mpf) dissected and processed within the same experiment. **(B and C)** UMAP visualization of the (B) mature T cell trajectory and (C) cytotoxic T cell trajectory colored by pseudotime as computed in Monocle 3. **(D and E)** Pseudotime plots of (top) *CD4* orthologs (sum of *cd4-1*, *cd4-2.1*, *cd4-2.2* expression), (middle) *CD8* orthologs (sum of *cd8a* and *cd8b* expression), and (bottom) dual *CD4* and *CD8* ortholog expression (minimum value of top and middle plots) in the (D) mature T cell trajectory and (E) cytotoxic T cell trajectory.

### ETPs retain myeloid gene expression but are enriched in T cell commitment genes

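The marrow libraries came from 5 GESTALT fish, numbered 22, 24, 27, 44 and 49, each sorted into a lymphoid and progenitor fraction and a granulocyte fraction. The authors deposited raw UMI counts for each fraction, 10 libraries in all. Lymphoid and progenitor libraries held 39339859 to 70909957 UMIs and granulocyte libraries 14115560 to 48754527. Of 51540 barcodes, 36031 passed at 200 to 4000 genes, 1500 to 50000 UMIs and under 15% mitochondrial UMIs. The median cell had 10405.5 to 15165.5 UMIs in a lymphoid and progenitor library and 2303 to 8716 in a granulocyte library. Cells were clustered at a resolution of 0.8 on 39 principal components and named as in the thymus. Lymphoid and progenitor classes were then clustered again at a resolution of 1 on 30 principal components. For each comparison of classes, UMIs were summed over the cells of 1 fish and class, and fish was a block in the model.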

To better understand the earliest stages of T-cell development from HSPCs in the kidney marrow, we performed a large-scale scRNA-seq characterization of sorted populations from marrows of five adult (3–4 mpf) zebrafish. 

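In the lymphoid and progenitor fraction, erythroid-like cells made up 38.4% ± 8.11 of cells, B-like cells 16.7% ± 3.59, monocyte/macrophage-like cells 16.3% ± 2.25 and T-like cells 6.49% ± 1.89 (SD, n = 5 fish). Thrombocyte-like cells made up 2.82% ± 1.02 and NK-like cells 0.911% ± 0.449. In the granulocyte fraction, 88.2% ± 3.76 of cells were neutrophil-like and 2.01% ± 1.47 eosinophil-like. Over both fractions there were 15522 neutrophil-like, 9344 erythroid-like, 3244 B-like, 1315 T-like and 333 eosinophil-like cells. il2rb, held out of clustering, was at 576 ± 77.0 CPM in T-like and 84.6 ± 23.3 CPM in NK-like cells. csf1rb, also held out, was at 171 ± 35.5 CPM in monocyte/macrophage-like cells. Shares within a fraction follow the sorting gates as well as the marrow.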

Consistent with previous work, from the 34,492 cells profiled, we identified cells from all major hematopoietic lineages, including erythrocytes, thrombocytes, granulocytes (neutrophil-like and eosinophil-like), monocytes, macrophages, T cells, B cells, and NK-like cells (Fig. 4, A–C; and Table S8). In addition to the canonical markers and cell populations previously reported, we identified *si:ch211-207c6.2* as an erythrocyte-specific pre-microRNA (pre-miRNA), *miRNA144/451* (Dore et al., 2008; Fig. 4 D) and recovered two populations of DC-like cells. 

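Erythroid-like cells held 97.2% ± 1.02 of the UMIs of si:ch211-207c6.2 (SD, n = 5 fish; 96.1% to 98.7%), out of 17257, while they held 37.7% of all UMIs. Its level was 112 ± 27.2 CPM in erythroid-like cells and 1.89 ± 0.965 CPM in all others. A UMI was found in 60.9% of erythroid-like cells, at a median of 12806 UMIs, and in 0.985% of other cells, at a median of 5694 UMIs. The erythroid transcription factor genes klf1 and gata1a had 97.2% ± 1.25 and 86.7% ± 5.73 of their UMIs there, and the adult globin gene hbaa1 96.6% ± 1.66. si:ch211-207c6.2 took no part in clustering or naming.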

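For the comparison of tissues, 195 progenitor-like cells of the 4 adult thymi were set against 1251 progenitor-like cells from the lymphoid and progenitor fraction of the 5 marrows. The thymus samples held 257155 to 1108807 UMIs, the marrow samples 3330617 to 4573335. Under a shared filter of 500 to 38000 UMIs, 35861 of 40105 barcodes passed. Classes were made in each tissue apart, so a thymic cell was not named by its distance to marrow cells. Fish 22 and 24 gave both tissues, and the other fish 1 each, so the tissues were compared without a block. Expression was tested with edgeR's quasi-likelihood test on summed UMIs, and CPM in comparisons are TMM-normalized.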

Focusing specifically on characterizing the thymic ETPs and their relationship to marrow HSPCs, we next integrated cells from adult thymi and progenitor and lymphoid cells from adult marrows (*n* = 35,464 cells; Fig. 5, A and B). 

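csf1rb was at 191 ± 29.0 CPM in thymic (SD, n = 4 fish) and 490 ± 73.4 CPM in marrow progenitor-like cells (n = 5 fish), a log2 fold change of −1.35 (standard error 0.167, adjusted p = 9.1e-05 from edgeR's quasi-likelihood test). si:dkey-261h17.1, the CD34 orthologue, was at 105 ± 30.8 and 328 ± 43.4 CPM (log2 fold change −1.61, standard error 0.199, adjusted p = 9.1e-05). fli1a, for an ETS transcription factor and 1 of the genes that named the class, was at 119 ± 65.2 and 235 ± 31.9 CPM (log2 fold change −0.99, standard error 0.281, adjusted p = 0.0351), a call that ended without fish 24, 44, 49, lck1 or lck2, and with fish as a block (−0.50). A UMI of csf1rb was found in 98.8% ± 1.22 of marrow progenitor-like cells, and one of si:dkey-261h17.1 in 94.7%, at a median of 15591 UMIs. In fish lck1 thymic progenitor-like cells were shallower than in the others, which lowers shares of cells with a UMI there.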

Thymic ETPs clustered in cluster 4, which was identified as HSPCs for its expression of *csf1rb*, *fli1a*, and a *CD34* ortholog (Fig. 5 C and Fig. S2, F and G). We additionally note that these cells characterized as ETPs in our Seurat analysis share great consistency with our RaceID3 ETP assignment (cluster 7; Fig. 5 D). StemID2 analysis revealed that cluster 7 had one of the highest StemID scores, greatest in clusters with high transcriptome entropy (i.e., uncertainty in differentiation) and connectedness to other clusters, consistent with the progenitor identity (Grun et al., 2016; Herman et al., 2018; Fig. 5 E). Cluster 7 was unbiased toward the three trajectories and was enriched in pathways related to hematopoietic stem cell differentiation but not T-cell differentiation like cluster 11 (rag1/2^+^ T cells), the other high StemID scoring cluster (Fig. 5, F and G). Further support for the successful identification of zebrafish ETPs came from the analysis of gene modules. Specifically, two independently determined HSPC modules from our marrow investigation (see Materials and methods) and a literature-based ETP gene list from mice and humans all had the greatest module scores in the cells we called ETPs (Fig. 5, H–J; and Table S9; Cante-Barrett et al., 2017; Cordes et al., 2022*Preprint*; Porritt et al., 2004; Rothenberg et al., 2008; Zeng et al., 2019). This evidence strongly suggests the successful identification of zebrafish ETPs in our analysis.

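Genes of the Monocle HSPC module took 0.549% ± 0.0695 of the UMIs of thymic progenitor-like cells (SD, n = 4 fish), the highest mean of 19 classes and the highest in 3 of 4 fish. The next was 0.538% ± 0.123 in fibroblast-like cells. Genes of the Seurat HSPC module took 0.0983% ± 0.0140 in progenitor-like cells, the third highest mean, after 0.128% ± 0.0123 in cluster 7 and 0.120% ± 0.0282 in cluster 16. Genes of the literature list of early thymic progenitors took 0.0997% in progenitor-like cells, rank 9 of 19 classes. The highest means were 0.183% in neutrophil-like and 0.160% in NK-like cells. A share of UMIs is led by the most abundant genes of a list and is not the paper's module score. The study chose the HSPC modules on its own marrow cells and not on these thymus samples. Of the 4 thymus fish, 2 also gave marrow, so the modules are not independent of these 2 fish. From the module scores and the clustering together, the paper proposes that its cells are zebrafish early thymic progenitors.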

**Figure 4.**
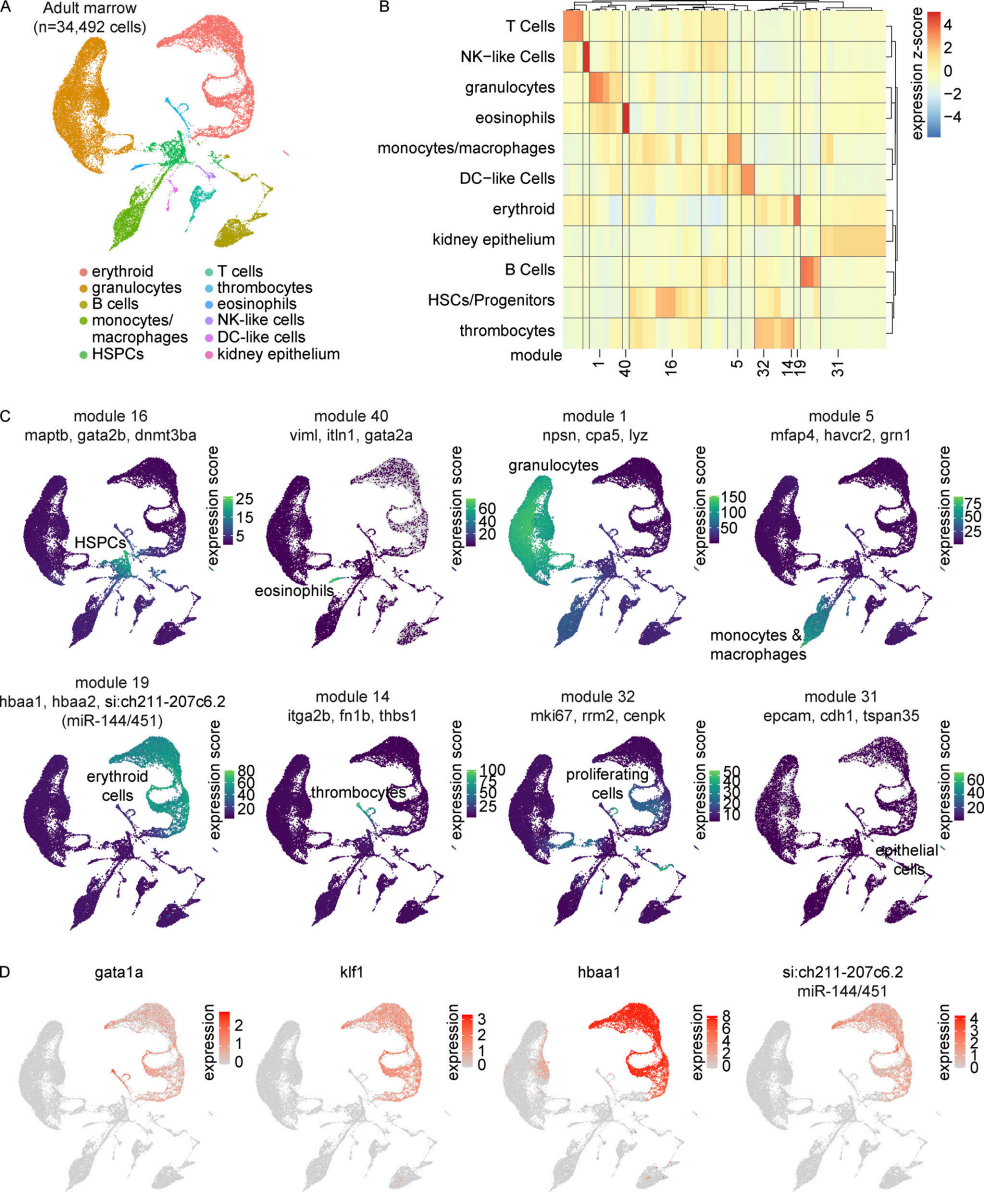
**Transcriptional characterization of the adult zebrafish marrow. (A)** UMAP visualization of 34,492 cells obtained from five zebrafish marrows. Marrows were dissected and processed in three independent experiments. Distinct cell lineages are denoted in different colors. Lineages were determined by differential gene expression (Wilcoxon rank sum test in Seurat) and gene module analysis in Monocle 3 (Table S8). **(B)** Gene module clustered heatmap of zebrafish marrow grouped by cell lineage. Color scale shows relative module enrichment (red) or depletion (blue). **(C)** UMAP visualizations of highlighted gene modules in panel B. **(D)** UMAP visualizations of canonical erythrocyte lineage genes *gata1a*, *klf1*, and *hbaa1* in addition to the newly appreciated *si:ch211-207c6.2*. This gene is one of the most specific erythrocyte genes identified at the transcriptional level in this dataset and was later determined to be a transcript containing the sequences of both *miR-144* and *miR-451*.

**Figure 5.**
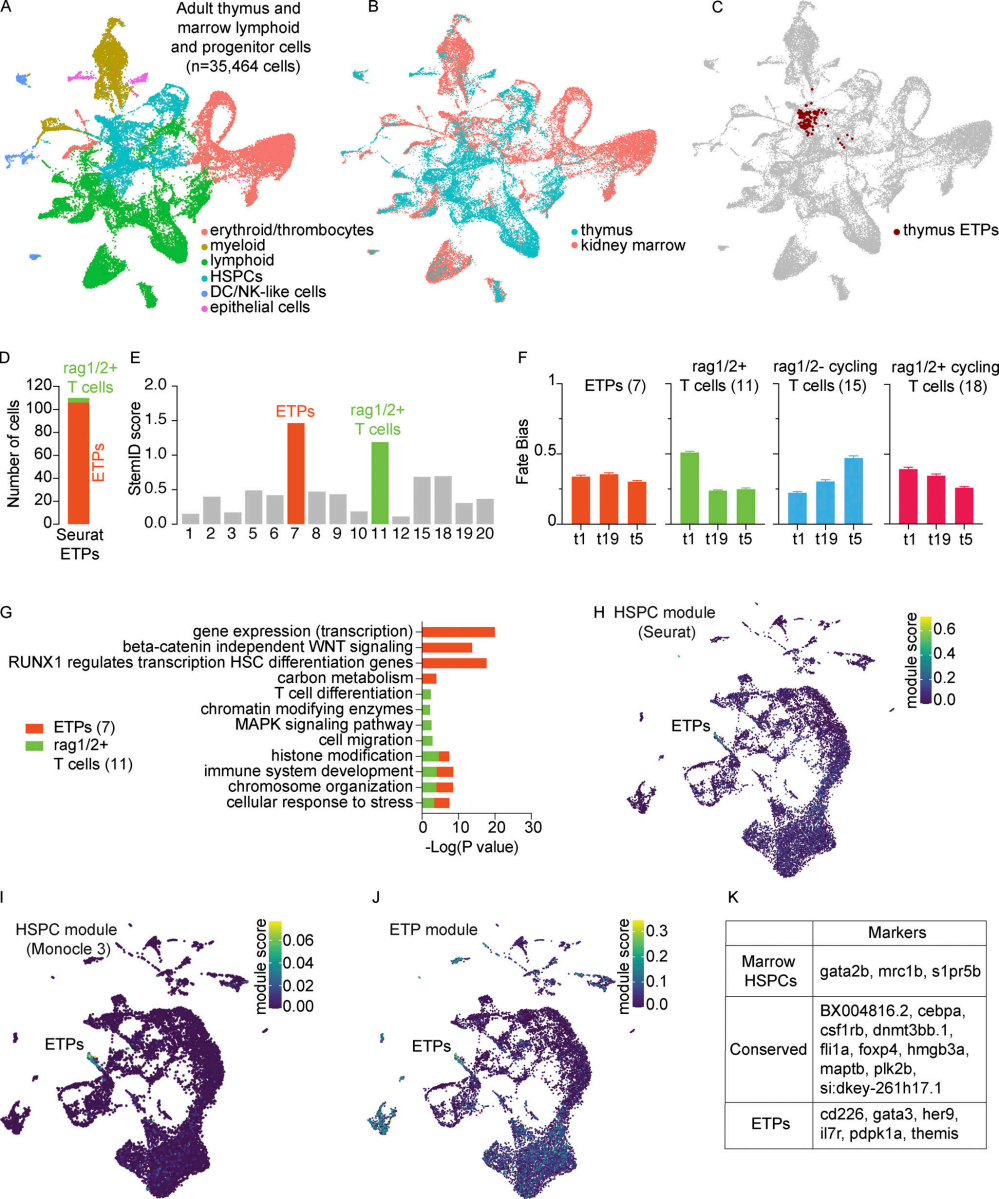
**Identification and characterization of ETPs. (A and B)** UMAP visualizations of the adult thymus and lymphoid and progenitor marrow fraction integrated together in Seurat (*n* = 35,464 cells) annotated by (A) cell lineage and (B) tissue of origin. These cells were derived from seven adult zebrafish dissected and processed in three independent experiments; paired marrow and thymi were obtained from two zebrafish. **(C)** UMAP visualization of Seurat ETPs (cluster 38, resolution = 3; Table S1) on the integrated adult thymus and lymphoid and progenitor marrow fraction UMAP. Highlighted cells fall predominately in the integrated HSPC cluster. **(D)** Assessment of the Seurat ETPs (cluster 38, resolution = 3) in RaceID3 analysis; the majority of Seurat ETPs were in RaceID3 cluster 7. **(E)** StemID score, the product of transcription entropy and number of inter-cluster links, displayed across all clusters; clusters 7 (ETPs) and 11 (rag1/2^+^ T cells) are highlighted in their respective cluster colors for having the highest StemID scores. **(F)** Fate bias probabilities within early clusters (highest StemID scores) across the three trajectories. Error bars depict SEM. **(G)** Enriched pathways determined using Metascape for the two earliest clusters (7 and 11) as predicted by FateID and StemID2. Negative log base 10 P values are plotted for a relevant subset of enriched pathways. **(H–J)** UMAP visualizations of gene modules in the adult thymus: (H) Seurat HSPC module (top 20 HSPC-enriched genes by specificity from Wilcoxon rank sum test), (I) Monocle 3 HSPC module, and (J) literature-based ETP gene module. See Materials and methods and Table S9 for module determination and the specific genes comprising each module, respectively. **(K)** Conserved and differentially expressed gene markers between thymic ETPs and marrow HSPCs as determined by Wilcoxon rank sum test (Tables S10 and S11). For the identification of conserved markers, P values were combined using Tippett’s method (minimum P value).

Having identified zebrafish ETPs, we next sought to compare the gene expression of these ETPs with marrow HSPCs. While analyzing and comparing the progenitor cells in these two hematopoietic organs is insufficient to inform us of the transitory states between marrow HSPCs and thymic ETPs, this comparison does allow us to identify changes in gene expression that occur at some point between these two states. This analysis identified 10 genes as being highly conserved (Fig. 5 K, Fig. S3, and Table S10). These genes included those whose mammalian orthologs have known stem cell functions like *plk2b*, which is highly expressed in aged hematopoietic stem cells and involved in regulating cell cycle G1 to S phase progression (Kowalczyk et al., 2015), *dnmt3bb.1* (Challen et al., 2014), *hmgb3a* (Nemeth et al., 2003), and the dual HSPC and myeloid lineage markers *cebpa* and *csf1rb* (Smith et al., 1996). 

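Among 19 adult thymus classes, csf1rb, dnmt3bb.1, maptb, fli1a and si:ch211-161c3.6 had their highest mean level in progenitor-like cells. Among 13 marrow classes, csf1rb, dnmt3bb.1, maptb, hmgb3a and si:ch211-161c3.6 did. maptb was 6.71-fold above the next class in thymus and 4.74-fold above it in marrow, first in every fish. csf1rb was 2.62-fold and 1.60-fold above the next class, and dnmt3bb.1 1.50-fold and 1.89-fold. si:ch211-161c3.6 led by 18.6-fold in marrow and by 1.12-fold in thymus, where it was first in 2 of 4 fish. Its level was 745 ± 400 CPM in thymic and 1717 ± 403 CPM in marrow progenitor-like cells (SD, n = 4 and 5 fish), a log2 fold change of −1.21 (standard error 0.288, adjusted p = 0.0140 from edgeR's quasi-likelihood test), which did not hold without fish lck2. maptb and fli1a were among the markers that named the class.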

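plk2b, for a polo-like kinase, was at 76.2 ± 46.1 CPM in thymic and 53.0 ± 23.8 CPM in marrow progenitor-like cells (SD, n = 4 and 5 fish; log2 fold change 0.57, standard error 0.377, adjusted p = 0.395 from edgeR's quasi-likelihood test). Without fish 24 its direction turned, whereas with fish as a block it passed, at 1.59. dnmt3bb.1, for a DNA methyltransferase, was at 76.6 ± 28.5 and 124 ± 5.24 CPM (log2 fold change −0.70, standard error 0.196, adjusted p = 0.0325), a call that ended without fish 24, 27, 44, lck1 or lck2, and with fish as a block (−0.51). hmgb3a, for a chromatin protein, was at 248 ± 47.7 and 226 ± 20.5 CPM (log2 fold change 0.13, standard error 0.161, adjusted p = 0.702), a direction that turned without fish 24 and without integration. cebpa, for a myeloid transcription factor, was at 56.8 ± 18.9 and 295 ± 85.1 CPM (log2 fold change −2.34, standard error 0.263, adjusted p = 4.4e-05). Within tissues, plk2b had rank 2 in thymus and rank 3 in marrow, and cebpa rank 5 of 19 and rank 4 of 13 classes. hmgb3a helped to name the class.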

Genes without a known connection to HSPC biology included *maptb*, whose human ortholog *MAPT* encodes microtubule-associated protein τ; *foxp4*; and the genomic region *BX004816.2*. 

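maptb was at 277 ± 18.8 CPM in thymic and 251 ± 48.4 CPM in marrow progenitor-like cells (SD, n = 4 and 5 fish), a log2 fold change of 0.14 (standard error 0.163, adjusted p = 0.681 from edgeR's quasi-likelihood test), which turned without integration. foxp4, for a forkhead transcription factor, was lower in thymus, at 117 ± 52.6 and 258 ± 22.1 CPM (log2 fold change −1.14, standard error 0.236, adjusted p = 0.00555). BX004816.2 was at 141 ± 141 and 191.5 ± 56.4 CPM (log2 fold change −0.47, standard error 0.481, adjusted p = 0.618), a direction that turned when fish 22 and 24 served as a block. All 3 were markers of the class in both tissues, so their presence is given by the naming, and only the difference between tissues is a measurement.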

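Progenitor-like cells of the thymus carried T cell genes that marrow cells nearly lacked, and had lower levels of gata2b, s1pr5b and mrc1b. her9, for a transcriptional repressor downstream of Notch, was at 326 ± 140 CPM in thymic (SD, n = 4 fish) and 0.483 ± 0.549 CPM in marrow progenitor-like cells (n = 5 fish), a log2 fold change of 9.24 (standard error 0.482, adjusted p = 5.1e-08 from edgeR's quasi-likelihood test). il7r, the interleukin 7 receptor gene, was at 48.1 ± 28.0 and 0.221 ± 0.126 CPM (log2 fold change 7.39, adjusted p = 5.2e-07), gata3 at 55.8 ± 48.9 and 1.00 ± 0.635 CPM (5.92, adjusted p = 9.8e-06), and themis, for a protein of thymocyte selection, at 63.0 ± 41.4 and 1.72 ± 1.21 CPM (5.21, adjusted p = 9.8e-06). cd226, for a receptor of lymphocytes, was at 63.5 ± 46.7 and 2.46 ± 1.99 CPM (4.75, adjusted p = 7.7e-05) and pdpk1a, for a kinase, at 43.5 ± 31.7 and 2.78 ± 1.23 CPM (4.08, adjusted p = 3.1e-05). Lower in thymus were gata2b, for a transcription factor of stem cells, at 1.58 ± 2.16 and 59.5 ± 14.3 CPM (log2 fold change −4.57, standard error 0.443, adjusted p = 1.2e-05), s1pr5b, a sphingosine phosphate receptor gene, at 2.53 ± 4.47 and 136 ± 33.7 CPM (−6.28, adjusted p = 3.0e-06), and mrc1b, a mannose receptor gene, at 1.26 ± 2.52 and 166 ± 22.5 CPM (−7.52, adjusted p = 2.8e-07). Set against the highest level that free RNA of thymocytes can give, themis and cd226 lay under it in at least 1 fish, at 0.866 and 0.457 of it, while her9 was at least 18.0-fold and il7r at least 6.96-fold above it in every fish. The lowest values of themis and cd226 are those of fish 22, where rag2 at 8.19 CPM set that level, so on few UMIs. UMIs of her9 were found in 59.5% ± 32.3 of thymic progenitor-like cells, at a median of 12197 UMIs, and in 3.94% of B-like cells, at a median of 3086.5 UMIs.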

Differential expression analysis revealed that kidney marrow HSPCs were enriched most prominently in *gata2b*, *s1pr5b*, and *mrc1b*, whereas thymic ETPs were enriched in T-cell commitment genes like *her9*, *themis*, *gata3*, *cd226*, *il7r*, and *pdpk1a* (Fig. 5 K, Fig. S4, and Table S11). Overall, these results transcriptionally define zebrafish ETPs and demonstrate that downregulation of *gata2b*, *s1pr5b*, and *mrc1b* with concomitant upregulation of early T cell commitment genes are features of this population.

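runx3 and ccr9a were among the genes higher in thymic progenitor-like cells: runx3, for a transcription factor of T cells, was at 259 ± 64.5 CPM against 7.12 ± 3.61 CPM in marrow (SD, n = 4 and 5 fish; log2 fold change 5.17, adjusted p = 2.8e-07 from edgeR's quasi-likelihood test), and ccr9a, a receptor gene for a chemokine of the thymus, at 1583 ± 385 against 83.5 ± 25.7 CPM (log2 fold change 4.24, adjusted p = 1.1e-07). lmo2, for a cofactor of stem cell transcription, was lower, at 35.0 ± 15.8 against 191 ± 18.7 CPM (−2.42, adjusted p = 1.2e-05), as was btk, a kinase gene of B cells (−3.49, adjusted p = 2.5e-05). Of 14 early T cell factors, 13 were higher in thymus (14 when adjusted over the list alone; adjusted p = 1.0e-04 with an estimated correlation, and 0.341 with fish as a block). Of 12 stem and progenitor factors, 1 was higher and 9 lower (1 and 10 over the list alone; adjusted p = 0.00474 with an estimated correlation, and 0.402 with fish as a block), and of 7 B cell factors, 6 were lower (7 over the list alone; adjusted p = 0.00474 with an estimated correlation, and 0.399 with fish as a block). The early T cell list holds her9, themis, gata3, cd226, il7r, lck, runx3, ccr9b and bcl11ba, which the paper drew from this comparison. On the list of stem and progenitor factors, gata2b came from it too. Counts and p of both lists are therefore partly set by that choice and are no independent support. All 5 adult globin genes were lower (adjusted p = 0.0425 in camera with an estimated correlation, and 0.341 with fish as a block). hbaa1, at 8.26 ± 9.66 against 1833 ± 1638 CPM, was 1 of them. Over all marrow cells outside the erythroid-like class, hbaa1 was at 3478 ± 2776 CPM and found in 91.6% of cells. Free RNA of erythroid cells thus cannot be told apart from expression for it. runx3 and ccr9a were also higher in thymic than in marrow B-like cells, by log2 fold changes of 5.64 (adjusted p = 1.6e-07) and 2.69 (adjusted p = 1.3e-05), a comparison chosen after the results were seen. For both, an effect of tissue cannot be told apart from one of cell type. The paper also compared B cells across tissues. Because of it, the paper left runx3, lck, ccr9b, bcl11ba and FP236356.1 off its genes enriched in early thymic progenitors. Of 8635 genes tested, 482 were higher and 458 lower in thymic progenitor-like cells, 940 in all, and 625 passed with fish as a block. From these differences the paper concludes that loss of gata2b, s1pr5b and mrc1b together with a rise of commitment genes are features of early thymic progenitors.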

**Figure S3.**
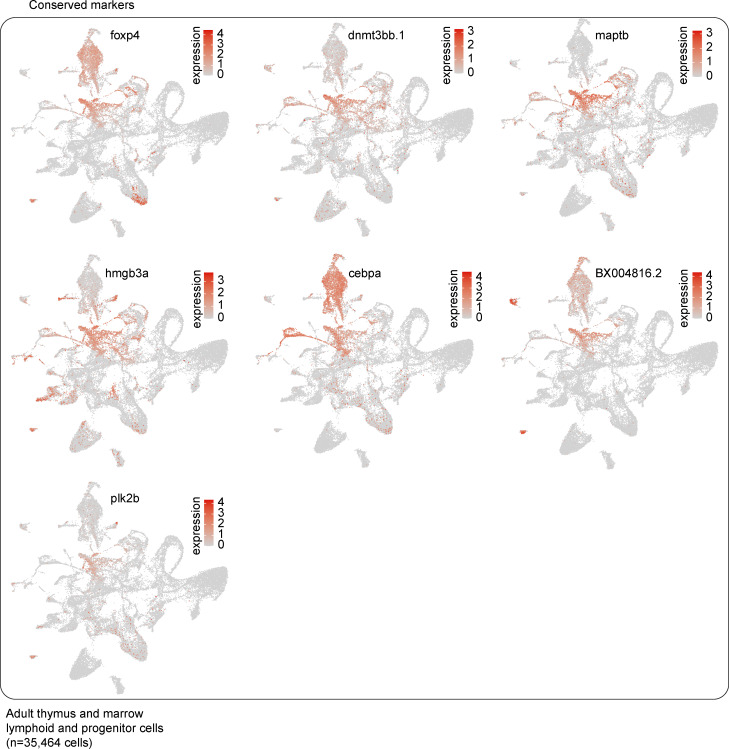
**Conserved genes between marrow HSPCs and ETPs.** UMAP visualizations of subset of genes identified as being conserved across thymic marrow HSPCs and ETPs; 7 of 10 conserved genes listed in Fig. 5 K are shown here as the other three conserved genes were visualized in Fig. S2 G (see also Table S10). Marker conservation was determined by Wilcoxon rank sum test; P values for the ETPs and HSPCs were combined using Tippett’s method (minimum P value).

**Figure S4.**
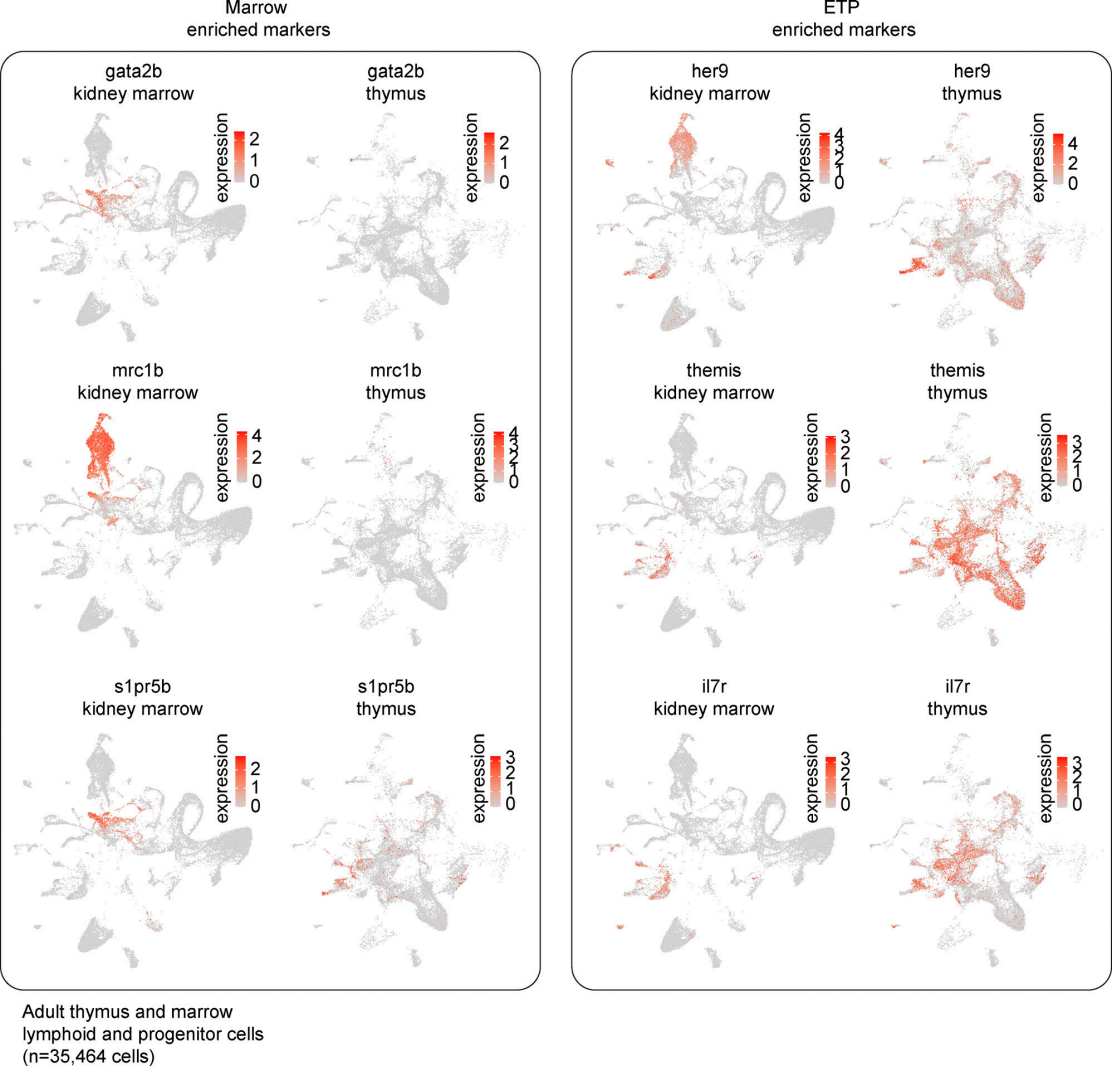
**Differentially expressed genes between marrow HSPCs and ETPs.** UMAP visualizations of subset of genes identified as being differentially expressed between marrow HSPCs and ETPs by Wilcoxon rank sum test (three shown for each; see also Table S11).

### Large-scale kidney marrow analysis reveals distinct subpopulations, including multiple DC-like cell and NK-like cell subsets

Having characterized zebrafish T-cell development in the thymus, we were next interested in returning to our large-scale characterization of the zebrafish marrow. Intrigued by the identification of two populations of DC-like cells and what appeared to be a heterogenous NK-like cell population, we performed gene module analysis in Monocle 3 on the marrow subset of progenitors, DC-like cells, and NK-like cells (Fig. 6, A–C and Table S12). This analysis revealed great heterogeneity within HSPC populations (*fli1a*^+^, *gata2b*^+^) and identified multiple subsets, including, HSPCs (1; *nanos1*^+^, *spi2*^+^), HSPCs (2)/eosinophil progenitors (*cfd*^+^, *MFAP4 (1 of many).8*^+^), cycling HSPCs (*mki67*^+^ or *mcm5*^+^), and HSPCs (4)/lymphoid progenitors (*ackr3a*^+^, *runx3*^+^; Fig. 6 C). 

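gata2b, held out of clustering, was at 82.0 ± 14.6 CPM in progenitor-like sub-cluster 12 of the marrow (SD, n = 5 fish), which was led by nanos1 at 1244 ± 301 CPM and expressed spi2 at 282 ± 87.6 CPM. In sub-cluster 9 the cell cycle genes mcm5 and mki67 were at 266 ± 47.4 and 80.3 ± 22.3 CPM, and gata2b at 50.6 CPM. Sub-cluster 2, the largest with 595 cells, had gata2b at 50.5 ± 11.0 CPM. Sub-cluster 27, of 49 cells, expressed the chemokine receptor gene ackr3a at 292 ± 123 CPM and runx3 at 95.9 ± 44.2 CPM, and gata2b at 4.47 CPM. Sub-cluster 19, unnamed, had cfd, for complement factor D, at 490 ± 597 CPM, with gata2b at 39.8 ± 26.7 CPM. Levels of nanos1, spi2, mcm5, mki67, ackr3a and cfd helped to form these sub-clusters.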

The myeloid progenitor and HSPCs (4)/lymphoid progenitor expression patterns were particularly interesting for their shared expression of genes with the DC-like cells (1) and DC-like cells (2) populations, respectively. We identified both pan-DC cell modules and subset specific modules suggestive of significant gene expression differences between these populations (Fig. 6 D). Pan-DC markers included *spock3*, *xcr1a.1*, and *trib1*, whereas subset analysis suggested the existence of both conventional-like DCs (cDCs), specifically cDC1s expressing *znf366*, *batf3*, *snx22*, and *hepacam2,* and plasmacytoid-like DCs enriched for endosomal TLRs (e.g., *tlr9*), *irf8*, *ctsbb*, *flt3*, and *tcf12* (Fig. 6 D). 

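spi1a and her9, which took no part in clustering, parted the DC-like classes of the marrow. spi1a was at 322 ± 46.4 CPM in DC1-like and 4.86 ± 7.90 CPM in DC2-like cells (SD, n = 5 fish), a log2 fold change of −5.98 (adjusted p = 4.9e-07 from edgeR's quasi-likelihood test with fish as a block). her9 was at least 34.1-fold higher in DC1-like cells, since DC2-like cells had 0 UMIs of it. The other genes helped to build the classes. spock3, for a proteoglycan, was at 1966 ± 240 CPM in DC1-like and 1358.5 ± 333 CPM in DC2-like cells, while the log2 fold change was −0.37 for the chemokine receptor gene xcr1a.1 and −0.07 for the kinase-like gene trib1, which turned without fish 22. batf3, for a transcription factor of conventional dendritic cells, fell by 4.97 and hepacam2 by 4.57 on the log2 scale from DC1-like to DC2-like cells. irf8 and tcf12, for transcription factors, were higher in DC2-like cells by 2.12 and 3.95, flt3, for a cytokine receptor, by 2.21 and ctsbb, for a cathepsin, by 10.56. znf366 was at 77.2 ± 35.8 CPM in DC1-like cells and found in 0 of 130 DC2-like cells, which allows a share of up to 2.31%, at medians of 7178 and 4163 UMIs. snx22 was at 95.0 ± 78.5 and 0.990 CPM. tlr9, for an endosomal receptor of DNA, was at 57.6 ± 30.3 CPM in DC2-like cells and found in 0 of 153 DC1-like cells (up to 1.96%). Of 4 genes of the endosomal Toll-like receptor pathway tested, 3 were higher in DC2-like cells (adjusted p = 0.597 with an estimated correlation).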

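The 186 NK-like cells of the marrow formed a single class here. The chemokine gene ccl33.2 was at 401 ± 390 CPM in them (SD, n = 5 fish) and found in 45.6% ± 39.7 of the cells of a fish, so its level differed between fish. nudt6 was at 78.9 ± 48.1 CPM, in 23.3% of cells, and il21, for a cytokine, at 47.2 ± 13.4 CPM, in 17.2%. cyth4a, for a regulator of membrane traffic, was at 63.3 ± 27.3 CPM in NK-like cells and at 106 ± 20.1 CPM in T-like cells.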

Gene module analysis for the NK-like cells revealed distinct sets of genes in multiple NK-like cell states, e.g., NK-like cells (1), enriched in *ccl33.2*, *nudt6*, *il21*, and *cyth4a* (Fig. 7 A). 

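UMIs of grn1 and grn2, which encode granulins, were found in 9.14% and 8.60% of NK-like cells and in 2.97% and 0.297% of T-like cells, at medians of 3811 and 3908 UMIs. Over all NK-like cells of a fish they came to 2206 ± 1525 and 4618 ± 4174 CPM (SD, n = 5 fish), so few cells held many UMIs. ptgs2b, for a cyclooxygenase, was at 55.4 ± 42.1 CPM and in 11.3% of NK-like cells. mchr1b was found in 3 cells, 1.61%. These cells were not set apart as a sub-cluster.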

A very small subcluster of this population appeared to be *eomesa*-negative and was enriched in the macrophage/DC-like markers *grn1*, *grn2*, *ptgs2b*, and *mchr1b* (module 40). Additionally, although not separate clusters at this resolution, distinct gene sets were found within the NK-like progenitors and cells (2), separating into progenitors (2; module 31) and NK-like cells (2; module 10). These findings provide valuable insight into the great transcriptional heterogeneity within understudied zebrafish immune cell populations and prime future investigations.

**Figure 6.**
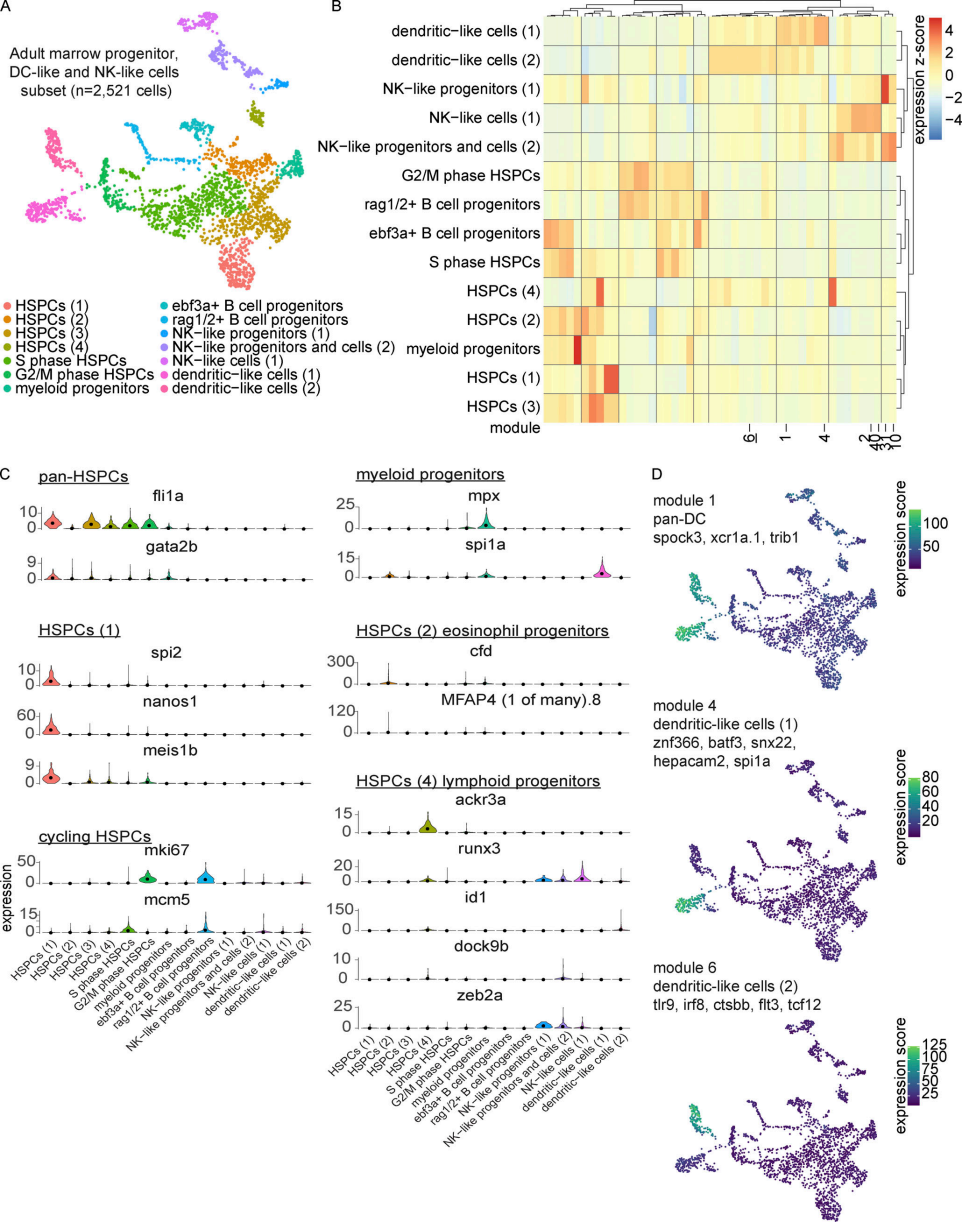
**Transcriptional characterization of marrow subset of HSPCs, DC-like cells, and NK-like cells. (A)** UMAP visualization of 2,521 DC-like cells, NK-like cells, and progenitors subsetted from the larger marrow UMAP. Cell type annotations were based on differential expression, as determined by Wilcoxon rank sum test in Seurat and gene module analysis in Monocle 3 (Table S12). **(B)** Gene module clustered heatmap of DC-like cells, NK-like cells, and progenitors grouped by cell type. Color scale shows relative module enrichment (red) or depletion (blue). **(C)** Violin plots of differentially expressed genes as determined by Wilcoxon rank sum test among HSPC clusters. **(D)** UMAP visualizations of gene modules enriched across all DC-like cell populations (module 1) and specific to either the cDC population (DC-like cells [1]; module 4) or the plasmacytoid-like DC population (DC-like cells [2]; module 6).

**Figure 7.**
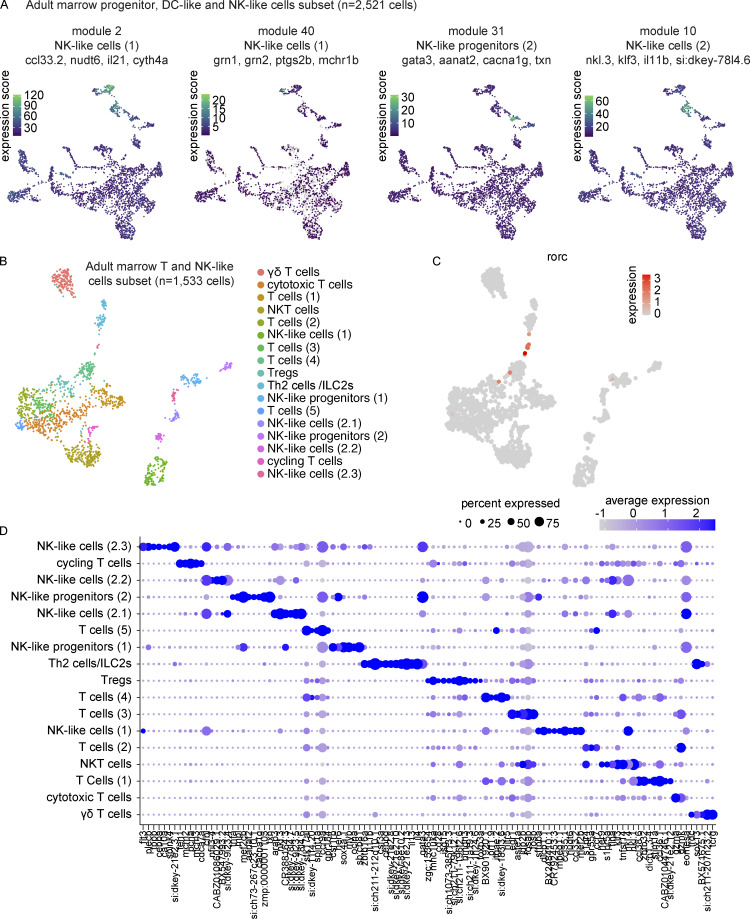
**Transcriptional characterization of marrow NK-like and T cell subpopulations. (A)** UMAP visualizations of gene modules enriched across NK-like populations in the progenitor, DC-like cell, and NK-like cell marrow subset. **(B)** UMAP visualization of 1,533 T and NK-like cells as subsetted, re-integrated, and clustered from the larger marrow UMAP in Fig. 4 A. Cell type annotations were based on differential expression analysis as determined by Wilcoxon rank sum test in Seurat (Table S13). **(C)** UMAP visualization highlighting *rorc*^+^ T cells, too small a population to be resolved as an independent cluster, but nevertheless demonstrating clear heterogeneity. **(D)** Dot plot of selected markers differentially expressed across T and NK-like cell populations. Dot size reflects the percentage of cells within a population expressing a given marker and dot color shows the average expression within that population.

### Zebrafish T and NK-like cells are distinguished transcriptionally by multiple genes including the *SPI1*/*PU.1* ortholog, *spi1b*

To explore NK-like cell biology in greater detail and to specifically relate these innate lymphoid cells to their T-cell counterparts, we subsetted all marrow NK-like cells and T cells (Fig. 7 B and Table S13). This analysis revealed rich diversity of T and NK-like states and demonstrated great consistency with our previous NK-like cell analysis, thereby allowing similar nomenclature to be used (Fig. 7, C and D). In addition to the diversity appreciated at the cluster level, we also noted a small population of *rorc*+ lymphocytes that appeared to be a distinct population (Fig. 7 C). 

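rorc, for a transcription factor of type 3 lymphocytes, was found in 9 of 1011 T-like cells of the marrow, or 0.890%, at 6.52 ± 6.03 CPM (SD, n = 5 fish). It was found in 1 of 62 Th2/ILC2-like cells and in 0 of 186 NK-like cells, which allows a share of up to 1.61%. The median depth was 3908 UMIs in T-like and 3811 UMIs in NK-like cells. Too few cells had a UMI to compare them with others.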

To better support the assignments of these populations as T- and NK-like cells, we first assessed the expression of TCR α/β/γ/δ chains in these cells in the full marrow and a close-up analysis of this subset (Fig. 8 A). In the subset, we noted a mix of αβ- and γδ-expressing T cells in the main T-cell cluster, distinguished from a smaller side cluster of cells predominantly expressing γ and/or δ chains. 

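A gamma or delta constant gene (si:dkeyp-13d12.23 or trdc) was found in 172 of 1011 T-like cells of the marrow, 17.0% (exact 95% interval 14.7% to 19.5%), and FP236356.1 in 72.2%. The paper describes that feature as a wide region that includes the beta constant gene trbc1, with the alpha and beta constant regions not annotated in the reference. Features of both kinds were found in 10.6%. Among 186 NK-like cells 0 had a gamma or delta gene, which allows a share of up to 1.61%. T-like cells fell into sub-clusters 3, 16, 17, 23 and 24, of which sub-cluster 17 was led by sox13, blk and zap70. T cell receptor genes took no part in clustering.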

In total, within the clusters deemed to be T cells, 365 out of 1,244 cells (29.3%) expressed at least one TCR gene, on par with the detection efficiency of other T-cell associated genes like *lck* (detection efficiency = 27.4%). This contrasted with the rare recovery of these TCR transcripts in the clusters denoted as NK-like cells, with only 3 out of 289 cells (1%) expressing any of these transcripts. 

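A T cell receptor feature (trdc, si:dkeyp-13d12.23 or FP236356.1) was found in 795 of 1011 T-like cells of the marrow, 78.6% (exact 95% interval 76.0% to 81.1%), with a mean over fish of 77.0% ± 7.48 (SD, n = 5 fish) at a median of 3908 UMIs per cell. lck, the kinase gene, was found in 293 of the same cells, 29.0%. In mature B-like cells, which should lack T cell receptors, such a feature was found in 6 of 2812, 0.213%, at a median of 3371 UMIs, and in 55 of 9344 erythroid-like cells, 0.589%. With 2 UMIs required, the share in T-like cells was 56.6%, and with cells thinned to 1500 UMIs it was 51.0%. On the alpha and beta side FP236356.1 stands for a wide region that includes trbc1 and not for the constant genes alone. Counts here are of the features of the deposited matrices, whereas the paper aligned T cell receptor reads apart.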

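A T cell receptor feature was found in 32 of 186 NK-like cells of the marrow, 17.2% (exact 95% interval 12.1% to 23.4%), with a mean over fish of 19.4% ± 6.81 (SD, n = 5 fish) at a median of 3811 UMIs. All 32 had a UMI of FP236356.1. lck was found in 3 NK-like cells. In DC2-like cells 27 of 130, 20.8%, had such a feature, and in progenitor-like cells 14 of 1256, 1.11%. At a higher cluster resolution the share in NK-like cells was 1.80%, so it depends on which cells the class takes in.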

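Genes held out of clustering parted marrow NK-like from T-like cells in the summed samples of 5 fish. ckbb, for a creatine kinase, was at 661 ± 322 CPM in NK-like and 1.91 ± 2.86 CPM in T-like cells (SD, n = 5 fish), a log2 fold change of −8.35 (standard error 0.347, adjusted p = 1.5e-12 from edgeR's quasi-likelihood test with fish as a block). cfbl, for a complement factor, was at 702 ± 92.6 and 5.92 ± 9.09 CPM (−7.13, adjusted p = 7.7e-10) and fcer1gl at 954 ± 203 and 24.4 ± 25.8 CPM (−5.63, adjusted p = 4.0e-10). dusp2, for a phosphatase, was at 106 ± 98.9 and 2445 ± 705 CPM (4.75, adjusted p = 2.6e-09), il2rb at 82.1 ± 24.7 and 601 ± 128.5 CPM (2.95, adjusted p = 2.8e-09), and sla2, for an adaptor of receptor signalling, at 38.8 ± 48.3 and 579 ± 198 CPM (3.85, adjusted p = 1.7e-07). FP236356.1 was at 75.4 ± 28.4 and 497 ± 105 CPM (2.80, adjusted p = 3.5e-09). themis was at least 25.6-fold and si:dkeyp-13d12.23 at least 52.7-fold higher in T-like cells, since NK-like cells had 0 UMIs of either. gata3 was higher in NK-like cells, at 98.3 ± 43.7 and 14.0 ± 7.60 CPM (−2.79, adjusted p = 1.2e-06). Of 2135 tested genes that took no part in clustering, 225 were higher and 190 lower in T-like cells.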

Further investigation into the transcriptional differences between these populations revealed specific enrichments in each population, including *ckbb*, *spi1b*, *cfbl*, and *fcer1gl* in NK-like cells and *dusp2*, *il2rb*, *sla2*, and *FP236356.1* in T cells (Fig. 8 B and Table S14). To contextualize these results, we note that innate lymphoid cells (e.g., NK-like cells) here were *lck*^−^, *spi1b*^+^, and *spi1a*^−^, whereas T cells were *lck*^+^, *spi1b*^−^, and *spi1a*^−^ (Fig. 8 C). These data identify key distinguishing markers between marrow NK-like cells and T cells in zebrafish.

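spi1b was at 1728 ± 539 CPM in NK-like and 14.87 ± 8.54 CPM in T-like cells of the marrow (SD, n = 5 fish), a log2 fold change of −6.89 (standard error 0.283, adjusted p = 1.5e-12 from edgeR's quasi-likelihood test). A UMI of it was found in 93.9% ± 6.62 of NK-like and 2.84% ± 0.796 of T-like cells. lck was at 2.67 ± 5.98 and 97.2 ± 27.2 CPM (log2 fold change 4.78, standard error 0.558, adjusted p = 1.5e-06) and found in 1.61% of NK-like and 29.0% of T-like cells, against 0.150% of mature B-like cells at a median of 3371 UMIs. spi1a was too low to be tested and was found in 2.37% of NK-like and 0.312% of T-like cells, against 87.1% ± 6.99 of DC1-like cells. The median depth was 3811 UMIs in NK-like, 3908 in T-like and 7178 in DC1-like cells. spi1a, spi1b and lck took no part in clustering. From these and the further marker genes the paper states that key markers part NK-like cells from T cells.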

**Figure 8.**
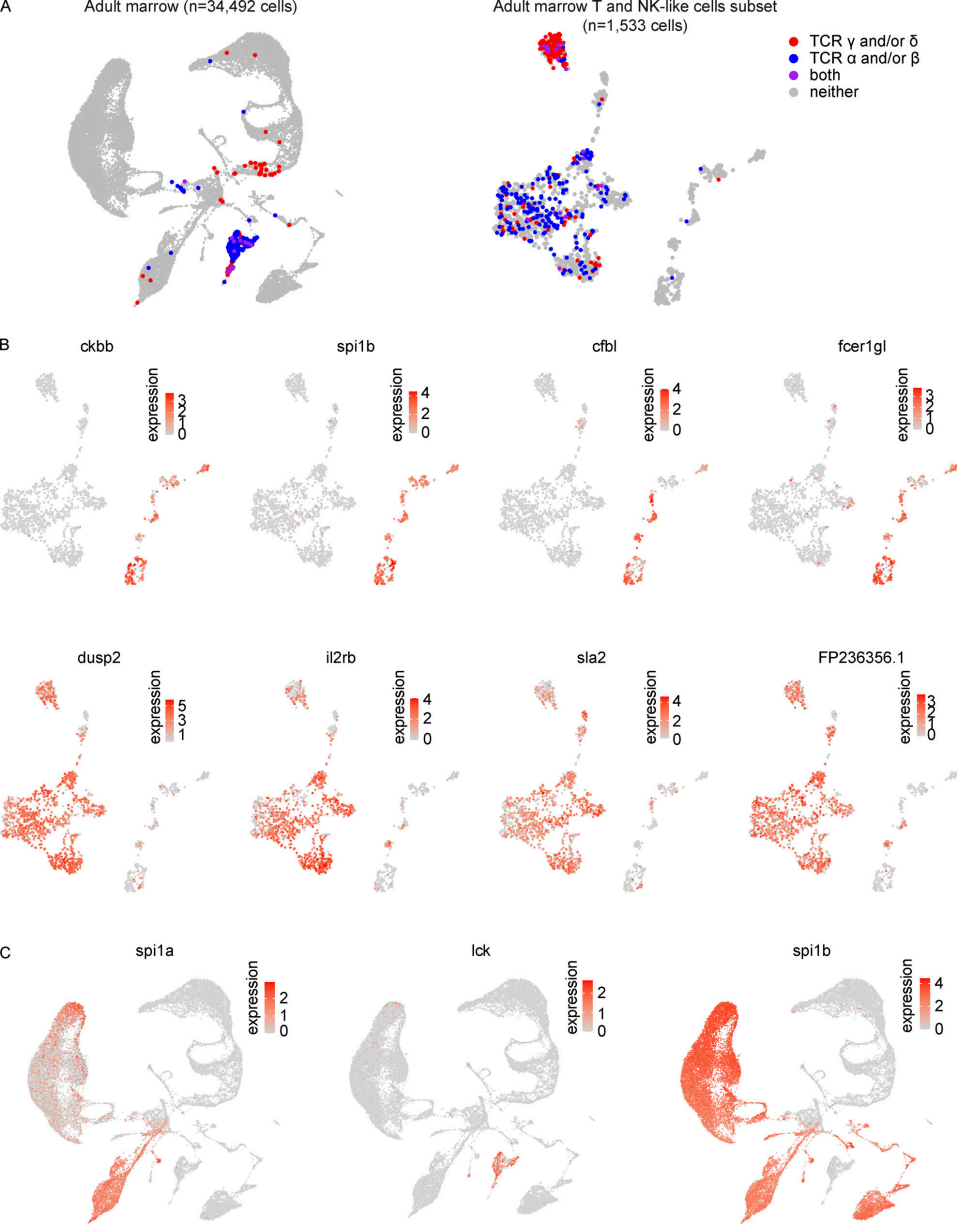
**Distinguishing markers of NK-like cells and T cells. (A)** UMAP visualization of detection of TCR γ and/or δ (red), α and/or β (blue), or a combination of both sets of receptors (purple) in the (left) larger marrow object and (right) T and NK-like cell populations. **(B)** Top: UMAP visualizations of subset of genes identified in both Monocle 3 top markers analysis (limited to top 25 most specific genes as ranked by Jensen-Shannon divergence) and Seurat differential expression analysis (Wilcoxon rank sum test) as being significantly enriched in NK-like cells vs. T cells (Table S14). Bottom: UMAP visualizations of subset of genes identified in both Monocle 3 top markers analysis and Seurat differential expression analysis as being significantly enriched in T cells vs. NK-like cells. *FP236356.1* is a 109,805 bp region that includes TCR β constant 1 (*trbc1*; Table S14). **(C)** UMAP visualizations of expression of *spi1a*, *spi1b*, and *lck* in the marrow. Expression of *spi1a* is observed in a subset of *spi1b-*expressing cells and may distinguish myeloid and lymphoid cells. NK-like cells here are *spi1b*^+^ while T cells are *spi1b* negative. DC-like cells (2) are *spi1a*^−^*lck*^+^ whereas DC-like cells (1) are *spi1a*^+^*lck*^−^, further consistent with the hypothesis that DC-like cells (2) are plasmacytoid DCs and DC-like cells (1) are myeloid DCs and specifically akin to cDC1s.

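lck was found in 16 of 130 DC2-like cells of the marrow, 12.3% (exact 95% interval 7.20% to 19.22%), and in 1 of 153 DC1-like cells, 0.654%. Its level was 29.4 ± 32.0 CPM in DC2-like and 0.713 CPM in DC1-like cells (SD, n = 5 fish), and it was too low to be tested between the classes. spi1a was found in 3 of 130 DC2-like and in 87.1% of DC1-like cells. The median depth was 4163 UMIs in DC2-like and 7178 UMIs in DC1-like cells. A T cell receptor feature was found in 27 of the DC2-like cells, a share above that of mature B-like cells, and whether these cells are doublets with T cells was not tested.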

### B lymphocyte development demonstrates transcriptional conservation in key developmental genes and includes a pre-B cell state

To investigate zebrafish B cell development, we subsetted B and progenitor cells from the marrow for further analysis (Fig. 9 A). HSPC populations, multiple stages of B cell development, and two mature B cell populations (IgT and IgD) were distinguished by differential gene expression (Fig. 9 B and Table S15). 

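ighz exceeded ighd in 25.7% ± 6.65 of marrow mature B-like cells with unequal counts (SD, n = 5 fish; 18.8% to 35.2%), 378 of 1409 cells. The mean was 48.6 percentage points below that of thymic B-like cells, and every marrow fish lay below every thymus (exact permutation test over 126 splits, two-sided p = 0.00794). In fish 22 and fish 24, which gave both tissues, the thymus exceeded all B-like cells of the marrow, mature or not, by 42.5 and 60.6 percentage points. In the juvenile pool 12 of 14 cells had more ighz (85.7%, exact 95% interval 57.2% to 98.2%).

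**Figure D2:**
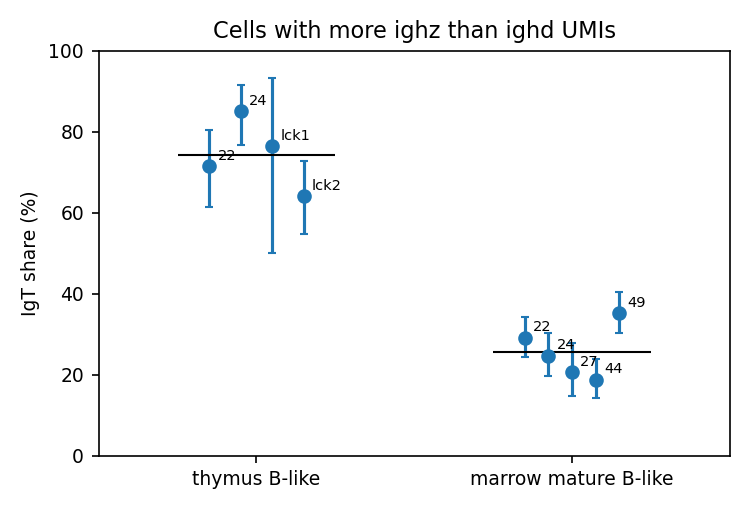
Share of cells with more ighz than ighd UMIs, in %, per fish in B-like cells of the thymus (4 fish) and mature B-like cells of the marrow (5 fish), with exact 95% intervals of each fish and a line at each mean. The thymus fish lie between 64.1% and 85.1% and the marrow fish between 18.8% and 35.2%.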

Relative to the thymus, marrow IgT B cells only comprised 15% of mature B cells (vs. 63%). Of note, while *ighd* and *ighz* were detected in all B cell populations, including rag1/2^+^ B cells (1) and rag1/2^−^ B cells, light chain genes *igl1c3* and *igl3v5* were not detected in these two populations (Fig. 9 B). 

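The light chain genes igl3v5 and igl1c3 were nearly lacking in an early stage that expressed rag1, sid1 and dntt. In unnamed sub-cluster 15, of 179 cells, a light chain UMI was found in 1 cell, 0.559%, and a heavy chain UMI (ighd or ighz) in 49, 27.4%, at a median of 3524 UMIs. T-like cells, which should lack both, had a light chain UMI in 1.38% and a heavy chain UMI in 0.791%, at a median of 3908 UMIs. In sub-cluster 22, of 104 cells, the shares were 24.0% and 36.5%, at a median of 8150.5 UMIs, in sub-cluster 6 of the developing B-like class 96.8% and 64.1%, and in mature B-like cells 98.2% and 50.3%. Among all 290 marrow cells with a UMI of rag1 or rag2 and of dntt or sid1, 39 had a light chain UMI (13.4%, exact 95% interval 9.74% to 17.9%) and 99 a heavy chain UMI (34.1%), a set chosen after the data were seen. Of these cells 171 lay in sub-cluster 15 and 87 in the neutrophil-like class, which the early cells had joined in clustering. The cells named B-like by the fixed rule hold only 19 such cells, and all 19 had a light chain UMI.

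**Figure D3:**
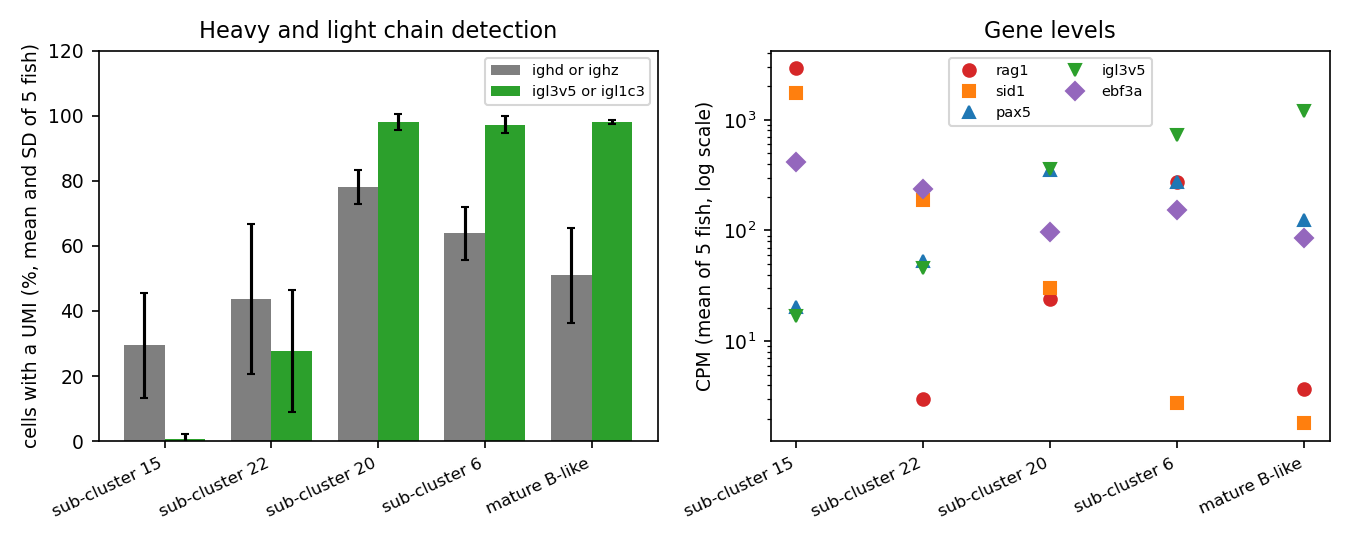
Left, mean share of cells with a heavy chain (ighd or ighz) or light chain (igl3v5 or igl1c3) UMI in sub-clusters of marrow B-lineage cells, in %, with the SD of 5 fish. Right, mean levels of rag1, sid1, pax5, igl3v5 and ebf3a in CPM on a log scale; in sub-cluster 15 the light chain bar is near 0 while rag1 is at its highest.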

Gene module analysis identified additional genes enriched at different stages of B cell development (Fig. 9 C and Table S16). Module 9, expressed in rag1/2^+^ B cells (1), included the genes *dntt*, *sid1*, and *si:ch211-1a19.2*, the former encoding the enzyme terminal deoxynucleotidyl transferase, important in generating junctional diversity in V(D)J recombination, and the latter two containing immunoglobulin domains (Alt and Baltimore, 1982; Komori et al., 1993; Yoder et al., 2002; Fig. 9 D). 

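sid1 was at 1728 ± 316 CPM in sub-cluster 15 of the marrow (SD, n = 5 fish), at 188 ± 78.0 CPM in sub-cluster 22 and at 1.8 CPM in mature B-like cells. dntt, which encodes the enzyme that adds bases at junctions, was at 154 ± 74.8 CPM in sub-cluster 15 and at 1.6 CPM in sub-cluster 22. si:ch211-1a19.2 was at 626 CPM in sub-cluster 15 and 0.7 CPM in mature B-like cells. Between mature and developing B-like cells, a comparison without sub-cluster 15, si:ch211-1a19.2 rose from 0.841 ± 1.01 to 25.0 ± 9.45 CPM, a log2 fold change of 4.63 (standard error 0.427, adjusted p = 3.2e-08 from edgeR's quasi-likelihood test with fish as a block). All 3 genes were held out of clustering.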

Later developing B cells were enriched in migratory genes including *capga*, *gadd45ga*, and *pcdh7b* (module 37). 

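capga, for an actin-capping protein, was at 40.7 CPM in mature and 407 CPM in developing B-like cells, and gadd45ga, for a stress protein of the cell cycle, at 84.9 and 849 CPM (means of 5 fish). Both helped to build the clusters. pcdh7b, for a protocadherin, was at least 61.4-fold higher in developing B-like cells, since mature ones had 0 UMIs of it. Among genes held out, xrcc6, for a protein that joins DNA ends, rose from 19.0 ± 4.71 to 52.8 ± 3.73 CPM (SD, n = 5 fish; log2 fold change 1.49, adjusted p = 3.6e-06 from edgeR's quasi-likelihood test). All 7 tested genes of MHC class II presentation and all 5 of the endosomal Toll-like receptor pathway were lower in developing cells (adjusted p = 0.0918 for each with an estimated correlation). All 20 cell cycle genes tested were higher, and a cycling sub-cluster is part of the class.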

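Sub-cluster 4 of the mature B-like cells was of the IgT type, with ighz at 1205 ± 430 CPM and ighd at 3.12 ± 6.97 CPM (SD, n = 5 fish), whereas ighd was at 200 ± 47.9 CPM in sub-cluster 1. mrap2a, for an accessory protein of receptors, was at 254 ± 244 CPM in sub-cluster 4 and 1.11 CPM in sub-cluster 1. nfil3-4, for a transcription factor, was at 94.3 ± 30.5 and 0.410 CPM. adipor2, for an adiponectin receptor, was at 21.1 ± 10.5 CPM in sub-cluster 4 and 129 ± 15.5 CPM in sub-cluster 1, and swap70b, for a B cell signalling protein, at 35.4 ± 20.4 and 76.8 CPM. Sub-cluster 10 had both heavy chain genes, ighd at 275 CPM and ighz at 356 ± 132 CPM, with adipor2 at 167 ± 31.3 CPM. Heavy chain genes were held out of clustering, and the other genes were not.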

Additional genes found to be differentially expressed between mature IgD and IgT B cells included *adipor2* and *swap70b* enriched in module 32 and *mrap2a* and *nfil3-4* enriched in module 7 (Fig. 9 D). These data illuminate great transcriptional heterogeneity throughout zebrafish B cell development and show differences in thymic and marrow mature B cell isotype abundances.

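Across tissues, ighd was lower in thymic than in marrow B-like cells, at 71.3 ± 33.4 and 162 ± 44.4 CPM (SD, n = 4 and 5 fish; log2 fold change −1.10, adjusted p = 0.0261 from edgeR's quasi-likelihood test). ighz was at 486 ± 302 and 178 ± 98.7 CPM (log2 fold change 1.46, adjusted p = 0.0527). The call for ighd ended without fish 22, 24 or lck1, and ighz passed without fish 49 or lck2 and with fish as a block, at 1.74. Of 23 heat shock and immediate early genes, which can follow dissociation, 16 were higher in thymic B-like cells (17 over the list alone), hsp70.1 among them at 182 ± 190 against 2.17 ± 1.22 CPM. Of 22 cell cycle genes, 13 were lower (16 over the list alone). This comparison was added after the results had been seen. From its marrow and thymus data the paper states that isotype abundances of mature B cells differ between the tissues.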

**Figure 9.**
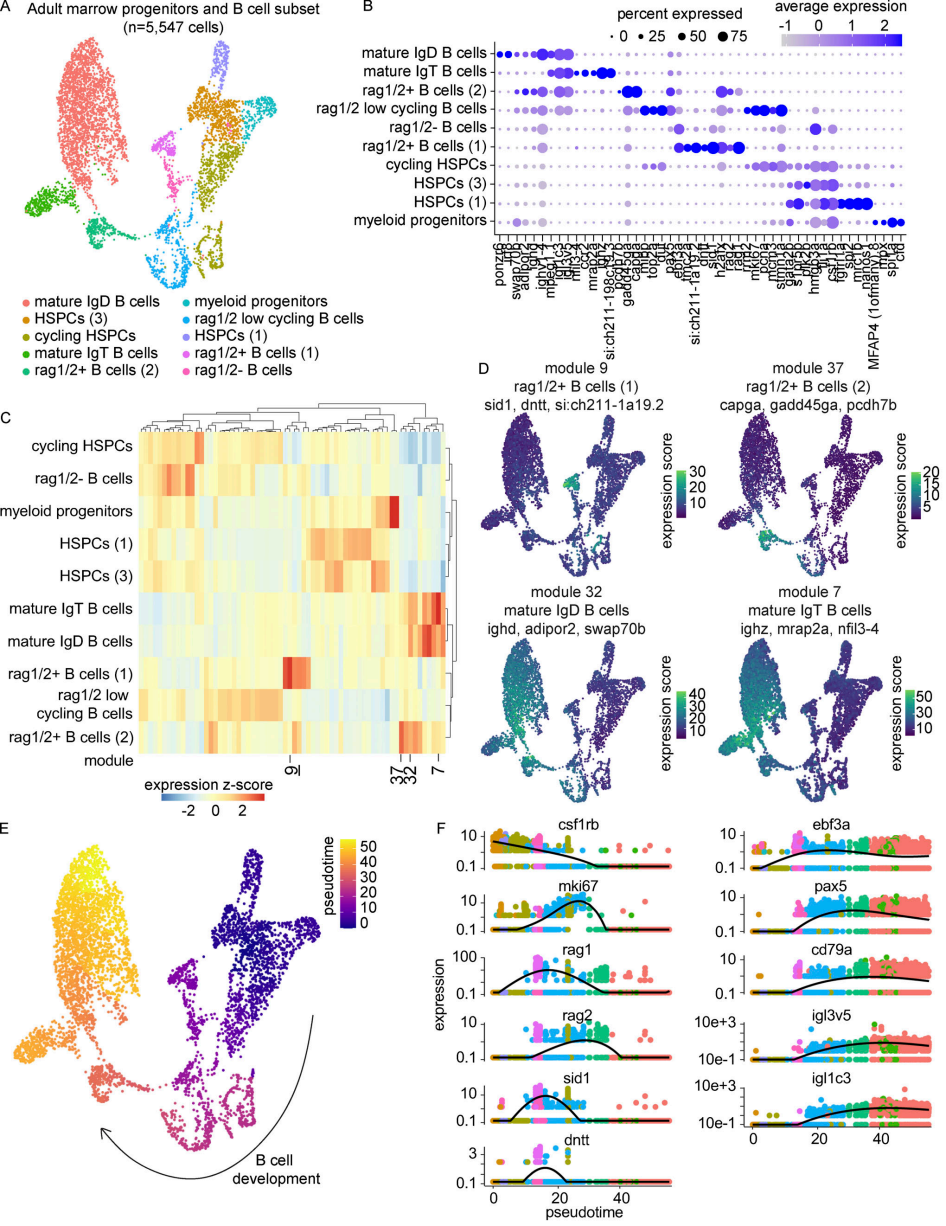
**Transcriptional characterization and trajectory analysis of B cell development using Monocle 3. (A)** UMAP visualization of 5,547 B cells and progenitors from the marrow. Cell type annotations were based on differential expression as determined by the Wilcoxon rank sum test in Seurat and gene module analysis in Monocle 3 (Tables S15 and S16). Nomenclature consistent with Fig. 6 A was used for the HSPC populations when appropriate. **(B)** Dot plot of selected markers differentially expressed across B and progenitor cell populations. Dot size reflects the percentage of cells within a population expressing a given marker and dot color shows the average expression within that population. **(C)** Gene module clustered heatmap of zebrafish B cells and progenitors grouped by cell type demonstrating cell type enrichments. Color scale shows relative module enrichment (red) or depletion (blue). **(D)** UMAP visualizations of gene modules enriched in different stages of B cell development. **(E)** UMAP visualization of B cells and progenitors colored by pseudotime as computed in Monocle 3. **(F)** Gene expression dynamics over pseudotime computed in Monocle 3 colored by cluster assignment for 11 genes related to B cell development.

Interested in the differential detection of heavy and light chain genes, we investigated the transcriptional dynamics of B cell development in greater detail through Monocle 3 pseudotime analysis (Fig. 9, E and F). We selected 11 genes that would allow us to explore lineage commitment (*csf1rb*, *ebf3a*, *pax5*, *cd79a*), B-cell receptor rearrangement (*rag1*, *rag2*, *sid1*, *dntt*), light chain expression (*igl3v5*, *igl1c3*), and cell state (*mki67*). Specifically focused on the timing of B cell heavy and light chain gene expression where IgD and IgT B cells would not be expected to differ greatly, we chose to explore gene expression in pseudotime for B cell development as a whole and not along any particular branched structure. We observed a concomitant decrease in *csf1rb* expression with increase in *ebf3a* expression at the transition between multipotent progenitor and commitment to the B cell lineage. 

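csf1rb and ebf3a, both held out of clustering, ran in opposite directions from progenitor-like cells to sub-cluster 15, and both were lower in sub-cluster 6. csf1rb was at 449 CPM in progenitor-like cells, 206 CPM in sub-cluster 22, 52.9 CPM in sub-cluster 15 and 4.0 CPM in developing sub-cluster 6 (means of 5 fish). ebf3a, for a transcription factor of the B lineage, was at 6.6 CPM in progenitor-like cells, 236 CPM in sub-cluster 22 and 415 CPM in sub-cluster 15, then 153 CPM in sub-cluster 6. Between developing and mature B-like cells ebf3a did not differ (log2 fold change −0.15, standard error 0.142, adjusted p = 0.404 from edgeR's quasi-likelihood test), whereas at a higher cluster resolution and without integration it was called lower, at −0.34 and −0.71. Sub-clusters were compared as groups and no pseudotime was computed.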

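mki67, a gene of dividing cells, was at 1733 CPM in developing B-like sub-cluster 20 of the marrow and at 26.8 CPM in sub-cluster 6, 18.5 CPM in sub-cluster 22 and 6.9 CPM in sub-cluster 15 (means of 5 fish). sid1 was at 30.4 CPM in sub-cluster 20 and 2.8 CPM in sub-cluster 6. The 87 cells with rag1 or rag2 and dntt or sid1 that had joined the neutrophil-like class had mki67 at 800 CPM, and the granule gene mpx at 3.1 CPM against 1559 CPM in other cells of that class. Dividing cells of the B lineage were thus in 2 places, 1 with light chain UMIs and 1 mostly without. mki67 helped to form the clusters.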

Multiple stages of proliferation were evidenced by *mki67* expression, the first at the juncture of B cell commitment and the second following a phase of *sid1*, *dntt*, and *rag1/2* gene expression. The expression of the B cell genes *pax5* and *cd79a* followed that of the expression of *ebf3a* and they remained expressed onward in development. 

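pax5, for the transcription factor of B cell identity, was at 0.6 CPM in progenitor-like cells, 20.5 CPM in sub-cluster 15, 53.1 CPM in sub-cluster 22, 350 CPM in sub-cluster 20, 272 CPM in sub-cluster 6 and 123 CPM in mature B-like cells of the marrow (means of 5 fish). cd79a, for a chain of the B cell receptor complex, was at 0.5, 84.5, 33, 110, 131 and 115 CPM in the same order. The genes were not held out of clustering. pax5 turned direction between developing and mature B-like cells when cells were not integrated.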

The expression of r*ag1/2* was noted in two distinct populations of B cells, with rag1/2^+^ B cells (1), the earlier population in pseudotime, enriched in *sid1* and *dntt* expression and notably negative for immunoglobulin light chain expression. 

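rag1 was at 2904 ± 500 CPM in sub-cluster 15 of the marrow (SD, n = 5 fish), where a UMI was found in 96.1% of cells, and at 275 ± 83.3 CPM in developing B-like sub-cluster 6. In progenitor-like cells it was at 0.3 CPM and in mature B-like cells at 3.7 CPM. The light chain constant gene igl1c3 was at 4.6 CPM in sub-cluster 15 and 748 CPM in sub-cluster 6, and igl3v5 at 16.7 and 728 CPM. ighd was at 57.4 and 206 CPM and ighz at 78.6 and 227 CPM. rag1, igl1c3, igl3v5, ighd and ighz took no part in clustering of the marrow.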

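In developing B-like sub-cluster 20, which was cycling, rag2 was at 89.1 ± 25.4 CPM and rag1 at 23.8 ± 22.4 CPM (SD, n = 5 fish). rag2 was at 138 ± 34.9 CPM in sub-cluster 15 and 154 ± 29.0 CPM in sub-cluster 6. Over the developing class rag2 rose from 0.549 ± 0.895 CPM in mature cells to 96.1 ± 16.4 CPM, a log2 fold change of 6.95 (standard error 0.364, adjusted p = 1.0e-11 from edgeR's quasi-likelihood test with fish as a block), and rag1 from 4.32 ± 5.93 to 104.5 ± 39.7 CPM, a log2 fold change of 4.65 (standard error 0.329, adjusted p = 7.7e-10).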

While largely overlapping, the detection of *rag1* and *rag2* expression was not identical, with *rag2* expression remaining elevated in rag1/2 low cycling B cells. An analogous analysis using FateID revealed similar pseudotime assignment and gene expression dynamics throughout B cell development (Fig. 10, A–D). The most noticeable differences in these analyses were the relative ordering of HSPC populations, which were not relevant to our consideration of B cell development post-commitment. Taken together, these results show the dynamic gene expression changes that occur in zebrafish B cell development and strongly support the existence of a heavy chain^+^ and light chain^−^ pre-B cell state.

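igl3v5 and igl1c3 were lower in developing than in mature B-like cells of the marrow. igl3v5 was at 440 ± 190 CPM in developing and 1487 ± 606 CPM in mature cells (SD, n = 5 fish; log2 fold change −1.76, standard error 0.119, adjusted p = 3.7e-10 from edgeR's quasi-likelihood test with fish as a block). igl1c3 was at 497 ± 56.6 and 1175 ± 320 CPM (log2 fold change −1.20, standard error 0.144, adjusted p = 1.0e-06). ighd changed less, at 132 ± 29.2 and 191 ± 60.8 CPM (log2 fold change −0.52, standard error 0.132, adjusted p = 0.00289), and ighz had a log2 fold change of −0.42 (adjusted p = 0.204), which passed without fish 27. This developing class leaves out sub-cluster 15, the stage with rag1, dntt and heavy but almost no light chain UMIs. Among the 171 cells of sub-cluster 15 with rag1 or rag2 and dntt or sid1, 28.1% had a heavy chain UMI and 0.5848% a light chain UMI (exact 95% interval 0.0148% to 3.22%). From its results taken together, pseudotime among them, the paper argues for a pre-B state with heavy and without light chain.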

**Figure 10.**
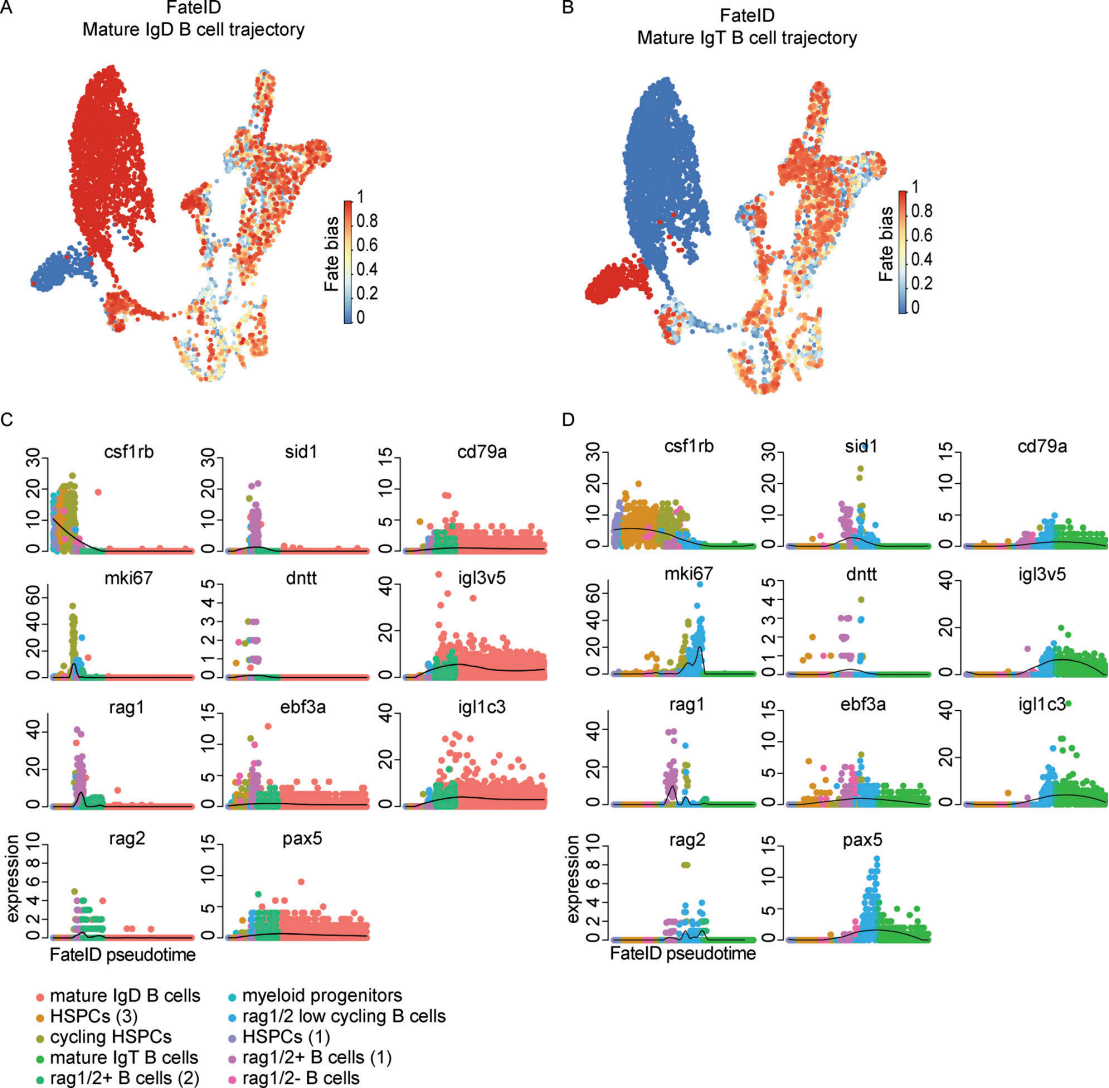
**Trajectory analysis of B cell development using FateID. (A and B)** UMAP visualizations where fate bias is depicted in color (red = high, blue = low) and represents the probability that a cell will be assigned to a given lineage. The lineage-defining clusters (A) mature IgD B cells and (B) mature IgT B cells have a fate bias of 1 in their respective trajectory maps and a fate bias of 0 in the other. **(C and D)** Pseudotime plots of the expression of *csf1rb*, *mki67*, *rag1*, *rag2*, *sid1*, *dntt*, *ebf3a*, *pax5*, *cd79a*, *igl3v5*, and *igl1c3* in the (C) mature IgD B cell trajectory and (D) mature IgT B cell trajectory.

## Discussion

scRNA-seq has proven to be a powerful technique not only for revealing cell type and tissue heterogeneity but also inferring cellular developmental trajectories. By profiling ∼70,000 total cells from the zebrafish primary lymphoid organs, the kidney marrow and thymus, we painted a high-resolution picture of zebrafish lymphocyte development. Beginning with the zebrafish thymus, an understudied organ, we explored two different timepoints of T cell development and noted substantial cell type similarity but finer differences in thymic composition and gene expression. We selected the early timepoint of 4 wpf as the earliest feasible dissection of a morphologically mature thymus (Lam et al., 2002; Willett et al., 1997b), balancing desired cell number, dissection quality, and cellular preparation efficiency. While we anticipated many of the T-cell developmental changes that we observed, namely the relative decrease in rag1/2^+^ developing T cell subsets over time consistent with involution, we were surprised that the juvenile thymi contained a similarly rich array of non-T cell populations from DC-like cell subsets to NK-like cells. The presence, albeit low, of thymic B cells at 4 wpf was particularly interesting as mature B cells are only first detected ∼3 wpf (Page et al., 2013). The observation that erythrocytes detected in juvenile and adult thymic samples not only differed in embryonic vs. adult hemoglobin expression but also in ribosomal subunit expression suggests that there may be temporal ribosomal heterogeneity (Kondrashov et al., 2011). Zebrafish TECs exhibited rich diversity, transcriptionally reminiscent of multiple mammalian subsets including mTECs, cTECs, and tuft-like mTECs. 

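psmb11b was found in 1 of 104 cells of high T cell TEC-like sub-cluster 1 and in 0 of 29 cells of sub-cluster 9, which allows a share of up to 10.3%. psmb11a was found in 0 of either. In mTEC-like cells psmb11a and psmb11b were each found in 14.1% of 99 cells, at a median of 3776 UMIs, against 3081 UMIs in sub-cluster 9.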

Although not entirely consistent transcriptionally due to the lack of *psmb11a* and *psmb11b* detection, our high T cell TECs could represent the zebrafish equivalent of mammalian thymic nurse cells (Nakagawa et al., 2012). Thymic fibroblasts appeared to be activated, as suggested by the expression of genes commonly expressed in cancer-associated fibroblasts, *twist1a* and its downstream transcription factor *prrx1a/b* (Yeo et al., 2018). We note that these findings, like all others of this study, are interpreted in relation to the assumed roles of these genes in zebrafish based on known mammalian biology and that there may be species-specific differences that account for such described transcriptional “inconsistencies.” We speculate that these results only touch the surface of zebrafish TEC heterogeneity due to our lack of enzymatic digestion of the thymus tissue and believe this could be an exciting area of future research. ETPs were identified by their expression of early T cell differentiation genes and retention of some HSPC markers. 

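gata2b was found in 1.15% ± 1.49 of progenitor-like cells of the adult thymus (SD, n = 4 fish), at a median of 12197 UMIs, and in 41.4% ± 5.66 of those of the marrow (n = 5 fish), at a median of 15591 UMIs. In thymic B-like cells, at a median of 3086.5 UMIs, it was found in 0 of 520, which allows a share of up to 0.577%. In the juvenile pool it was found in 3.85% of 130 progenitor-like cells, at a median of 19686.5 UMIs.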

Notably, *gata2b*, one of the best markers of marrow HSPCs, was detected in <2% of thymic ETPs, potentially reflecting an early and required downregulation to commit to the T cell lineage. The subset-specific markers identified here provide a springboard for future studies to visualize early T-cell development including T cell-TEC/T cell–fibroblast interactions through the generation of ETP-, TEC-, and fibroblast-specific transgenic lines and provide a larger window into the evolution of T-cell immunity and T-cell development.

Building upon prior transcriptional characterizations of the zebrafish marrow, our work highlights the existence of at least two DC-like subsets and extensive heterogeneity within the marrow T, NK-like, and B cell populations. The two DC-like populations seem to reflect a lymphoid-myeloid split, with the population identified as resembling plasmacytoid DCs expressing a lymphoid signature and the type 1 cDC-like population expressing a myeloid signature. Intriguingly, an *XCR1* ortholog was identified as a pan-zebrafish marrow DC marker, while it has been reported to be an exclusive cDC1 marker in mice (Bachem et al., 2012). Zebrafish T and NK-like cell diversity within the marrow richly paralleled that of mammals with recovery of transcriptional profiles consistent with cytotoxic T cells, NKT cells, Th2s/ILC2s, regulatory T cells, multiple subsets of NK-like cells, and even a small population of *rorc*^+^ TCR-lacking ILC3s. TCR expression clearly distinguished T and innate lymphoid cells such as NK-like cells in our data. Although *il2rb* has been reported to be a marker of NK cells in past studies, our results strongly suggest *il2rb* as a marker of mature thymic and marrow T cells (Carmona et al., 2017; Tang et al., 2017). 

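il2rb was found in 66.6% of T-like cells of the marrow sub-clustering, at 524 ± 143 CPM (SD, n = 5 fish), in 22.1% of NK-like cells and in 0.148% of mature B-like cells. Its highest level was in unnamed sub-cluster 11, of 219 cells led by nkl.1, ccl34b.4 and klf3, at 1511 ± 262 CPM and in 95.9% of cells. The median depth was 3908 UMIs in T-like, 3811 in NK-like, 3371 in mature B-like and 2481 UMIs in sub-cluster 11 cells. Of the cells of sub-cluster 11, 63.0% had a UMI of a T cell receptor feature.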

Our B cell development investigations show that zebrafish *ebf3a* may act like mammalian *EBF1* (Hagman et al., 1991) as a B cell lineage commitment factor. Pseudotime analysis tracing the development of B cells from multipotent progenitors to mature B cells further revealed intriguing findings. The presence of a *sid1*^+^, *dntt*^+^, *rag1/2*^+^, *igl3v5*^−^, *igl1c3*^−^ population of developing B cells is highly suggestive of the existence of a pre-B cell state. Although underexplored, *sid1* has been proposed as an ortholog to *VPREB1* (Yoder et al., 2002), which would be consistent with this finding. We also speculate whether the gene *si:ch211-1a19.*2 may encode an additional surrogate light chain subunit and perhaps be a λ5 homolog, as it has been classified previously (Garcia et al., 2018). Collectively, our work provides a rich transcriptional atlas of the zebrafish marrow and thymus and sets the stage for future investigations to better understand teleost adaptive immunity and the immunological modeling of human disease in zebrafish.

## Materials and methods

### Zebrafish husbandry and lines

Zebrafish were maintained in accordance with Boston Children’s Hospital Institutional Animal Care and Use Committee protocols and in line with Animal Resources at Children’s Hospital guidelines. In total, seven adult zebrafish (3–5 mpf) and 21 juvenile zebrafish (4 wpf) were analyzed in these studies. Five of the adult zebrafish were generated through the mating of a pTol2-hsp70l:Cas9-t2A-GFP, 5xU6:sgRNA guide fish with a pTol2-DRv7 GESTALT (Genome Editing of Synthetic Target Arrays for Lineage Tracing) barcode fish (McKenna et al., 2016; Raj et al., 2018b). The parental strains were gifts from the Schier and Gagnon labs, respectively (Harvard University, Cambridge, MA; University of Utah, Salt Lake City, UT). Two-stage barcoding was induced in these fish, first by injection at the single-cell stage with sgRNAs 1–4 and again at 28 h after fertilization by heat shock as previously described (Raj et al., 2018a). The remaining two adult fish and all 21 juvenile zebrafish were Tg(*lck:eGFP*), utilized for the purpose of identifying and isolating T cells, as previously described (Langenau et al., 2004). Of the adult fish, six were female and one was male. Sex of the juvenile fish could not be determined at the time of analysis.

### Tissue collection and cell sorting

Adult and juvenile zebrafish were euthanized by rapid chilling and confirmed deceased prior to dissecting thymi and/or kidney marrows. To reduce erythrocyte contamination from the peripheral blood, adult fish were cardiac bled prior to tissue dissection using a heparin-coated (1,000 USP U/ml in 1× [PBS) p10 or p20 pipette tip. The juvenile fish were deemed too fragile for this procedure to be performed. For the thymi dissections, the zebrafish were positioned on their sides on a Styrofoam lid under a fluorescent dissecting scope and held in place/braced with the aid of one 23-gauge needle and gentle counterpressure applied with the aid of dissection scissors and/or forceps. The operculum was then removed, allowing access to and removal of one of the thymi, and placed in room temperature 0.5% BSA in HBSS without Ca^2+^ and Mg^2+^. Each fish was then carefully flipped over to the other side and this procedure was repeated to obtain the second thymus. When fluorescent reporters were not employed, brightfield microscopy and anatomical landmarks were used instead. Kidney marrows were dissected under a dissecting microscope by placing the zebrafish on a paper towel and using dissection scissors to make a superficial incision along the ventral midline to expose the internal organs. Forceps were used to remove all exposed organs including the intestines, liver, and swim bladder. In female zebrafish, eggs were also removed to clear the surgical field. Once visible along the dorsum, the kidneys were removed using forceps and placed in 0.5% BSA in DPBS without Ca^2+^ and Mg^2+^ on ice. In the case of joint thymus and kidney marrow dissection (two adult fish), the thymi were dissected first. The tissues were then mechanically dissociated into single-cell suspensions by pipetting and filtered through a 50-μm disposable filter (CellTrics). The filtered samples were then briefly centrifuged at 400 *g* × 5 min to remove debris and resuspended in their respective buffers for flow cytometry. Sytox blue was added to the samples immediately prior to analysis to assess cell viability. Live cells were sorted (85 μm nozzle) on a BD FACSAriaII into 300 μl of 0.5% BSA in DPBS and kept on ice following the sort. In the case of the marrows, live cell sorts were divided into two fractions based on forward scatter and side scatter characteristics—a lymphoid and progenitor fraction and a granulocyte fraction (Fig. S5, A and B). This allowed for the relative enrichment of lymphoid and progenitor cells in the overall analysis, advantageous for our goal to investigate B cell developmental trajectories. By nature of this sorting strategy, our marrow data does not reflect whole kidney marrow composition. Between 50,000 and 100,000 cells were sorted per sample.

**Figure S5.**
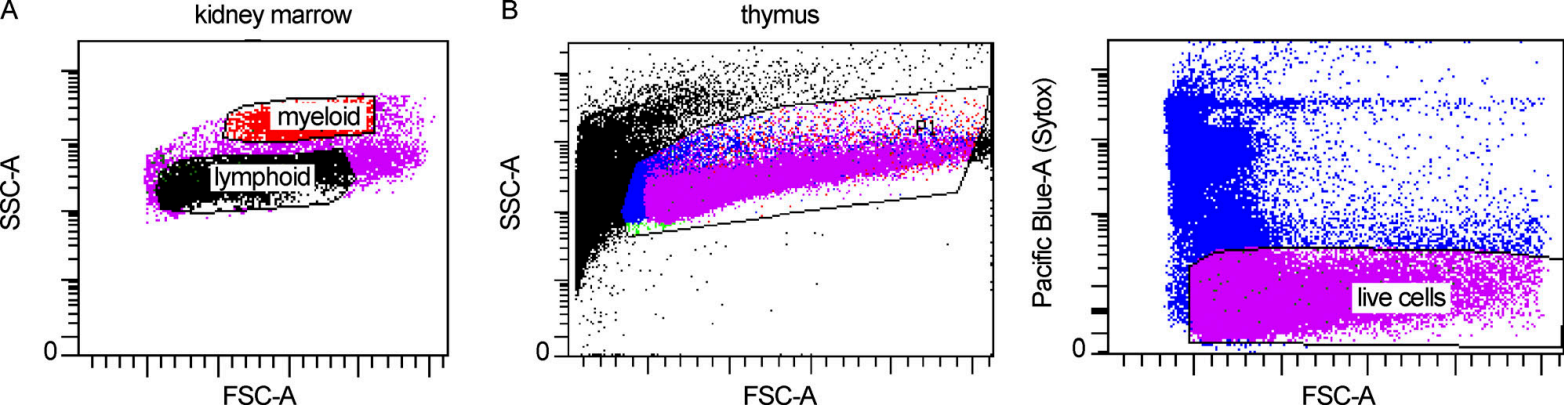
**Fluorescence-activated cell sorting gates for marrow and thymus. (A and B)** Representative fluorescence-activated cell sorting gating for (A) kidney marrow and (B) thymus sorts. The lymphoid gate of the marrow encompasses both lymphoid and progenitor cells whereas the myeloid gate contains mostly granulocytes. All live, single cells were sorted from the thymi. SSC-A, side scatter area; FSC-A, forward scatter area.

### scRNA-seq and genome alignment

Sorted cells were pelleted by centrifugation at 400 *g* × 5 min and resuspended to a final concentration of 1,000 cells/μl following Trypan blue staining. Transcriptome profiling was performed using the Chromium Next GEM Single Cell 3′ v3.1 Reagent Kits (10x Genomics). A targeted recovery of 6,000 cells was set for loading the Chromium Controller in all the assays, and steps were performed as described in the Chromium Next GEM Single Cell 3′ Reagent Kits v3.1 User Guide (Rev D). The final transcriptome libraries were pooled in sets of 4 or 5 and sequenced at the Harvard University Bauer Core (https://bauercore.fas.harvard.edu/) on an Illumina NovaSeq 6000 using an SP flow cell (Read 1: 28 cycles, i7 index: 8 cycles, i5 index: 0 cycles, Read 2: 91 cycles). For transcriptome analysis, demultiplexed FASTQ files were processed through the Cell Ranger 3.1.0 pipeline (Zheng et al., 2017) and aligned to a Zon lab custom genome. More specifically, this Zon lab custom genome consisted of zebrafish Ensembl GRCz11 and five additional genes (EGFP, mCherry, dsRed, TagBFP, and BRAFv600e). This was done for consistency and to retain the ability to assess EGFP expression from the *lck:eGFP* zebrafish. (Note: BRAFv600e denotes the activating missense mutation in human B-Raf proto-oncogene [BRAF] commonly seen in some cancers. This gene is included as part of our standard alignment procedure when recovery of EGFP is desired. At processing, the BRAFv600e “gene” contained both the BRAFv600e sequence in addition to part of the SV40 poly(A) signal also found in the *lck:eGFP* plasmid. For this reason, “BRAFv600e” is recovered in this dataset in a similar set of cells where EGFP is identified.)

### Quality control and data processing in SoupX and Seurat

Unfiltered feature-barcode matrices from the Cell Ranger outputs for all samples were loaded into the SoupX package (Young and Behjati, 2020) to create SoupChannel objects. Multiple methods of contamination fraction estimation were applied and assessed qualitatively for success of contamination removal and sparing of true signal using built-in functions. SoupX processing required a more recent version of Seurat (Stuart et al., 2019) to be used. Therefore, Seurat library v3.2.2 was attached prior to the analysis. Seurat v3.1.3 was used for all other analyses. The following contamination fraction settings were used for each sample: all four adult thymus datasets ρ = 0.02; lymphoid 27, myeloid 27 ρ = 0.05; lymphoid 22, myeloid 22, lymphoid 24, myeloid 24, all four juvenile thymus datasets ρ = 0.07; myeloid 44, myeloid 49 ρ = 0.10; lymphoid 44, lymphoid 49 ρ = 0.18. The corrected count matrices were then loaded into Seurat v3.1.3. This included the application of quality control filters (see below), normalization (scTransform; Hafemeister and Satija, 2019), finding integration anchors (reciprocal PCA), and integrating the data. Metadata on tissue of origin (marrow vs. thymus) or age of fish (juvenile vs. adult) were stored when useful.

The following quality control filters were applied: (1) Adult thymus: At least 200 genes but no more than 4,000, at least 500 UMIs but no more than 25,000, and a mitochondrial gene percentage <15%; (2) Integrated adult and juvenile thymi: At least 200 genes but no more than 4,000, at least 500 UMIs but no more than 30,000, and a mitochondrial gene percentage <15%; (3) Lymphoid/progenitor and myeloid marrow fractions: At least 200 genes but no more than 4,000, at least 1,500 UMIs but no more than 50,000, and a mitochondrial gene percentage <15%. A more stringent lower bound on UMIs was applied here than on other objects due to clusters appearing to contain cell fragments at lower cutoffs that affected cell characterization; (4) Integrated lymphoid/progenitor marrow fraction and adult thymus: At least 200 genes but no more than 4,000, at least 500 UMIs but no more than 38,000, and a mitochondrial gene percentage <15%.

Following integration, standard processing steps of PCA dimensionality reduction, clustering, and visualization by UMAP were conducted. Cell identities were assigned by differential expression analysis and comparison to reported markers and/or as described in the text. We provide a table of the number of cells assigned to each cell type for our adult and juvenile thymus object and lymphoid/progenitor and myeloid marrow fractions object in Table S17. Additional subsetting on these objects was performed for subsequent analyses and standard processing procedures were applied.

Specifically, further subsetting was performed on the integrated lymphoid/progenitor and myeloid fractions processed with 39 principal components and clustered at a resolution of 0.8 to obtain the DC/NK development object (clusters 8, 21, 24, 28, 29, 32), B cell development object (clusters 3, 8, 19, 20, 21, 26, 28, 30), and T and NK cell objects (clusters 12, 24, 35). These subsetted objects were split and then re-integrated in the same manner as the full object. Note: clusters 8, 21, and 28 were progenitor clusters and were thus included in both the DC/NK and B cell development objects. Additionally, TECs and fibroblasts were subsetted from the adult and juvenile thymi processed with 50 principal components and a resolution of 1.5 by taking clusters 29, 31, 32, 39, and 42, splitting the object and re-integrating. We also subsetted, split, and re-integrated the T cell populations from the adult thymus object to perform T cell development trajectory analysis in Monocle 3. This subset excluded the non-T cell populations, such as B cells, TECs, DC-like cells (1) and (2), mixed, erythrocytes, NK-like cells, and macrophages. Cell type assignments were made similar to the full objects, and consistency of nomenclature was checked by extracting cell ids from the subsetted objects and confirming their location on the larger UMAP. All Seurat UMAPs of gene expression were generated with the FeaturePlot() function run on the RNA assay using default parameters except for the following specifications: cols = c(“lightgrey”, “red”), min.cutoff = 0, and order = TRUE. Genes visualized by dot plot were selected from among those identified through differential expression analysis using the FindAllMarkers() function in Seurat. In the majority of cases, we limited our results to genes expressed in a minimum of 25% of cells of a given population; but, in smaller datasets like our TEC, T, and NK-like cell, and B cell analyses, we reduced this minimum percentage to 15%. For the B cell analysis only when we also performed gene module analysis in Monocle 3 (see Gene module and trajectory analysis in Monocle 3), we included all genes highlighted from the gene module analysis individually for clarity, even if they did not meet these minimum cutoffs in Seurat (e.g., *pcdh7b*). For final inclusion, we considered the statistical significance, fold change, specificity, relation to known mammalian markers, and general interest. We include the full lists of differentially expressed genes for all dot plots generated in this fashion as supplemental datasets: Tables S1 (adult thymus), S2 (adult and juvenile thymus), S5 (TECs), S13 (T and NK-like cells), and S15 (B cells). Additionally, we provide a summary table of the lineage defining genes mentioned in our results section and how they relate to past work in zebrafish and known mammalian lineage markers in Table S18 (Agulleiro et al., 2010; Athanasiadis et al., 2017; Avagyan et al., 2021; Bachem et al., 2012; Bajoghli et al., 2009; Balla et al., 2010; Baracho et al., 2014; Baran-Gale et al., 2020; Baranov et al., 2016; Barbier et al., 2019; Baron et al., 2019; Barratt and Weitz, 2021; Bautista et al., 2021; Beetz et al., 2007; Ben-Moshe et al., 2010; Bhandari et al., 2016; Boller and Grosschedl, 2014; Bouwman et al., 2021; Brahler et al., 2018; Burda et al., 2010; Butko et al., 2015; Cadieux et al., 2005; Calvete, 1994; Carmona et al., 2017; Challen et al., 2014; Chan et al., 1997; Chen et al., 2021; Chong et al., 1995; Chopin et al., 2019; Dale and Topczewski, 2011; Danger et al., 2022; Danilova et al., 2005; De Decker et al., 2021; Dee et al., 2016; Di et al., 2017; Donovan et al., 2013; Ellmeier et al., 2013; Fallatah et al., 2022; Farahani and Xaymardan, 2015; Ferrero et al., 2020; Fu et al., 2009; Ganis et al., 2012; Garcia et al., 2018; Gioacchino et al., 2021; Gonzalez-Leal et al., 2014; Gordon et al., 2012; Gore et al., 2016; Hartmann et al., 2013; Hason et al., 2022; Haunerdinger et al., 2021; He et al., 2014; Hernandez et al., 2018; Hess and Boehm, 2012; Hey and O’Neill, 2016; Hildner et al., 2008; Hinton et al., 2004; Ho et al., 2009; Huang et al., 2020; Ikeda et al., 2017; Iwanami et al., 2011; Jeffrey et al., 2006; Jojic et al., 2013; Kadouri et al., 2020; Kalev-Zylinska et al., 2003; Karsunky et al., 2003; Kim et al., 2006; Kim et al., 2019; Klebanoff et al., 2013; Koenen et al., 2019; Koprunner et al., 2001; Kowalczyk et al., 2015; Kruse et al., 2009; Kuil et al., 2020; Lancaster et al., 2018; Langenau et al., 2004; Lee et al., 1994; Liao and Wang, 2021; Lieberman, 2010; Lieschke et al., 2002; Liu et al., 2015; Lloyd and Snelgrove, 2018; Lyons et al., 2001; Ma et al., 2012; Mahony et al., 2021*Preprint*; Marazuela et al., 2004; Martinez-Pomares, 2012; Matsumoto et al., 2008; Melichar et al., 2007; Mirabello et al., 2014; Mitchell et al., 2019; Modrell et al., 2017; Monney et al., 2002; Morath and Schamel, 2020; Murphy and Knee, 1994; Naganuma et al., 2011; Nemeth et al., 2003; Nitta et al., 2009; Nutt and Kee, 2007; Oettinger et al., 1990; Ohtani et al., 2008; Ong et al., 2020; Pandey et al., 2002; Parker et al., 2022; Parrish-Novak et al., 2000; Patel, 1999; Pearce et al., 2003; Perucho et al., 2014; Rajan et al., 2020; Remnant et al., 2021; Ridge et al., 2022; Rothenfusser et al., 2002; Rougeot et al., 2019; Ryu et al., 2005; Samborska et al., 2022; Schatz et al., 1989; Seeger et al., 1996; Shiau et al., 2015; Sichien et al., 2016; Sidney et al., 2014; Silacci et al., 2004; Smith et al., 1996; Stanley and Chitu, 2014; Sutoh et al., 2012; Takizawa et al., 2007; Tang et al., 2017; Trzpis et al., 2007; Tsai et al., 1994; Uechi et al., 2008; Ueno et al., 2004; Vanlandewijck et al., 2018; Venkateswarlu, 2003; Verlaet et al., 2002; Walton et al., 2015; Walzer et al., 2007; Wan et al., 2016; Wang et al., 2008; Wang and Peng, 2021; Wei et al., 2011; Wei et al., 2002; White et al., 2010; Willett et al., 1997a; Yeo et al., 2018; Ying et al., 2005; Yoder et al., 2002; Yoder et al., 2007; Yokota et al., 2003; Yoon et al., 2015; Zakrzewska et al., 2010; Zaslavsky et al., 2010; Zhang et al., 2013; Zhou et al., 2017; Zhu et al., 2012; Zimmerman et al., 2011). Our publicly available cell browsers also allow for the expression of any mapped gene of interest to be visualized (see Data availability).

R version 3.6.2 was used for all Seurat analyses. Monocle 3 analyses were carried out in R version 3.6.2 or 4.0.2.

### Comparing the composition of the adult and juvenile thymi

Cells of the adult and juvenile thymi were compared in two ways: (i) performing a two-group beta-binomial test of significance on a cell-type-by-cell-type basis using the countdata R package (Tables S3 and S6; Pham et al., 2010) and (ii) using the FindAllMarkers and FindMarkers functions in Seurat on the full object and within each cell type split by timepoint (adult vs. juvenile). Default parameters were used in all cases unless otherwise specified. Point (i) was applied to both the full adult and juvenile thymus in addition to the TEC/fibroblast subset. The full list of genes resulting from comparing adult vs. juvenile erythrocytes is provided in Table S4. To confirm that the ribosomal subunits identified as being differentially expressed in adult and juvenile thymi were not a technical artifact of inconsistent SoupX contamination removal, the uncorrected data was examined. Genes listed in the main text as being enriched in the adult thymus erythrocytes were likewise enriched in the uncorrected data.

### Clustering with RaceID3 and VarID for T cell trajectory analysis

For the analysis of T cell trajectories and the identification of ETPs, we performed an independent clustering of the adult thymi in RaceID3 (Herman et al., 2018). Following batch correction and the identification of outlier clusters, the RaceID3 SCseq object was subjected to integrated processing with VarID (Grun, 2020). More specifically, the RaceID3 SCseq object was generated from the raw data by calling the filterdata() function, with the parameters mintotal = 1,000, minexpr = 3, minnumber = 1, and the application of the internal RaceID batch correction method. This method identifies batch-associated genes through a local neighborhood approach and successive pair-wise merging (Herman et al., 2018). For this analysis, the size of the neighborhood, knn, was set to 10. Mitochondrial genes were regressed out for cell type inference, with ccor set to 0.15. Next, varRegression() was run to remove residual batch effects. Following these quality control steps, a distance matrix was computed and initial clusters determined by calling compdist() and clustexp() with default parameters. Outliers of the initial k-medoids clusters were identified with findoutliers(), a function that makes use of an internally computed background model of the expected gene expression variability. This model assumes a negative binomial distribution for transcript counts defined by the mean and variance of expression of each gene per cluster and has been validated for raw count data (Grun et al., 2014). Following the identification of outliers, rfcorrect() was run to improve the robustness of the final clustering. Next, clusters corresponding to cells in the T cell developmental pathway were subsetted for trajectory analysis; thus, clusters 4, 13, 14, 16, and 17 (corresponding to non-T cell populations, e.g., TECs, NK-like cells, B cells, etc.) do not appear in the UMAP shown in Fig. 2 A. VarID was used for subsequent processing on this subsetted UMAP. In brief, the function pruneKnn was run on the filtered expression matrix with large = TRUE, pcaComp = 100, regNB = TRUE, knn = 10, α = 1, and ngenes = 2,000, and links with probabilities lower than P value <0.01 were removed. The adjacency matrix was computed, Louvain clustering was performed, and the clusters were visualized. Gene expression was visualized by calling a color-scale modified version of the function fractDotPlot() with log_2_ transformation. FateID analysis was performed on this updated RaceID3 SCseq object. R version 4.1.0 was used for this analysis.

### Exploring T cell developmental trajectories with FateID

To investigate T cell trajectories, we applied the FateID algorithm to the RaceID3/VarID-generated object (Grun, 2020; Herman et al., 2018). In brief, FateID takes as input the user-defined most differentiated cells and implements an iterative random forest classification to calculate fate bias, working its way back to progenitor populations. Based on gene expression patterns consistent with mature populations, clusters 1, 19, and 5 were set as the endpoints in this analysis for trajectory 1 (mature T cells), trajectory 19 (cytotoxic T cells), and trajectory 5 (γδ T cells), respectively. In addition to specifying these endpoints, fatebias() was called using the following non-default parameters: the VarID distance matrix, minnr = 5, minnrh = 10, confidence = 0.85, and seed = 12345, and compdr() was used to visualize the dimensional reduction by UMAP. To observe the differentiation trajectories, principal curves were computed using the results from fateBias() and compdr() with a threshold of 0.15 for the fraction of random forest votes ascribed to a given trajectory. To investigate gene expression changes along pseudotime, cells with fate bias toward a given trajectory were extracted from the principal curve. Lowly expressed genes were removed by filtering the RaceID3-normalized transcript expression values using filterset() with minexp = 2 and minnumber = 1. A SOM of the pseudo-temporal order was generated using getsom() with the following inputs: the filtered gene set, nb = 100, and α = 0.5. This function groups genes with similar expression profiles into modules for further analysis. The SOM matrix was further processed with procsom() to group the initial modules into larger nodes, for which genes having >0.9 correlation of the SOM z-scores were combined into the same node. The minimal number of genes per node was set to 5. The processed SOMs were plotted with plotheatmap(). Table S7 lists the genes within each node. Pseudotime plots were generated using the FateID plotexpression() function for each gene in each trajectory, separately. Y axis upper limits were manually set to ensure these plots could be directly compared for each gene between trajectories 1 and 19; for some genes this upper limit excluded a small number of outlier cells for which inclusion in the plot would obscure the interpretation of finer expression level changes in pseudotime. α was set to 0.3 for all expression curves. R version 4.1.0 was used for the fate bias and pseudotime analysis of T cell development.

### Exploring B cell developmental trajectories with FateID

To investigate B cell developmental trajectories, we directly applied FateID to our B cell development Seurat object. Specifically, we stored the RNA count data and cell type classification as determined in Seurat and used these data as input to the fateBias() function with target clusters set to the mature IgD and IgT B cells and the following non-default parameters: minnr = 30, minnrh = 45, confidence = 0.95, and seed = 12345. Next, a dimensional reduction representation was generated using the compdr() function with m = c(“umap”) and umap$D2 was set using the cell embeddings from Seurat to preserve UMAP coordinates. Principal curves were computed using the results from fateBias() and compdr() and a threshold of 0.8 for the fraction of random forest votes ascribed to a given trajectory. This was purposefully set to be more stringent than in our T cell trajectory analysis due to the clearer assignment of B cells based on their immunoglobulin heavy chain gene expression. Investigations of gene expression changes in pseudotime were performed by calling the plotexpression() function for each gene of interest on the cells assigned to each trajectory independently. Y axis upper limits were manually set as above to allow for direct comparison of expression between trajectories and α values were set on a gene-by-gene basis to highlight expression changes in pseudotime. R version 4.1.0 was used for the fate bias and pseudotime analysis of B cell development.

### Identification of ETPs in thymus

To identify zebrafish ETPs, we employed multiple methods in addition to standard differential expression analysis which initially led to our use of this terminology. First, we integrated data from the adult thymus with that of the lymphoid/progenitor fraction of the adult marrow and highlighted the cell IDs of the cells from a high-resolution clustering of the adult thymus (resolution = 3) that were the strongest candidate ETPs (cluster 38). Clustering within the HSPC cluster of this integrated object would suggest that these cells were most similar transcriptionally to HSPCs in the marrow and offer additional support for this nomenclature. Next, we ensured the consistency between our ETP cell type calling within our Seurat and RaceID3 analyses and took advantage of our RaceID3 clustering to use StemID2 to infer the most progenitor-like population within the zebrafish thymus (Grun et al., 2016; Herman et al., 2018). The StemID2 score is computed based on the transcription entropy and number of inter-cluster links of each population, with less differentiated cell types tending to have greater transcription entropy and a higher number of inter-cluster links than more differentiated cell types (Grun et al., 2016; Herman et al., 2018). Transcriptional entropy was computed using default parameters; projections of cells onto inter-cluster links were computed with projcells() using default parameters except for setting nmode = FALSE. A P value threshold (pthr) of 0.01 was used as the cutoff for link significance. The StemID score, the product of the two values, was calculated for all clusters with compscore() and scthr = 0.8. Mean fate bias toward each trajectory was visualized for the clusters with the highest StemID scores (clusters 7, 11, 15, and 18). Error bars depict standard error of the mean (SEM). Additionally, for the two clusters with the highest StemID scores, we performed pathway analysis using Metascape (Zhou et al., 2019). Finally, we were able to take advantage of our kidney marrow analysis and previously reported markers of mouse and human ETPs in the literature to compute gene module scores in Seurat for three gene modules: (1) an HSPC module as determined by Seurat differential expression analysis (the 20 most specific HSPC genes (smallest pct.2 values) were assigned to this module), (2) an HSPC module as determined by Monocle 3 gene module analysis (module 16), and (3) an ETP module including orthologs of highly specific mouse and human ETP markers as determined by literature review (Table S9; Cante-Barrett et al., 2017; Cordes et al., 2022*Preprint*; Porritt et al., 2004; Rothenberg et al., 2008; Zeng et al., 2019). In most cases, all zebrafish orthologs were included in this gene module with the exception of *gata2a*, previously shown to mark eosinophils (Balla et al., 2010), and *cd44c* due its lack of inclusion in the current mapping.

Once the ETPs were identified in the combined adult lymphoid/progenitor marrow fraction and thymus object, the Seurat FindMarkers() and FindConservedMarkers() functions were called to determine differentially expressed genes between the thymic ETPs and marrow HSPCs (cluster 4 in object visualized with 35 PCs and resolution = 0.6) and also the conserved genes between these populations (Tables S10 and S11). All cells within cluster 4 were used for the purpose of assessing conserved markers and the markers of highest conservation are reported here, defined by expression in <5% of non-cluster 4 cells derived from the thymus and <25% of non-cluster 4 cells derived from the marrow. A more stringent cutoff was used for the thymus due to the relatively sparse recovery of most transcripts (low pct.1 values for specific markers); however, we note that this did eliminate genes like *si:ch211-161c3.6*, which were less specific but more sensitive, in this case recovered in 94% of thymic ETPs but also 15% of other thymic cells. Our criteria also favored the recovery of myeloid lineage genes due to the lower stringency in the marrow. This approach was advantageous from the point of view of identifying highly specific ETP markers that were also expressed in HSPCs. For other analyses and goals, different filtering criteria may be desired. Upon noting a broader population of thymic cells included in this cluster beyond our putative ETPs, for differential expression analysis, only the most specific subset of thymic ETPs from the adult thymus object (cluster 38, resolution = 3) were compared to cluster 4 marrow cells. Significantly enriched genes in HSPCs or ETPs had to meet the following criteria: be detected in >40% of the population, have a ln fold change >0.4 over the other tissue’s population, and be detected in <5% of the other tissue’s population. Wishing to minimize the recovery of differentially expressed genes simply due to tissue differences, FindMarkers() with a min.pct of 0.02 was additionally called on the B cells of the marrow vs. the B cells of the thymus (cells within clusters 2 and 19). Genes that met the criteria above but were identified as being differentially expressed in thymic vs. marrow B cells and were recovered in <10% of marrow B cells were not included in the final gene lists for HSPC or ETP enrichment. None of the marrow HSPC enriched genes were eliminated from this analysis; however *lck*, *runx3*, *FP236356.1*, *ccr9b*, and *bcl11ba* were removed from the ETP enrichment list. While a true enrichment in any of these genes may be present, this elimination allows us to be more conservative in our analysis. We note that although *pdpk1a* was also identified as a differentially expressed gene in marrow vs. thymic B cells, we have chosen to include it in our enrichment list because its expression in thymic ETPs is less likely to be due to tissue-specific transcript contamination as detection in marrow B cells was non-negligible at 14.4% (vs. 30.5% in thymus). Eosinophilic markers were excluded from the set of markers enriched in kidney marrow HSPCs because it was observed that they were present only in a specific subset of eosinophil progenitors.

### Gene module and trajectory analysis in Monocle 3

The developer branch of Monocle 3 was used in all analyses (Cao et al., 2019). Seurat objects were first converted to Monocle 3 cell_data_set objects using the as.cell_data_set() function, thus preserving the dimensionality reduction, clustering, and cell annotation from Seurat. The nearest neighbor graph was rebuilt in Monocle 3 and used to conduct trajectory analysis and compute pseudotime. Standard functions were employed for differential gene expression analysis.

To enable plotting in Monocle 3, the gene_name and gene_short_name metadata slots were populated manually via calling the rownames() and rowData() functions for the desired inputs and estimate_size_factors() was run.

For each of the following objects, the following deviations from the default parameters were used to define clusters and learn trajectory graphs: full marrow object: resolution 0.003; DC/NK object: resolution = 0.009, ncenter = 1,300; B cell object: resolution = 0.009, ncenter = 400, minimal_branch_len = 15; thymus T cell subset: resolution = 0.004, ncenter = 1,200. (Note: Trajectory analysis was not performed on the T and NK cell object, a subset of the full marrow object, so the Seurat clustering was used in downstream Monocle 3 analysis.)

Following clustering and trajectory determination, differential gene expression analysis was conducted using the graph_test function, which performs spatial autocorrelation analysis using the Moran’s I test. As recommended, the principal_graph was selected as the neighbor graph to use in this analysis and identifies genes that vary over the computed trajectory instead of between clusters. To find modules of co-regulated genes, find_gene_modules() was called on a subset of the original object only containing differentially expressed genes with q_values set to <0.05 and the resolutions listed above (Tables S8, S12, and S16). Standard processing was followed for visualizing the computed gene modules and exploring module specificity. Verification of individual genes identified as being specific to populations of interest was performed in Seurat.

The most differentially expressed genes between the T and NK cell populations were identified through calling the top_markers() function grouping the cells by lineage, as assigned from the full marrow object (Table S14).

For B cell pseudotime analysis, all cells from the B cell and progenitor object in addition to 11 genes of interest: *pax5*, *cd79a*, *sid1*, *dntt*, *rag1*, *rag2*, *csf1rb*, *ebf3a*, *mki67*, *igl3v5*, and *igl1c3* were subsetted. An ordering of the cells was determined by interactively selecting the root state to be within the HSPC population from within the order_cells() function. The pseudotime ordering was then observed for all genes of interest with the genes ordered according to time of expression and a minimum untransformed expression level of 0.1. Note: *ebf3a*, although not ascribed as the direct ortholog of the B cell commitment factor *EBF1* in mammals, appeared to have the most consistent expression with *EBF1* and was thus selected as a B cell gene. Further, we note that although the IgT and IgD populations are two independent lineages, we did not separate them on the pseudotime plot for the purposes of exploring early B cell development when they appeared intermixed. The genes we selected for subsetting would not be anticipated to be expressed differently between these two lineages.

For T cell pseudotime analysis, all cells from the subsetted adult thymus object containing only T cell populations along with the following seven genes of interest: *cd4-1*, *cd4-2.1*, *cd4-2.2*, *cd8a*, *cd8b*, *csf1rb*, and *il2rb* were subsetted. Based on the expression patterns of the *CD4* and *CD8* orthologs, cells were selected using the choose_cells() function for pathway analysis of the mature T cells and cytotoxic T cells, respectively. These two subsets were ordered using the same root selected from within the ETP population. Next, we modified the plot_genes_in_pseudotime() function to visualize single cells expressing orthologs of *CD4* and *CD8* simultaneously. Specifically, we plot the sum of all *CD4* orthologs, the sum of all *CD8* orthologs, and the minimum of those sums as the joint CD4-CD8 expression using a minimum untransformed expression level of 0.1.

### TCR alignment and analysis

TCR α and β constant regions were not annotated in zebrafish Ensembl GRCz11 (the closest annotation is FP236356.1, a 109,805 bp region that includes TCR β constant 1 [*trbc1*]). Therefore, an independent alignment was performed to recover TCR α and TCR β transcripts based on the recovery of their constant regions, the most 3′. A custom genome was defined with three genes, two individually for the four Cb1 (TCRb.C1) and three Cb2 exons (TCRb.C2), respectively (2), and one for the TCR α constant region (TCRa.C) as annotated in GenBank listing AF424545.1. The custom alignment was processed through Cell Ranger, similarly to the full transcriptome mapping, and assigned as “threeprime” chemistry. The filtered_feature_bc_matrix files were loaded into Seurat in a way that preserved all of the cellular barcodes as identified by Cell Ranger (CreateSeuratObject settings min.cells = −1, min.features = −1). All datasets from which more than one cell was recovered were merged, and the cell ids corresponding to counts of TCRa.C > 0, TCRb.C1 > 1, and TCRb.C2 > 0 were retrieved. αβ T cells were defined as meeting any of the above criteria. Similarly, cell ids corresponding to counts of *trdc* > 0 and *tcrg* (*si:dkeyp-13d12.23*) > 1 were also retrieved from the original transcriptome mappings. γδ T cells were defined as meeting either or both of those requirements for *trdc* and *tcrg* recovery. These transcript cutoffs were set based on the observed sensitivity and specificity of cutoff choice in the marrow and used consistently in the thymus. We note that this choice appears less specific in the thymus but we maintained the marrow cutoffs for sensitivity, consistency, and transparency.

### Online supplemental material

Fig. S1 shows an extended cell type characterization of the adult zebrafish thymus in addition to supporting characterizations of the adult and juvenile thymus, including visualization of cells by timepoint, an investigation into the mixed granulocyte population, and ribosomal subunit heterogeneity. Fig. S2 shows supporting visualizations and analysis for the TEC and fibroblast subset of the adult and juvenile thymus along with supplemental visualizations of the FateID analysis and identification of zebrafish ETPs. Fig. S3 shows conserved marker genes between marrow HSPCs and ETPs. Fig. S4 shows differentially expressed genes between marrow HSPCs and ETPs. Fig. S5 shows representative plots of the fluorescence-activated cell sorting gates for marrows and thymi. Table S1 shows differentially expressed genes in the adult zebrafish thymus. Table S2 shows differentially expressed genes from the adult and juvenile zebrafish thymi. Table S3 shows beta-binomial test results for the adult and juvenile zebrafish thymi. Table S4 shows differentially expressed genes in adult and juvenile erythrocytes from the adult and juvenile thymi analysis. Table S5 shows differentially expressed genes in the TEC and fibroblast subset of the adult and juvenile thymi. Table S6 shows beta-binomial test results for the TEC and fibroblast subset from the adult and juvenile thymi. Table S7 shows gene lists for SOM nodes from the FateID analysis of the adult thymus. Table S8 shows Monocle 3 gene modules of the adult zebrafish kidney marrow. Table S9 shows gene modules used to identify zebrafish ETPs. Table S10 shows conserved marker genes between marrow HSPCs and ETPs. Table S11 shows differentially expressed genes between marrow HSPCs and ETPs. Table S12 shows Monocle 3 gene modules of the DC-like cell and NK-like cell marrow subset. Table S13 shows differentially expressed genes for marrow T and NK-like cell subset. Table S14 shows top distinguishing genes between marrow T and NK-like cells. Table S15 shows differentially expressed genes for marrow B cell subset. Table S16 shows Monocle 3 gene modules of the marrow B cell subset. Table S17 shows cell counts by cell type for full adult and juvenile thymi and marrow analyses. Table S18 shows marker gene references.

## Supplementary Material

Table S1 shows differentially expressed genes for adult zebrafish thymus.

Table S2 shows differentially expressed genes for adult and juvenile zebrafish thymi.

Table S3 shows beta-binomial test results for adult and juvenile zebrafish thymi.

Table S4 shows differentially expressed genes in adult and juvenile erythrocytes from thymus analysis.

Table S5 shows differentially expressed genes for TEC and fibroblast subset of adult and juvenile thymi.

Table S6 shows beta-binomial test results for TEC and fibroblast subset of adult and juvenile thymi.

Table S7 shows gene lists for SOM nodes in FateID (adult thymus).

Table S8 shows Monocle 3 gene modules for adult zebrafish kidney marrow.

Table S9 shows gene modules used to identify zebrafish ETPs.

Table S10 shows conserved marker genes between marrow HSPCs and ETPs.

Table S11 shows differentially expressed genes between marrow HSPCs and ETPs.

Table S12 shows Monocle 3 gene modules for marrow DC-like and NK-like cell subset.

Table S13 shows differentially expressed genes for marrow T and NK-like cell subset.

Table S14 shows top distinguishing genes between marrow T and NK-like cells.

Table S15 shows differentially expressed genes for marrow B cell subset.

Table S16 shows Monocle 3 gene modules for marrow B cell subset.

Table S17 shows cell counts by cell type for full adult and juvenile thymi and marrow analyses.

Table S18 shows marker gene references.

## Data Availability

The data reported in this article have been deposited in the Gene Expression Omnibus database under accession no. GSE190794. Additionally, cell browser objects (Speir et al., 2021) have been generated for ease of data exploration and are available at the following URL: https://dr-marrow-thymus.cells.ucsc.edu.

How the deposited data were processed for this re-analysis (not part of the article)

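The authors aligned 10x 3′ v3.1 libraries with Cell Ranger 3.1.0 to GRCz11 with transgenes added, called cells, and deposited the raw UMI counts of each library as a matrix of genes by cell barcodes. These counts were used as deposited, without subtraction of free RNA. The 18 libraries are 4 adult thymi, 4 lanes of a pool of 21 juvenile thymi, and 2 sorted fractions of marrow from 5 fish. The lanes of the juvenile pool are technical replicates and were summed into 1 sample. The fish was the replicate in every test, and a sample was kept in a test with at least 5 cells of the class. Pairs of samples come from the fish numbers in the sample labels, which the paper also gives: fish 22 and 24 gave both thymus and marrow. Whether samples of 1 fish deviate together was checked as the correlation of their deviations from the group means of log2 CPM. For classes of the same tissue the mean correlation over pairs was 0.510 in thymus and 0.209, 0.217 and 0.439 in marrow, and 0.183 for progenitor-like and 0.319 for B-like cells across tissues. Different fish had means of −0.17 to −0.0201 in these comparisons. Fish was a block where each fish gave both classes of a tissue.

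Cells were kept at 200 to 4000 genes and under 15% mitochondrial UMIs, with 500 to 30000 UMIs in thymus and 1500 to 50000 in marrow. Barcodes likely to be doublets were marked with Scrublet in scanpy 1.11.5 and removed only in an alternative. They made up 1.97% to 3.43% of adult thymus, 3.35% to 4.09% of juvenile, 0.587% to 3.55% of lymphoid and progenitor and 2.74% to 6.71% of granulocyte libraries. Cells were normalized with sctransform 0.4.2, integrated over libraries by reciprocal PCA with 3000 features and 30 dimensions, and clustered in Seurat 5.3.0 with 20 neighbours. Ribosomal, mitochondrial, immunoglobulin and embryonic globin genes and a fixed set of genes whose levels the paper reports, such as cd4-1, il2rb, lck and spi1b, were held out of clustering and naming, so that their levels are not given by the classes.

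Clusters were named from fixed marker lists. A marker counted as detected with a UMI in at least 10% of the cells of a cluster and a level at least 1.5-fold above that in other cells, with 20 CPM added to both. A name needed 3 detected markers and a score of at least 0.1, and lists within 80% of the best score were parted by the markers among the 10 leading genes. These thresholds, the list for type 2 lymphocytes and the rule that leaves a cluster unnamed when another class leads its genes were chosen after the clusters had been seen. The rule left sub-cluster 15 of the marrow, with 179 cells, unnamed, since pbx1a and foxp4 are among its leading genes, and 87 early B cells lay in the neutrophil-like class. The class of developing B-like cells therefore holds only stages with light chain UMIs, which was noticed after the result had been computed, and a count over every marrow cell was added.

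Expression was compared with the quasi-likelihood test of edgeR 4.0.16 (TMM normalization, filterByExpr) on UMIs summed per fish and class. P values were adjusted by Benjamini-Hochberg, with a threshold of 0.05. Numbers of cells per class were compared with the same test, with the cells of a sample as library size. Shares between tissues were compared with exact permutation tests over fish. Levels by class are CPM of summed UMIs, and levels in a comparison are TMM-normalized CPM. Folds against a group at 0 are lower bounds, at 3 counts in that group, and shares of 0 are given with the share that 3 counts would make. Joint detection of T cell receptors used 1 UMI of trdc or 2 UMIs of si:dkeyp-13d12.23 for γδ and 1 UMI of FP236356.1 for αβ, a wide region that includes the beta constant gene trbc1, since the paper states that the reference lacks annotated alpha and beta constant regions. Gene lists were tested with fry and camera in limma 3.58.1, with a preset correlation of 0.01 and with an estimated one. The lists covered ribosomal proteins, adult and embryonic globins, haem synthesis, V(D)J recombination, T cell receptor signalling, early T cell factors, stem and progenitor factors, B cell factors, cytotoxic effectors, MHC class II presentation, the endosomal Toll-like receptor pathway, chemokine receptors, the cell cycle, heat shock with immediate early genes, and 3 modules of the paper's supplement.

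The genes named for a comparison follow a rule set before the data were examined: every gene the paper names for it, the 10 genes with the largest change in each direction among those past the threshold with at least 20 CPM in the higher group and the same direction in every fish, and from each list with at least 3 genes past the threshold the 3 with the smallest p. Immunoglobulin and receptor segments without a constant region were counted and not named. Values in the paper's tables had been seen when the rule was written. Of genes that the rule gives, those that repeat a pattern are summarised as counts.

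The tests were tested on simulated data with the observed sizes and spread, in which genes were changed 4-fold or 2-fold. The test recovered 91% and 55% of these for rag-positive against mature T-like cells, 65% and 24% for progenitor-like cells across tissues, 72% and 18% for B-like cells across tissues, 78% and 44% for T-like against NK-like cells, 86% and 55% for DC1-like against DC2-like cells and 85% and 61% for developing against mature B-like cells. Against the juvenile pool it recovered 14% and 0% for rag-positive T-like cells and 0% of either size for erythroid-like cells, so few changes between the ages can pass. For class shares it recovered 60% of 4-fold changes and called 0.45% of unchanged classes in thymus.

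Alternatives were a higher cluster resolution, clustering without integration, removal of doublets, a higher UMI minimum (1000 in thymus and 2500 in marrow), a limit of 10% mitochondrial UMIs, subtraction of free RNA at the paper's shares (2% in adult and 7% in juvenile thymus), the 4 juvenile lanes as samples, a beta-binomial test over 8 libraries, no filter on low counts, at least 10 cells per sample, DESeq2 1.42.0 with its size factors, the block left out or added, each fish left out in turn, detection at 2 UMIs, and thinning to 1000 UMIs in thymus or 1500 in marrow of the cells with at least that many. Removal of doublets and the stricter limits kept the classes of the main clustering. A comparison of B-like cells across tissues, 3 further settings for erythroid-like cells and the count over every marrow cell were added after the data had been seen. Other tools were R 4.3.3, scipy 1.17.1, numpy 2.4.6, pandas 2.3.3, anndata 0.12.19 and matplotlib 3.10.9, and random steps used a fixed seed.

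Left out were the paper's pseudotime, its module scores per cell, its subtraction of free RNA from unfiltered matrices, and its separate alignment of T cell receptor reads, which were not analysed here.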

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

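The genes and shares below were set in advance, whereas the EGFP counts and the embryonic globins in T-like cells were looked up after other results had been seen. Of 247 groups of 4 or 5 fish tested for 1 fish far from the others, 15 had one, where chance alone gives about 1 in 20 groups, or 12.35. As a set, the fish named below are about as many as chance gives.

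In the adult thymus, fish lck1 stood apart in 2 class shares. Its B-like share was 0.779%, against 4.59% to 5.10% in the other fish, and its γδ T-like share 2.88%, against 0.871% to 1.16%. In rag-positive T-like cells fish lck2 had csf1rb at 5.43 CPM, against 0.360 to 1.21 CPM in the others. In thymic progenitor-like cells s1pr5b was at 9.20 CPM in fish lck1 (0 to 0.916 in the others), mrc1b at 5.04 CPM in fish 22 and absent from the others, and gata3 at 128 CPM in fish lck2 (25.2 to 42.1). In thymic B-like cells pdpk1a was at 41.2 CPM in fish 22, against 131 to 141 CPM.

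In the marrow, il7r in progenitor-like cells was at 0.0 CPM in fish 22 (0.247 to 0.301 in the others), and cd8b was at 0.292 CPM in fish 44 and absent from the others. Fish 44 also stood apart for cfbl in T-like cells, at 21.6 CPM (0 to 5.85), and for lck in NK-like cells, at 13.4 CPM with no UMI in the others. cd74a in NK-like cells was at 7737 CPM in fish 49 (2568 to 3913). In DC1-like cells fish 22 had ctsbb at 3.83 CPM, with no UMI in the others, and flt3 at 80.4 CPM (17.2 to 31.3). adipor2 in developing B-like cells was at 157 CPM in fish 24 (73.5 to 97.0). Levels under 10 CPM rest on few UMIs, and the cause was not tested for any of these fish.

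EGFP, the reporter of the Tg(lck:eGFP) fish, was aligned to by the authors, and the paper's tables list it for thymus clusters, while its text gives no values of it. It gave 8703 UMIs in fish lck1 and 16320 in fish lck2, or 531 and 823 CPM, and 0 UMIs in the 12 libraries of GESTALT fish. The 4 juvenile lanes had 23352 to 33583 UMIs of it, or 663 to 891 CPM. The reporter thus follows the strain in every library.

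Embryonic globins were also found outside erythroid-like cells of the juvenile pool, which the paper's text does not discuss. In juvenile rag-positive T-like cells TMM-normalized hbbe2 was at 132 CPM and hbae5 at 122 CPM. Without TMM normalization they were at 108 and 99.4 CPM in these cells. The ratio of hbbe2 to hbae5 was 1.08 there, 1.04 in juvenile erythroid-like, 1.04 in cycling-like and 1.09 in γδ T-like cells. Also without TMM normalization, hbbe2 was at 33758 CPM over juvenile erythroid-like cells and at 14.8 CPM in juvenile progenitor-like cells. Where these UMIs come from was not tested.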

How the results depend on the processing

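Of the settings below, the subtraction of 1 background share in every library, erythroid-like cluster 24 alone, the count over every marrow cell and all settings of B-like cells across tissues were chosen after results had been seen. Where a result changed, the cause was not tested, except that leaving out the filter on low counts tests more genes and leaving out a fish tests fewer samples.

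Most named genes and classes kept their direction and their side of the threshold. This held for 139 of 139 values of T-like against NK-like genes, 129 of 130 for DC1-like against DC2-like cells, 299 of 305 for progenitor-like cells across tissues, 144 of 148 for rag-positive against mature T-like cells, 185 of 200 for developing against mature B-like cells, 71 of 80 for B-like cells across tissues, 130 of 157 class shares, 93 of 110 for rag-positive T-like and 81 of 91 for erythroid-like cells between the ages, not counting fish left out. Of those that moved without turning, counted once per setting, 8 values of B-like cells across tissues and 16 of class shares passed only in the alternative, and 16 values of rag-positive T-like cells no longer passed.

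For erythroid-like cells 10 genes passed between the ages, against 180 with free RNA subtracted, 62 with the juvenile share in every library, 18 in cluster 24 alone, 223 with the lanes as 4 samples and 9 to 10 with a fish left out. rps29 turned, with log2 fold changes of 0.16 without doublets, 0.15 in cluster 24 alone and at the higher UMI minimum, 0.34 without the filter on low counts, 0.18 without integration and −0.10 to 0.42 in leave-one-out fits. rps15a turned without that filter, at 0.13, and without fish lck1, within −0.27 to 0.10.

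For rag-positive T-like cells 14 genes passed, against 784 in DESeq2, 45 with free RNA subtracted, 1 without doublets, 3 at the higher UMI minimum, 24 at a higher cluster resolution, 4029 with the lanes as 4 samples, 294 without the filter on low counts and 174 without integration. Leaving out a fish gave 0 (fish lck1 or lck2), 2 (fish 24) and 20 (fish 22) in edgeR. rag2 ranged from −0.0263, without fish 22, to 0.49.

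Counts of genes in other comparisons moved most without integration or without the filter on low counts. Without the filter 1521 genes passed for progenitor-like cells across tissues (940 with it), 1543 for T-like against NK-like cells (963) and 1143 for DC1-like against DC2-like cells (568). Without integration the counts were 1578 for progenitor-like and 2464 for B-like cells across tissues (1100 with it) and 4558 for developing against mature B-like cells (3021). Leave-one-out counts were 3054 to 3579 for rag-positive against mature T-like cells, 662 to 872 for progenitor-like cells, 777 to 978 for T-like against NK-like cells, 477 to 645 for DC-like cells, 2555 to 2944 for developing B-like cells and 630 to 1039 for B-like cells across tissues, the lowest without fish 24.

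With fish 22 and 24 as a block, 625 genes passed for progenitor-like cells. The block turned BX004816.2, to 0.20, ended the calls of dnmt3bb.1 and fli1a and made those of plk2b and, in B-like cells, ighz. Without the block in comparisons within a tissue, adipor2, swap70b, cd79a and ighd no longer passed between developing and mature B-like cells. It changed no other call of a named gene. For gene lists, with an estimated correlation, early T cell factors passed across tissues in progenitor-like cells without the block (adjusted p = 1.0e-04 in camera) and not with it (0.341), as did 8 further lists. Within a tissue, V(D)J recombination and cytotoxic effectors passed without the block (0.0203 and 0.00195) and not with it.

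Without integration hmgb3a turned to −0.23 and maptb to −0.16 across tissues, pax5 to −0.34 in developing B-like cells and gata3 to 0.65 in mature T-like cells. gata3 also turned at a higher cluster resolution, at 0.92, and nfil3-4 at the higher UMI minimum, at 0.19. In leave-one-out fits gata3 ranged from −0.64 to 0.15 (turned without lck2), plk2b from −0.0605 to 0.82 and hmgb3a from −0.0172 to 0.24 (without 24), trib1 from −0.24 to 0.13 (without 22) and nfil3-4 from −0.32 to 0.46 (without 22 or 44).

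Of 20 thymus classes 4 passed between the ages, against 13 with the lanes as 4 samples, 13 in the beta-binomial test over 8 libraries, 0 without integration (edgeR) and 2 (without lck2) to 6 (without lck1) in leave-one-out fits. The NK-like share turned at a higher cluster resolution, at 0.96. Of 10 TEC and fibroblast classes 3 passed, against 5 with the lanes and 1 at a higher resolution. The mTEC-like share turned to 0.00905 in the beta-binomial test, 0.0702 without doublets, 0.14 at the higher UMI minimum, 0.11 under 10% mitochondrial UMIs and 0.39 without lck1, the top of −0.26 to 0.39. In other leave-one-out fits the B-like share ranged from −4.52 to −4.01, TEC-like from −2.49 to −2.34, erythroid-like from 0.91 to 2.57 and mature T-like from −1.70 to −0.97, the last 2 past the threshold without lck1.

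Shares of cells with a UMI follow depth, and thinned values leave out cells under the depth. Double-positive cells among rag-positive T-like cells fell from 76.5% to 54.3% at 2 UMIs and 64.9% when thinned, and T-like cells with a T cell receptor feature from 78.6% to 56.6% and 51.0%. NK-like cells with one fell from 17.2% to 7.53% and 10.22%, and to 1.80% at a higher cluster resolution. The share of UMIs of the literature list of early thymic progenitors was 0.0920% without integration (0.0997% with it). Of rag-positive B-like cells with dntt or sid1, all 19 had a light chain UMI, but 66.3% when thinned, 30.9% without integration and 13.4% over every marrow cell. Of those without dntt or sid1, the share was 97.8%, with 92.9% at 2 UMIs and 81.0% when thinned.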

Differences from the paper's values

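In this part, the background share of the adult fish or of the juvenile pool in every library, erythroid-like cluster 24 alone and the count over every marrow cell were chosen after results had been seen. The other alternatives were set before the data were examined. The paper's tests of expression took cells as replicates, whereas fish are the replicates here. A share counted as within the paper's value if it lay within 1 SD over fish of it, or within 1.5-fold. A log2 fold change counted as within if it had the same sign and lay within 1 standard error. This is a narrow limit, so a fold change listed as different can still be near the paper's.

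IgT cells made up 25.7% ± 6.65 of marrow mature B-like cells (SD, n = 5 fish), against the paper's 15%. The paper counted clusters, and cells are counted here. Of 12 alternatives, the value lay within the paper's at the higher UMI minimum (22.2%) and not in the other 11.

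A T cell receptor UMI was found in 78.6% of marrow T-like cells, against the paper's 29.3%, which comes from a separate alignment of receptor reads, while the count here takes FP236356.1, a wide region that includes trbc1, for the alpha and beta side, and 0 of 12 alternatives lay within it (51.0% to 81.0%). For NK-like cells the value was 17.2%, against the paper's 1%, and a higher cluster resolution (1.80%) lay within it, 1 of 12.

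In juvenile erythroid-like cells rps29, rps15a and rplp1 were found in 86.1%, 75.4% and 80.4% of cells, against the paper's 3.7%, 5.7% and 2.6%, and 0 of 5 alternatives lay within it. None of these 5 subtracted free RNA, as the paper did before it counted cells. The paper's fold changes, given on the natural log scale, come to log2 values of −3.88, −3.59 and −4.29, against −0.11, −0.34 and −0.64 here, and 0 of 16 alternatives lay within them. With free RNA subtracted at the paper's shares the values were −1.91, −2.09 and −8.05, and rplp1 was called lower. It was also called lower, at −7.80, with the juvenile share in every library, a setting chosen after seeing the values, which did not call rps29 or rps15a, 2 of the paper's 3 genes.

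her9 was found in 0.560% of marrow progenitor-like cells, against the paper's 0%, and 0 of 5 alternatives lay within it. il7r was found in 0.320%, against the paper's 0.1%, and clustering without integration (1 of 5) lay within it. spi1b was found in 3.07% of marrow T-like cells, against the paper's 1.7%, which clustering without integration and removal of doublets (2 of 5) lay within, the other 3 not. cfbl was found in 0.396% of T-like cells, against the paper's 1%, and 0 of 5 alternatives lay within it. The paper's shares for these genes come after subtraction of free RNA, which none of the 5 alternatives made.

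Between the ages, the log2 fold change of the share of ccr7-positive maturing T-like cells was −1.80, against the paper's −1.41, and 3 of 11 alternatives lay within it: a higher cluster resolution and the fits without fish 22 or fish 24. For mature T-like cells it was −1.43, against the paper's −0.18, and 2 of 11 lay within it, a higher cluster resolution and the fit without fish 24. In the TEC and fibroblast subset it was 3.60 for fibroblast-like cells, against the paper's 2.5998, −2.07 for fatty acid TEC-like cells, against the paper's −1.08, and −0.38 for corticomedullary TEC-like cells, against the paper's 0.12, with 0 of 11 alternatives within it for each. NK-like cells made up 0.505% of marrow cells, against the paper's 0.841%, which clustering without integration (1 of 5) lay within.

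The paper reports cycling, γδ and fibroblast cells as more and maturing T cells as less frequent in the juvenile thymus. Their directions were the same here. Of the maturing classes the ccr7-positive one passed (adjusted p = 0.00763 in edgeR) and the one without ccr7 did not, nor did the other 3 classes, whereas the beta-binomial test over 8 libraries and the lanes as 4 samples, which both take lanes as replicates, each called 13 of 20 classes, γδ T-like, fibroblast-like and maturing T-like cells among them and cycling-like cells in neither. The paper reports joint detection of both kinds of T cell receptor as more frequent in juvenile thymus. This held at full depth and did not hold among cells with at least 1000 UMIs thinned to that depth.

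The paper describes cortical TECs, and no class was named so here, although a higher cluster resolution named 45 cells cortical. It describes eosinophils in the thymus, and no thymus cluster was named so. It reports lower ribosomal genes in juvenile erythroid cells, also in its data before subtraction, and of 80 such genes 0 passed in edgeR or DESeq2 here, where the test recovered 0% of simulated 4-fold changes. As a share of all UMIs, ribosomal genes were lower in the pool (3.21%) than in all 3 adult fish (5.56%, 15.8% and 5.59%), which is the paper's direction. It scores stem cell and literature modules highest in its early thymic progenitors. As a share of UMIs, the Monocle module was highest in progenitor-like cells, whereas the Seurat module had rank 3 there. The literature list had rank 9 of 19 classes there and was highest in neutrophil-like and NK-like cells.

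The paper describes a pre-B state without light chain. In the B-like class named by the fixed rule, all 19 cells with rag1 or rag2 and dntt or sid1 had a light chain UMI. Over every marrow cell, a measure chosen after seeing the values, 13.4% of such cells did, and 0.559% of sub-cluster 15.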

Other observations

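In this part the tests of other groupings of the samples, of background shares, of strain, of free RNA in progenitor-like cells and of tissue of origin were chosen after the results had been seen. The comparison of B-like cells across tissues was also added then.

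Most of the T cell genes tested were higher in thymic than in marrow B-like cells. Of 9 genes of T cell receptor signalling tested, 6 were higher in thymus, and of 6 early T cell factors, 4 were (edgeR quasi-likelihood, 4 against 5 fish). sla2 was at 65.8 CPM in thymic and 2.70 CPM in marrow B-like cells, a log2 fold change of 4.45. Over all 7736 genes, 585 were higher and 515 lower in thymus. The balance depended on the setting, with 498 and 646 without doublets, 459 and 552 with free RNA subtracted and 1040 and 1424 without integration. In progenitor-like cells 7 of 10 genes of T cell receptor signalling were higher in thymus. Of the 7026 genes tested in both classes, 379 were higher in thymic progenitor-like and 510 in thymic B-like cells, and 169 in both, while 6 higher in the former were lower in the latter. Of the lower genes, 300 and 377, the lists shared 62, while 21 lower in the former were higher in the latter. Independent lists of these sizes would share 27.5 higher and 16.1 lower genes. Both comparisons use the same fish and libraries, so shared effects of the libraries also make these lists overlap.

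In mature against rag-positive T-like cells, all 7 genes of MHC class II presentation tested were higher, 4 of 6 chemokine receptor genes were higher and 1 lower, and 14 of 23 heat shock and immediate early genes were higher and 4 lower. Ribosomal protein genes were mostly higher in mature cells, 81 of 91, as they were in marrow T-like against NK-like cells, 73 of 85, whereas 81 of 86 were lower in developing than in mature B-like cells. Among unnamed marrow sub-clusters, sub-cluster 11 had dusp2 at 4622 ± 1959 CPM (SD, n = 5 fish) and sub-cluster 25 had eomesa at 419 ± 133, runx3 at 293 ± 77.9 and ckbb at 328 ± 194 CPM. In erythroid-like cells of the thymus, of 5 genes of haem synthesis tested between the ages, 0 passed in edgeR or DESeq2 and 0 had an unadjusted p under 0.05. Further embryonic globin genes were higher in the juvenile pool, by log2 fold changes of 12.35 for hbae1.3, 11.10 for hbae1.1, 10.60 for hbae3, 10.55 for hbbe1.2 and 7.78 for hbbe1.1.

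For each comparison of groups of at least 3 fish without the pool, the samples were split in other ways. For rag-positive against mature T-like cells 3817 genes passed, and 0 in any other of the 32 splits that could be fitted, among them 7 that part the 2 samples of each fish as the real split does. The real split passed 963 genes for T-like against NK-like cells, 568 for DC1-like against DC2-like cells and 3021 for developing against mature B-like cells, and the highest of the other 99 splits drawn for each passed 0, among them 10 that part every pair. For progenitor-like cells across tissues the real split passed 940 genes and the highest other 92, and for B-like cells across tissues 1100 and 113. In both, the highest was among the 31 splits that also part fish 22 and 24, and the highest among the 68 others passed 2 and 10. In each of the 6 comparisons 1 split, the real one, reached its number. For progenitor-like and B-like cells across tissues, a random split of these samples is thus an unlikely source of the counts. The splits take the 2 samples of fish 22 and of fish 24 as independent. They cannot part tissue from library, buffer or the separate clustering of each tissue. In the other 4 comparisons the classes were made from the same expression data, so the splits say nothing about chance there.

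Once free RNA was subtracted at the paper's shares, ribosomal protein genes were lower in juvenile than in adult erythroid-like cells, with a median log2 fold change of −1.85 over 80 genes, 10 of them past the threshold in edgeR. The share subtracted was 7% for the pool and 2% for the adult fish. With 2% in every library the median was −0.33 and 0 genes passed, near the −0.27 found without subtraction, while 7% in every library gave −1.65 and 4 genes. In the pool 19.7% of ribosomal UMIs were left at 7% and 76.4% at 2%, and rps29 fell from 3122 to 431 UMIs. The lower levels after subtraction follow the share chosen for the pool and are consistent with it as their source. The paper states that the genes it names were also lower in its data before subtraction, and a change of ribosomal genes with age remains open.

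b2m and mhc1uka were lower in juvenile than in adult rag-positive T-like cells. Strain is argued against, since adult fish of the juvenile strain had b2m at 611 CPM, 7.24 times the 84.4 CPM of the pool. A different mix of cell states is too, since b2m was lower in 12 of 12 other classes with enough cells. Whether UMIs were counted on other class I genes cannot be told. All features named mhc1 together were at 0.309 of the adult mean. Most of that sum was mhc1zba, at 1076 ± 87.8 CPM in adult fish and 362 CPM in the pool, against 122 and 2.16 CPM of mhc1uka. The sum would thus be low wherever UMIs of mhc1uka were counted. Against the lowest adult fish, b2m, mhc1uka and tsc22d3 were lower in the pool in 15 of 15 classes. Age, bleeding, pooling and experiment differ together between the groups and cannot be told apart.

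Early T cell factors were higher in thymic than in marrow progenitor-like cells, and UMIs of cd4-1, cd8b, rag1 and rag2 there set the share of their RNA that can be free RNA of thymocytes at up to 19.7%, 9.45%, 10.7% and 11.0% in fish 22, 24, lck1 and lck2. For il7r, her6, her9 and notch1a, levels were at least 3.63-fold above what this share of thymocyte RNA would give in every fish. Free RNA at this share would thus not give their whole level. These 4 factors were grouped by this outcome, so their passing a 3-fold margin was fixed in advance and adds no support. Of the other 9 factors, 6 were at or under the free RNA level in at least 1 fish, 1 of them in every fish, so free RNA of thymocytes and expression cannot be told apart for these 6. The remaining 3, gata3, ccr9a and runx3, lay above that level in all 4 fish, by at least 1.80-fold, 2.78-fold and 1.41-fold. This is short of the 3-fold margin, which was set after the values had been seen, so free RNA stays open for them too. An effect of the tissue of origin was looked for in B-like cells across tissues. There her9 had a log2 fold change of 0.24 (standard error 0.335, adjusted p = 0.708 in edgeR), against 9.24 in progenitor-like cells. her9 thus did not change with tissue in both classes. It was set apart from the other factors because of these values, so they are no test of the factors as a set. For the other 12 factors an effect of tissue cannot be told apart from cell type. Of the 5 of them tested in B-like cells, 4 were also higher in thymic B-like cells (runx3, ccr9a, ccr9b and lck), and notch1a was not called, at 0.41 (adjusted p = 0.439) against 1.33 in progenitor-like cells. Commitment to the T lineage stays open as a biological explanation.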
